# The chemical composition of secondary organic aerosols regulates transcriptomic and metabolomic signaling in an epithelial-endothelial in vitro coculture

**DOI:** 10.1186/s12989-024-00600-x

**Published:** 2024-09-19

**Authors:** Svenja Offer, Sebastiano Di Bucchianico, Hendryk Czech, Michal Pardo, Jana Pantzke, Christoph Bisig, Eric Schneider, Stefanie Bauer, Elias J. Zimmermann, Sebastian Oeder, Elena Hartner, Thomas Gröger, Rasha Alsaleh, Christian Kersch, Till Ziehm, Thorsten Hohaus, Christopher P. Rüger, Simone Schmitz-Spanke, Jürgen Schnelle-Kreis, Martin Sklorz, Astrid Kiendler-Scharr, Yinon Rudich, Ralf Zimmermann

**Keywords:** Epithelial-endothelial coculture, Secondary organic aerosols (SOA), Airway remodeling, Inflammation, Endothelial dysfunction

## Abstract

**Background:**

The formation of secondary organic aerosols (SOA) by atmospheric oxidation reactions substantially contributes to the burden of fine particulate matter (PM_2.5_), which has been associated with adverse health effects (e.g., cardiovascular diseases). However, the molecular and cellular effects of atmospheric aging on aerosol toxicity have not been fully elucidated, especially in model systems that enable cell-to-cell signaling.

**Methods:**

In this study, we aimed to elucidate the complexity of atmospheric aerosol toxicology by exposing a coculture model system consisting of an alveolar (A549) and an endothelial (EA.hy926) cell line seeded in a 3D orientation at the air‒liquid interface for 4 h to model aerosols. Simulation of atmospheric aging was performed on volatile biogenic (β-pinene) or anthropogenic (naphthalene) precursors of SOA condensing on soot particles. The similar physical properties for both SOA, but distinct differences in chemical composition (e.g., aromatic compounds, oxidation state, unsaturated carbonyls) enabled to determine specifically induced toxic effects of SOA.

**Results:**

In A549 cells, exposure to naphthalene-derived SOA induced stress-related airway remodeling and an early type I immune response to a greater extent. Transcriptomic analysis of EA.hy926 cells not directly exposed to aerosol and integration with metabolome data indicated generalized systemic effects resulting from the activation of early response genes and the involvement of cardiovascular disease (CVD) -related pathways, such as the intracellular signal transduction pathway (PI3K/AKT) and pathways associated with endothelial dysfunction (iNOS; PDGF). Greater induction following anthropogenic SOA exposure might be causative for the observed secondary genotoxicity.

**Conclusion:**

Our findings revealed that the specific effects of SOA on directly exposed epithelial cells are highly dependent on the chemical identity, whereas non directly exposed endothelial cells exhibit more generalized systemic effects with the activation of early stress response genes and the involvement of CVD-related pathways. However, a greater correlation was made between the exposure to the anthropogenic SOA compared to the biogenic SOA. In summary, our study highlights the importance of chemical aerosol composition and the use of cell systems with cell-to-cell interplay on toxicological outcomes.

**Graphical Abstract:**

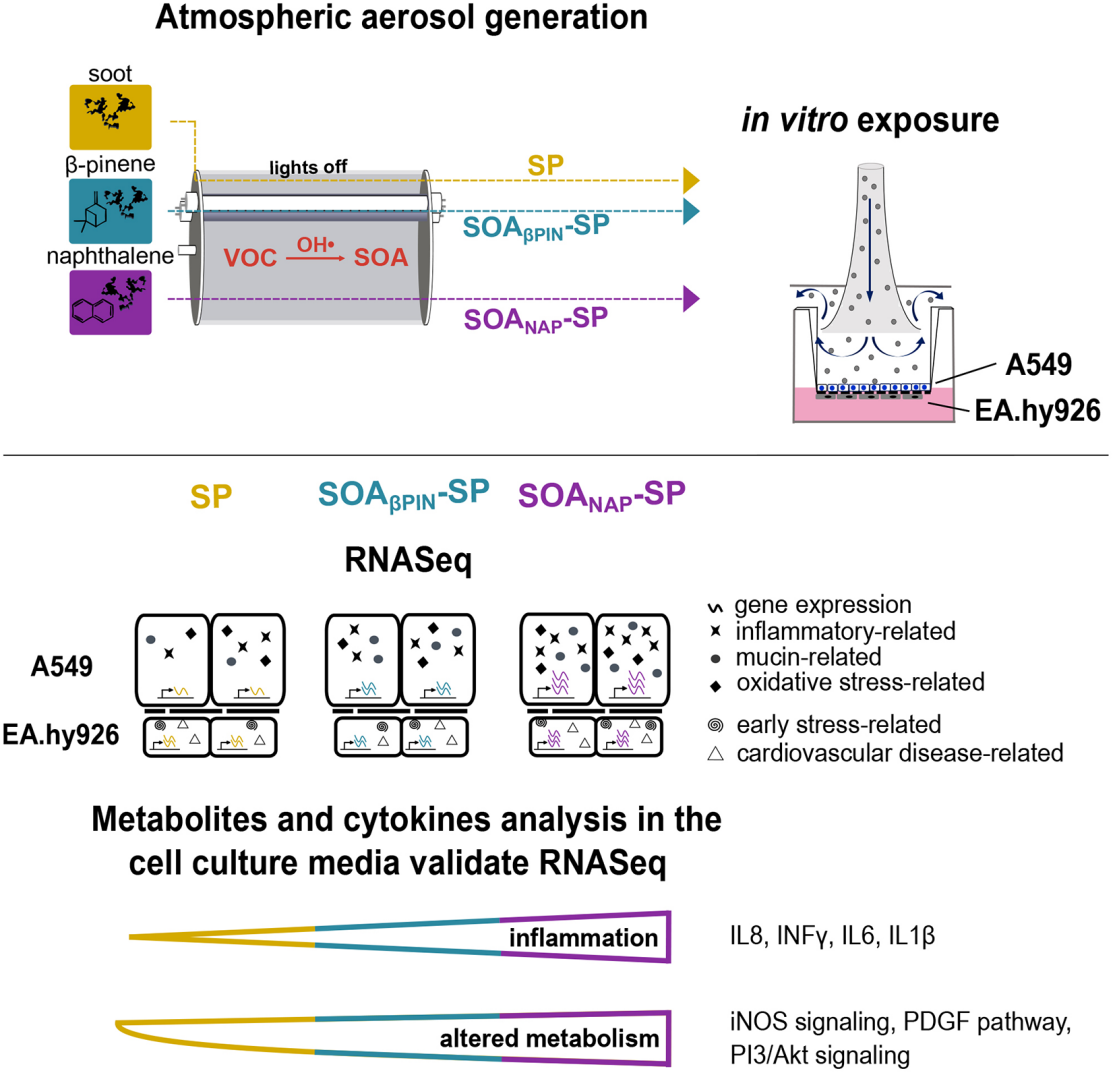

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12989-024-00600-x.

## Background

Air pollution by aerosols is a complex mixture of compounds in the gaseous and particulate phases. It is well established that outdoor air pollution has adverse health outcomes, resulting in high levels of mortality and morbidity worldwide [1–3]. Multiple studies have shown a strong correlation between exposure to ambient fine particulate matter (PM_2.5_) and the occurrence of respiratory and cardiovascular diseases (CVD). Due to its size, PM_2.5_ can penetrate and remain deep in the lungs and induce direct pulmonary effects, as well as effects on other organs or systemic effects, such as those in the cardiovascular system [4, 5]. A cohort study of healthy individuals revealed endothelial cell dysfunction as a key player in the induction of CVD after PM_2.5_ inhalation [6]. Supporting evidence was also found in the in vivo experiments by Davel, Lemos [7] and Tamagawa, Bai [8] who demonstrated vascular endothelial dysfunction after PM exposure.

A major fraction of ambient PM is, however, composed of secondary organic aerosols (SOA), generated from low volatility products of atmospheric oxidation reactions of gaseous anthropogenic or biogenic organic compounds [9]. SOA formation can occur either through nucleation and growth of new molecular clusters [10] or condensation of oxidized vapors on preexisting particles [e.g., soot particles (SP)] [11, 12]. The composition of SOA includes a vast range of organic compounds, which are functionalized with moieties of particularly carboxylic acids, carbonyls and alcohols. However, the individual SOA composition varies upon SOA precursor and atmospheric aging conditions [13, 14]. Previous studies investigated several biological endpoints in in vitro exposures or the oxidative potential of SOA in acellular assays from combustion aerosols, such as from biomass burning or road traffic, or SOA precursors of biogenic or anthropogenic origin [15]. Recently, exposure to SOA has been shown to contribute substantially to mortality associated with air pollution [16]. Pye, Ward-Caviness [17] demonstrated a correlation between annual average SOA concentrations and county-level cardiorespiratory death rates. The importance of understanding the relationship between aerosol composition and adverse biological effects for determining the toxicity mechanisms of different SOA has been demonstrated in studies with human airway cell lines [18–21] and lung lining fluid [22]; however, this topic elusive in model systems that enable cell-to-cell signaling.

In this follow-up work, we aimed to elucidate the complexity of atmospheric aerosol toxicology by applying controlled model aerosols for realistic in vitro exposure at the air-liquid interface (ALI) by considering cell-to-cell signaling possibly driving systemic adverse effects. To achieve this goal, we have exposed a coculture model system consisting of a lung epithelial cell line (A549) and an endothelial cell line (EA.hy926) in a 3D orientation. A549 cell line is a widely used model cell line for nanoparticle toxicological studies, particularly concerning lung metabolism and carcinogenesis. When cultured at the ALI, it has been shown that A549 cells can express important characteristics of alveolar epithelial type II cells that are essential for the defense of inhaled toxicants (e.g., tight epithelial phenotype, surfactant production, detoxification by metabolic enzymes) [23]. To mimic the blood-air barrier as well as to investigate the interaction between the cells, we seeded EA.hy926 cells on the basolateral side of the insert membrane. This coculture model system was exposed to different dilutions (undiluted, 1:3; 1:10 or 1:30) of either an anthropogenic SOA from an aromatic precursor (naphthalene), mixed with SP (SOA_NAP_-SP), or a biogenic SOA from an aliphatic precursor (β-pinene) mixed with SP (SOA_βPIN_-SP). Comparisons were made with fresh SP. Recently, we were able to detect secondary genotoxicity and increased angiogenic potential in endothelial cells only after exposure to SOA_NAP_-SP [21], thus we hypothesized that non directly exposed endothelial cells may be differentially affected by the type of SOA. Therefore, we compared functional, transcriptional, and metabolic changes in the coculture model system after the exposure to SP, SOA_βPIN_-SP or SOA_NAP_-SP at the ALI system. An aerosol dilution of 1:3 was the focus of the study as we previously observed low toxic results and detected DNA breaks in the non-directly exposed EA.hy926 cells [21]. A549 and EA.hy926 cells were separated by an insert membrane, which enabled us to trace their specific transcriptomic changes. Moreover, secreted mediators, including cytokines and metabolites found in the sampled media, were used to validate the observed transcriptomic outcomes and to draw possible conclusions on the type-specific molecular effects of SOA.

## Results and discussion

### Experimental set-up

We have previously demonstrated that the exposure of our coculture model system (A549/EA.hy926 cells) to SOA_NAP_-SP revealed greater toxic effects than SOA_βPIN_-SP and pure SP. Calculated cellular deposition of the aerosol dilutions (undiluted, 1:3, 1:10 and 1:30) ranged from 0.9 ng/cm^2^ (1:30 dilution) to 28 ng/cm^2^ (undiluted) for SOA_NAP_-SP and from 0.6 ng/cm^2^ (1:30 dilution) to 17 ng/cm^2^ (undiluted) for SOA_βPIN_-SP. According to calculations made by Paur, Cassee [24] for in vitro nanotoxicology studies, a cellular deposition of 0.75 ng/cm^2^ is suggested for a realistic ambient exposure up to 130 ng/cm^2^ for worst-case occupational exposure which corresponds to a daily dose Therefore, our estimated cellular deposition is covering different exposure conditions ranging from ambient to mild occupational settings [21, 24]. In addition, the exposure time was set at 4 h to obtain first indications of acute stress responses of the cells. At the functional level, we observed that SOA_NAP_-SP augmented the secretion of lactate dehydrogenase (LDH), malondialdehyde (MDA) and interleukin 8 (IL8) as signs for cytotoxicity, oxidative stress, and inflammation. Moreover, we detected secondary genotoxicity and a greater angiogenic potential in EA.hy926 cells exposed to SOA_NAP_-SP, suggesting a possible activation of the non-directly exposed endothelial cells in the coculture system. Table S1 summarizes previously published results [21]. In this work we elucidate the transcriptional and metabolic changes in our coculture model system after SOA exposure and focused on aerosol dilution 1:3 that corresponds to low toxic exposures [21].

### Characterization of the generated SOA revealed similar physical but distinct chemical properties

To investigate the role of SOA to influence cellular mechanisms, we took advantage of previously described in-depth characterization of the two models of SOA [21]. Briefly, the aging of both SOA precursors (biogenic: β-pinene and anthropogenic: naphthalene) together with soot particles was conducted under the same OH exposure, which is equivalent to approximately 3 days of atmospheric photochemical aging. Using pure CASTs soot as primary particles, a substantial fraction of the photooxidation products of β-pinene and naphthalene condensed on the SP, resulting in SOA_βPIN_-SP and SOA_NAP_-SP. Consequently, the particle size distributions and the particle diameters (means ∼ 115 nm) of the two SOA were remarkably similar. However, there were differences in the chemical properties of the aerosol particles and the gas phase.

Particularly in the semi-volatile fraction of the PM, which was investigated by two-dimensional gas chromatography-mass spectrometry, the chemical base structure of the SOA precursors was maintained. While SOA_βPIN_-SP contained aliphatic and cyclic SOA species, functionalized aromatic compounds were detected in SOA_NAP_-SP. As two-dimensional gas chromatography-mass spectrometry is limited to semi-volatile compounds in aerosol particles, we investigated the abundance of this compound class via direct-infusion ultrahigh resolution mass spectrometry with the concept of the maximum carbonyl ratio (MCR) [25]. According to the electrospray ionization in positive mode (+ ESI) results for the two SOA-SP, a similar range of #O is covered, but the #O distribution in SOA_βPIN_-SP is more shifted to a larger #O than that in SOA_NAP_-SP. In contrast, the DBE in SOA_NAP_-SP has a multimodal distribution and correlates with the detection of dimers and trimers to larger oligomers [20], whereas the DBE in SOA_βPIN_-SP has a single mode at 5 and does not significantly exceed a DBE of 10. These molecular properties allow us to conclude that for SOA_NAP_-SP > 50% of the peak intensity corresponds to oxygenated (O-containing) compounds belonging to unsaturated carbonyls, while for SOA_βPIN_-SP, the percentage is only ≈ 10% (Fig. 1). As a complementary ionization technique, ESI in negative mode (-ESI) is capable of detecting compounds with acidic functional groups, such as carboxylic acids, as well as 1,3-dicarbonyls and other derivatives with acidic hydrogen. A similar observation can be made in the -ESI results, but with a less distinct pattern for oligomeric structures (Figure S1). Moreover, the percentage of compounds with MCR ≥ 1 was lower than that with + ESI for both aerosols, revealing that a substantial number of carbonyl moieties with unsaturated carbon backbones are carboxyl groups or conjugated carbonyls.

**Fig. 1:**
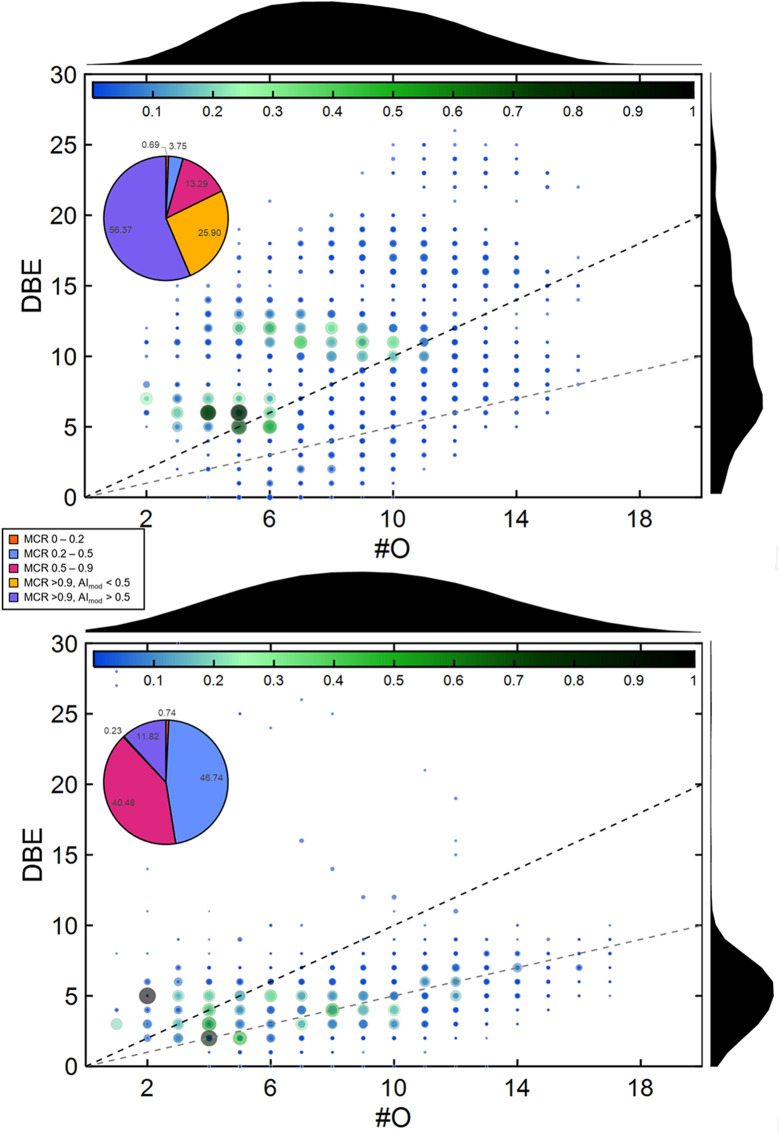
Maximum carbonyl ratio (MCR) and aromaticity of SOA_NAP_-SP and SOA_βPIN_-SP. Number of oxygen atoms (#O) vs. double bond equivalents (DBE) in SOA_NAP_-SP (top) and SOA_βPIN_-SP (bottom) with pie charts depicting the percentage of peaks in individual bins of the maximum carbonyl ratio (MCR) and aromaticity index (AI) for ESI in positive mode

To better understand the gas phase composition, we investigated the differences in the molecular composition by proton-transfer-reaction (PTR) high-resolution time-of-flight mass spectrometry (PTR-TOFMS; Table 1 and S2). Small molecules with carbon numbers ranging from one (e.g., formaldehyde) to ten (e.g., pinonaldehyde) had higher oxygen contents for volatile organic compounds (VOC) in SOA_NAP_-SP (CHO_1_: 137 ± 12 ppb; CHO_*n*>1_: 173 ± 13 ppb) than in SOA_βPIN_-SP (CHO_1_: 336 ± 26 ppb; CHO_*n*>1_: 130 ± 13 ppb). However, oxygenated VOCs were overall more abundant in SOA_βPIN_-SP than in the other samples, which may be explained by the oxidation mechanism. In the OH-initiated photooxidation of β-pinene, acetone is one of the major first-generation oxidation products [26] and the most abundant individual VOC of SOA_βPIN_-SP in our study, followed by other small C1 and C2 species, i.e., formaldehyde (CH_2_O), methanol (CH_4_O), formic acid (CH_2_O_2_) and acetic acid (CH_4_O_2_).

**Table 1:** Chemical properties of the gas-phase of atmospheric photooxidation (aging) by OH radicals in a PAM (potential aerosol mass) reactor of SP (CAST soot; 1 mg/m^3^) together with either naphthalene (4 mg/m^3^) or β-pinene (4 mg/m^3^), forming SOA_NAP_-SP and SOA_βPIN_-SP, respectively, measured by proton-transfer-reaction (PTR) high-resolution time-of-flight mass spectrometry PTR-TOFMS. The results are shown as the mean ± SD of *n* = 4 independent experiments

Compound class	SOA_NAP_-SP	SOA_βPIN_-SP
	mean ± SD [ppb]	mean ± SD [ppb]
CH	116 ± 88	94 ± 5
CHO_n_*n* = 1	137 ± 12	336 ± 26
CHO_*n*>2_	173 ± 13	130 ± 13
CHN + CHNO	52 ± 1	56 ± 2

In total, these five most abundant VOC accounted for 55% of the total VOC detected by PTR-TOFMS at SOA_βPIN_-SP. Generally, CH and N-containing VOC species originated from primary emissions of CAST or from unreacted SOA precursors, which was particularly the case for SOA_NAP_-SP. Here, naphthalene exceeded the concentration of all the other detected VOC and accounted for 53% of the total CH species. The other abundant individual VOC for SOA_NAP_-SP included an unknown species with the sum of the formula C_5_H_2_O_2_, methanol (CH_4_O), butene (C_4_H_8_) and formic acid (CH_2_O_2_). Despite the distinct differences in VOC concentration compared to that of SOA_βPIN_-SP, for SOA_NAP_-SP, the five most abundant VOC accounted for 57% of the total detected VOCs. Taken together, the key findings over the entire molecular range were the prevailing aromaticity of the naphthalene precursor and its greater tendency to form unsaturated, highly oxygenated species compared to those of the β-pinene precursor.

### ALI exposure to SOA_NAP_-SP induced the strongest changes in both epithelial (A549) and endothelial (EA.hy926) human lung cells

As a result of the generated physically similar but chemically distinct SOA, we are now able to assess how different chemistries impact cell effects. To identify the molecular mechanisms induced by an anthropogenic (SOA_NAP_-SP) and a biogenic (SOA_βPIN_-SP) model of SOA, as well as by SP alone, in our coculture system, the directly exposed A549 cells and the non-directly exposed EA.hy926 cells were separately harvested after 4 h to perform RNA-Seq (Fig. 2A). 

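The data behind the transcriptome results are gene counts of 30 poly-A RNA libraries, 15 from A549 cells, a human lung adenocarcinoma line, and 15 from EA.hy926 cells, a line made by fusing human umbilical vein endothelial cells with A549 cells. For each cell line there were 4 libraries of CA, 3 of SP, 4 of SOA_βPIN_-SP and 4 of SOA_NAP_-SP, and the sample labels give the libraries of a group different experiment numbers. These run from 34 to 38 for SOA_βPIN_-SP, 42 to 49 for SOA_NAP_-SP and 52 to 56 for SP, and CA has 24, 38, 42 and 53. No experiment held different aerosols, so a difference between aerosols cannot be told apart from a difference between experiments. CA shared an experiment with an aerosol in 38, 42 and 53 alone, so comparisons with CA are in part between experiments too. Cells were exposed for 4 h. The paper gives 1 mg/m3 of soot and, for both SOA, 4 mg/m3 of the precursor, β-pinene or naphthalene, while the sample labels give 1 and 4 mg/ml. The paper's calculated deposition was 3, 6 and 9 ng/cm2 for SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, so the aerosols differed in dose as well as in kind. The authors trimmed the reads, aligned them with STAR, removed duplicates by unique molecular identifiers and counted reads per gene with htseq-count. In A549 cells, the counts summed over genes were 9647313 to 12369911 (median 11163252) in CA, 7820874 to 9632127 (median 8608026) with SP, 7317041 to 15012539 (median 12311552) with SOA_βPIN_-SP and 10449042 to 14035383 (median 11921881) with SOA_NAP_-SP. In EA.hy926 cells they were 10508285 to 13713770 (median 11535163) in CA, 10003314 to 16610686 (median 13679488) with SP, 10255705 to 11707192 (median 10753926) with SOA_βPIN_-SP and 11297465 to 13784834 (median 12756518) with SOA_NAP_-SP. The paper states about 17000000 sequenced reads per sample, and the median library here held 11366610 counted reads, which all values use. Genes with a count of at least 30 in at least 3 libraries of a cell line were tested, 11775 in A549 and 10709 in EA.hy926 cells. The counts were normalized by TMM and tested in edgeR with its quasi-likelihood test, with all 15 libraries of a cell line in the fit. A DEG had an adjusted p (Benjamini-Hochberg) of 0.05 or less and a log2 fold change of at least 0.5 in size. The paper used limma-voom and a correction for sequencing batch, whose labels its text does not name, and neither was part of this test. Its methods also state a minimum CPM of 30 in place of a minimum count.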

The results showed distinct gene expression patterns in A549 and EA.hy926 cells exposed to all aerosols (both SOA and SP) and to the clean air (CA) control (Fig. 2B and S2A). 

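In A549 cells the first principal component of the log2 CPM of all tested genes carried 36.9% of the variance. On it, the CA libraries scored -38.9 to -18.6, the SP libraries -14.1 to 5.04, the SOA_βPIN_-SP libraries 3.17 to 18.3 and the SOA_NAP_-SP libraries 17.1 to 23.4, so that no exposed library lay among the controls. The second component (19.4%) set SOA_NAP_-SP (-26.9 to -9.95) apart from SP (4.80 to 17.9) and SOA_βPIN_-SP (12.5 to 22.8), which overlapped each other. In EA.hy926 cells the first component held 43.0% and the second 12.8%. The CA libraries scored -31.3 to -24.9 on the first, SOA_NAP_-SP 13.8 to 18.9, and the ranges of SP (2.81 to 8.07) and SOA_βPIN_-SP (5.49 to 9.02) overlapped.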

Next, we conducted differential gene expression analysis between cells exposed to SOA_βPIN_-SP, SOA_NAP_-SP, or SP and those exposed to CA control. In A549 cells, we found 881 DEGs (298 genes upregulated and 583 genes downregulated) after SP exposure (Figure S2B and S3A), 1601 DEGs (532 genes upregulated and 1069 genes downregulated) after SOA_βPIN_-SP exposure (Figure S2B and S3B) and 2080 DEGs (805 upregulated and 1275 downregulated) after SOA_NAP_-SP exposure (Figure S2B and S3C), indicating the differential impact of exposure both in terms of the number of regulated genes and the overall patterns of up- and downregulation, which varied from approximately 33–34% of upregulated DEGs following SP and SOA_βPIN_-SP exposure to 39% after SOA_NAP_-SP treatment. 

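In A549 cells, 238 genes rose and 467 fell with SP, 507 rose and 1051 fell with SOA_βPIN_-SP, and 815 rose and 1333 fell with SOA_NAP_-SP, by edgeR. The upregulated share was 33.8%, 32.5% and 37.9%. With the CPM minimum of the paper's methods, 5771 genes were tested. Then 94 rose and 158 fell with SP, 220 and 394 with SOA_βPIN_-SP, and 309 and 482 with SOA_NAP_-SP. When libraries were scaled by their totals alone, SP gave 318 higher and 387 lower genes (45.1% higher) and SOA_NAP_-SP gave 524 and 1744 (23.1% higher). Tested directly against each other, SOA_NAP_-SP and SOA_βPIN_-SP differed in 881 genes (406 higher and 475 lower with SOA_NAP_-SP), and SOA_NAP_-SP and SP in 839 (334 higher and 505 lower). Between SOA_βPIN_-SP and SP, 0 genes were higher and 8 were lower with SOA_βPIN_-SP (1306 genes had an unadjusted p under 0.05, and limma-voom called 15 and DESeq2 91). The same-numbered libraries of these groups deviated together, although the labels place them in different experiments. With the replicate number as a block edgeR called 73 genes. The SP count was 439 without SP replicate 1 and 448 without SP replicate 3, the count between SOA_NAP_-SP and SOA_βPIN_-SP was 569 without SOA_NAP_-SP replicate 3, and that between SOA_NAP_-SP and SP was 239 without SP replicate 1, 409 without SP replicate 2 and 485 without SOA_NAP_-SP replicate 3. The count between SOA_βPIN_-SP and SP was 4 without SP replicate 1, 0 without SP replicate 2, 15 without SP replicate 3, 0 without SOA_βPIN_-SP replicate 1, 1 without SOA_βPIN_-SP replicate 2, 0 without SOA_βPIN_-SP replicate 3 and 23 without SOA_βPIN_-SP replicate 4. From the number of DEGs and the share of upregulated genes, the paper reasons that the exposures differ in their impact on A549 cells.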

The most up- and downregulated genes in A549 cells after the exposure to SP, SOA_βPIN_-SP or SOA_NAP_-SP compared to those in the CA control are summarized in Tables S2, S3 and S4, respectively. 

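Among the genes whose exposed libraries all lay above or all below the CA libraries, MALAT1, a nuclear long non-coding RNA (GRCh38 chromosome 11, 65497640 to 65508073, coordinates from GENCODE v44), had the largest rise with SP, with log2 fold changes of 1.73 with SP and 1.65 with SOA_βPIN_-SP (standard errors 0.33 and 0.31, edgeR adjusted p = 0.00640 and 0.00222). ARL14, a small GTPase of vesicle traffic (chromosome 3, 160677160 to 160678448), fell with log2 fold changes of -2.96 with SP and -3.44 with SOA_βPIN_-SP (standard errors 0.38 and 0.34, edgeR adjusted p = 1.97e-04 and 1.01e-06). PGF, which encodes placental growth factor, fell with SP (log2 fold change -2.66, standard error 0.36, edgeR adjusted p = 7.22e-04). With SOA_βPIN_-SP, the largest falls included ACHE, which encodes acetylcholinesterase, from a normalized count of 93.5 ± 39.8 (SD, n = 4) in CA to 6.70 ± 2.09 (SD, n = 4) with SOA_βPIN_-SP (log2 fold change -3.71, standard error 0.37, edgeR adjusted p = 1.26e-06). BCL6, a transcriptional repressor, rose with SOA_βPIN_-SP (log2 fold change 1.36, standard error 0.14, edgeR adjusted p = 2.01e-06). NOG, which encodes the BMP antagonist noggin (chromosome 17, 56593699 to 56595611), fell with log2 fold changes of -3.51 with SOA_βPIN_-SP and -3.45 with SOA_NAP_-SP (standard errors 0.38 and 0.38, edgeR adjusted p = 3.90e-06 and 3.07e-06). With SOA_NAP_-SP, GDF6, a BMP family ligand, fell (log2 fold change -3.61, standard error 0.49, edgeR adjusted p = 4.12e-05), as did the transcription factor gene MAF (log2 fold change -2.82, standard error 0.43, edgeR adjusted p = 7.55e-05), while ID4, an inhibitor of basic helix-loop-helix factors, rose (log2 fold change 2.32, standard error 0.40, edgeR adjusted p = 2.44e-04). HIF1A-AS3 (chromosome 14, 61707298 to 61751163), an antisense RNA at the HIF1A locus, had a normalized count of 54.3 ± 26.3 (SD, n = 4) in CA, 4.66 ± 3.67 with SP, 0.193 ± 0.386 with SOA_βPIN_-SP and 4.90 ± 1.46 with SOA_NAP_-SP, and AC073140.2 (chromosome 7, 148941483 to 148941638) went from 0.222 ± 0.444 in CA to 30.5 ± 15.2 with SOA_NAP_-SP. Some of these means lie near 0, so no fitted fold is given beside them, and because the strand setting of the counting is not stated, reads of an antisense gene and its partner cannot be told apart.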

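In A549 cells, 428 of the 2872 genes called with any aerosol were called with all 3, and each of these changed in the same direction with all 3, 90 higher and 338 lower. They were 60.7% of the SP DEGs. Genes called with SOA_NAP_-SP and no other aerosol numbered 1162 (54.1% of its DEGs), with SOA_βPIN_-SP alone 525 (33.7%) and with SP alone 74 (10.5%). A gene called with 1 aerosol and not another was not thereby shown to differ between them. The number shared in the same direction by a pair of aerosols was 553, 506 and 902 for SP and SOA_βPIN_-SP, SP and SOA_NAP_-SP, and SOA_βPIN_-SP and SOA_NAP_-SP, respectively, where independent lists of these lengths would share 51.9, 69.3 and 154. The 3 comparisons use the same CA libraries. With every library, CA included, simulated as an independent draw around the CA means, the 3-way overlap was 0 at the highest in 20 simulations. Such draws hold no differences between experiments, so they cannot show what those add to the overlap. When the CA libraries were split 2 and 2, so that the aerosols of a pair had separate controls, the pairs still shared 271 to 455, 236 to 393 and 616 to 712 genes over 6 splits. Across genes, which are not independent replicates, the log2 fold changes correlated at 0.813, 0.648 and 0.723, with covariances of 0.118, 0.103 and 0.148 against 0.0135, 0.0135 and 0.0134 simulated for unchanged groups. The 3-way overlap was 283 without SP replicate 1 and 252 without SP replicate 3.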

Consistently, comparison of DEGs between SP, SOA_βPIN_-SP and SOA_NAP_-SP revealed the most uniquely expressed genes after exposure to SOA_NAP_-SP (50%) followed by SOA_βPIN_-SP (32%), whereas the exposure to SP showed the greatest overlap of DEGs (60%) between all three aerosol types in A549 cells (Fig. 2C). Gene Ontology (GO) analysis of the significantly upregulated genes in A549 cells revealed several enriched processes, such as “transmembrane transporter activity”, “receptor binding”, “immune responses”, and “metabolic processes”, especially for SOA_NAP_-SP (Fig. 2D). Notably, channel and transporter activity are known to play important roles in pulmonary homeostasis, and their dysregulation could contribute to pulmonary diseases [27]. Within those GO groups, we detected several genes whose expression was significantly upregulated after exposure to both SOA in our dataset (*MFSD2A*,* TRPC6* or *KCNK1*) that were recently correlated specifically with lung injury, airway inflammation and lung cancer [28–30]. Moreover, the importance of immunological and metabolic pathways activated in response to SOA exposure has already been noted at the protein level in monocultures of lung epithelial cells and murine macrophages [18, 31]. However, to our knowledge, a more in-depth characterization of the biological effects of direct and indirect exposure of cocultured cells is still lacking. 

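In A549 cells, MFSD2A, a transporter of lysophosphatidylcholine, had log2 fold changes of 0.43 with SP, 0.73 with SOA_βPIN_-SP and 1.02 with SOA_NAP_-SP (standard errors 0.23, 0.21 and 0.20, edgeR adjusted p = 0.271, 0.0122 and 6.73e-04). TRPC6, a calcium-permeable cation channel, had log2 fold changes of 0.61 with SP, 1.44 with SOA_βPIN_-SP and 1.25 with SOA_NAP_-SP (standard errors 0.39, 0.33 and 0.33, edgeR adjusted p = 0.363, 0.00312 and 0.00673). Both rose with SOA_βPIN_-SP and SOA_NAP_-SP, and their values with SP did not pass. KCNK1, a potassium channel subunit, had log2 fold changes of 0.33 with SP, 0.48 with SOA_βPIN_-SP and 0.50 with SOA_NAP_-SP (standard errors 0.12, 0.11 and 0.11, edgeR adjusted p = 0.0952, 0.00363 and 0.00188), which passed the p-value threshold with both SOA and stayed just under the size of 0.5 asked of a DEG. Its normalized count was 257 ± 34.6 (SD, n = 4) in CA and 362 ± 31.5 (SD, n = 4) with SOA_NAP_-SP. Of 3 transporter and channel genes named in the text, 0, 2 and 2 rose and none fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone, and since the study chose these genes on the same samples, the count is not independent evidence of their direction. In either direction, limma-voom called 0, 2 and 3 and DESeq2 0, 2 and 3, beside 1, 3 and 3 at an unadjusted p under 0.05 in edgeR. A call was gained by KCNK1 with SOA_βPIN_-SP (log2 fold changes 0.50 and 0.55 and adjusted p = 0.00569 and 0.00169 without SOA_βPIN_-SP replicate 2 and CA replicate 2, respectively) and KCNK1 with SOA_NAP_-SP (log2 fold changes 0.58, 0.51, 0.51, 0.56 and 0.50 and adjusted p = 8.85e-04, 0.00376, 0.00414, 0.00137 and 0.00568 without CA replicate 2, CA replicate 3, SOA_NAP_-SP replicate 1, SOA_NAP_-SP replicate 3 and CA replicate 4, respectively). KCNK1 with SOA_NAP_-SP passed in limma-voom and DESeq2.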

By analyzing endothelial cells from the EA.hy926 cell line separately, we focused on cell-to-cell interactions with lung epithelial A549 cells. In EA.hy926 cells, we found 1167 DEGs (571 upregulated genes and 596 downregulated genes) after SP exposure (Figure S2B and S3D), 1239 DEGs (555 upregulated genes and 684 downregulated genes) after SOA_βPIN_-SP exposure (Figure S2B and S3E) and 1587 DEGs (674 upregulated genes and 913 downregulated genes) after SOA_NAP_-SP exposure (Figure S2B and S3E). This finding is consistent with the greater toxicogenomic effects that we observed in A549 cells after exposure to SOA_NAP_-SP. 

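In EA.hy926 cells, edgeR called 1053 DEGs with SP (505 higher and 548 lower), 1197 with SOA_βPIN_-SP (540 and 657) and 1588 with SOA_NAP_-SP (670 and 918). In direct tests, SOA_NAP_-SP differed from SOA_βPIN_-SP in 64 genes (28 higher with SOA_NAP_-SP) and from SP in 85 (46 higher). DESeq2 and a fit with a surrogate variable gave counts over 1.5 times larger for both, and fits to the compared groups alone gave 98 and 107. Between SOA_βPIN_-SP and SP edgeR called 0 genes, with 355 at an unadjusted p under 0.05, 0 by limma-voom and 0 by DESeq2. The count between SOA_NAP_-SP and SOA_βPIN_-SP was 32 without SOA_βPIN_-SP replicate 2, 37 without SOA_βPIN_-SP replicate 3 and 36 without SOA_NAP_-SP replicate 1, and that between SOA_NAP_-SP and SP was 35 without SOA_NAP_-SP replicate 1, 43 without SOA_NAP_-SP replicate 2, 19 without SP replicate 1 and 21 without SP replicate 2.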

Interestingly, exposure to SOA_NAP_-SP induced greater imbalances between the up- and downregulated genes (42.5% and 57.5% respectively) that were not detected after exposure to SP (49% up- and 51% downregulation) or SOA_βPIN_-SP (45% up- and 55% downregulation). 

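Of the EA.hy926 DEGs, 48.0% rose with SP, 45.1% with SOA_βPIN_-SP and 42.2% with SOA_NAP_-SP. Over all tested genes the median log2 fold change was -0.02, -0.01 and 0.00, respectively. Among the 6028 genes with a CPM of at least 30 in at least 3 libraries, the upregulated shares were 58.1%, 55.9% and 50.0%.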

The most up- and downregulated genes in the EA.hy926 cells after exposure to SP, SOA_βPIN_-SP or SOA_NAP_-SP compared to the CA control are summarized in Tables S5,S6 and S7, respectively. 

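HS3ST1, a heparan sulfate sulfotransferase, had log2 fold changes of 2.73 with SP and 2.72 with SOA_βPIN_-SP (standard errors 0.22 and 0.21, edgeR adjusted p = 1.55e-06 and 4.74e-07) in EA.hy926 cells. MAFA, a basic leucine zipper transcription factor, had log2 fold changes of 2.32 with SP and 2.501 with SOA_βPIN_-SP (standard errors 0.46 and 0.44, edgeR adjusted p = 0.00156 and 4.29e-04), from a normalized count of 6.74 ± 5.31 (SD, n = 4) in CA to 39.3 ± 12.1 (SD, n = 4) with SOA_βPIN_-SP. AC083829.1 (chromosome 4, 88527160 to 88528170 of GRCh38) had the largest rise with each aerosol, with log2 fold changes of 4.02 with SP, 4.28 with SOA_βPIN_-SP and 4.87 with SOA_NAP_-SP (standard errors 0.38, 0.36 and 0.34, edgeR adjusted p = 1.55e-06, 1.81e-07 and 6.54e-09). RELN, which encodes the secreted glycoprotein reelin, rose with SOA_NAP_-SP (log2 fold change 3.17, standard error 0.37, edgeR adjusted p = 8.58e-06). Among the genes that fell were OSBPL7, an oxysterol-binding protein family member, with log2 fold changes of -2.56 with SP, -2.51 with SOA_βPIN_-SP and -2.17 with SOA_NAP_-SP (standard errors 0.33, 0.32 and 0.29, edgeR adjusted p = 3.28e-05, 1.17e-05 and 1.26e-05), and SLC22A5, a carnitine transporter, with SP (log2 fold change -2.23, standard error 0.33, edgeR adjusted p = 1.09e-04). C1orf74 had log2 fold changes of -1.66 with SP, -1.80 with SOA_βPIN_-SP and -3.01 with SOA_NAP_-SP (standard errors 0.23, 0.22 and 0.25, edgeR adjusted p = 7.15e-05, 1.04e-05 and 5.10e-08). FAM43A had log2 fold changes of -1.68 with SP and -1.85 with SOA_βPIN_-SP (standard errors 0.16 and 0.14, edgeR adjusted p = 3.60e-06 and 3.56e-07), and the GTPase gene GIMAP6 fell with SOA_NAP_-SP (log2 fold change -2.16, standard error 0.13, edgeR adjusted p = 2.22e-09).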

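Of 1924 EA.hy926 genes called with any aerosol, 738 (38.4%) were called with all 3, 340 of them higher and 398 lower with each aerosol. The number shared in the same direction by a pair of aerosols was 843, 859 and 950 for SP and SOA_βPIN_-SP, SP and SOA_NAP_-SP, and SOA_βPIN_-SP and SOA_NAP_-SP, respectively, where independent lists of these lengths would share 59.1, 78.6 and 90.1. The 3 comparisons use the same CA libraries. With every library, CA included, simulated as an independent draw around the CA means, the 3-way overlap was 0 at the highest in 20 simulations. Such draws hold no differences between experiments, so they cannot show what those add to the overlap. When the CA libraries were split 2 and 2, so that the aerosols of a pair had separate controls, the pairs still shared 560 to 582, 601 to 712 and 677 to 771 genes over 6 splits. Across genes, which are not independent replicates, the log2 fold changes correlated at 0.916, 0.874 and 0.894, with covariances of 0.121, 0.139 and 0.148 against 0.0106, 0.0106 and 0.0107 simulated for unchanged groups.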

An overlap of approximately 41% of similar DEGs after all three aerosol exposures was observed in EA.hy926 cells. 

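In EA.hy926 cells, 517 genes were called with SOA_NAP_-SP and no other aerosol (26.9% of the genes called with any), 142 with SOA_βPIN_-SP alone (7.38%) and 89 with SP alone (4.63%). These are counts of calls, and the direct tests between the aerosols give fewer genes.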

The most uniquely expressed genes were detected after exposure to SOA_NAP_-SP (25%), followed by SOA_βPIN_-SP (8%) and SP (7%) (Fig. 2E). For the significantly upregulated genes in EA.hy926 cells, GO analysis revealed enrichment of GO terms, such as “receptor activity”, “transcription activity”, “angiogenesis”, and “inflammation” for all aerosol types; however, there was a greater –log_10_(p-value) for SOA_NAP_-SP (Fig. 2F). These findings suggested an early involvement of endothelial cell biology in systemic effects and are consistent with the findings of a study in healthy individuals highlighting endothelial cell injury and systemic inflammation caused by PM_2.5_ exposure [6].

**Fig. 2:**
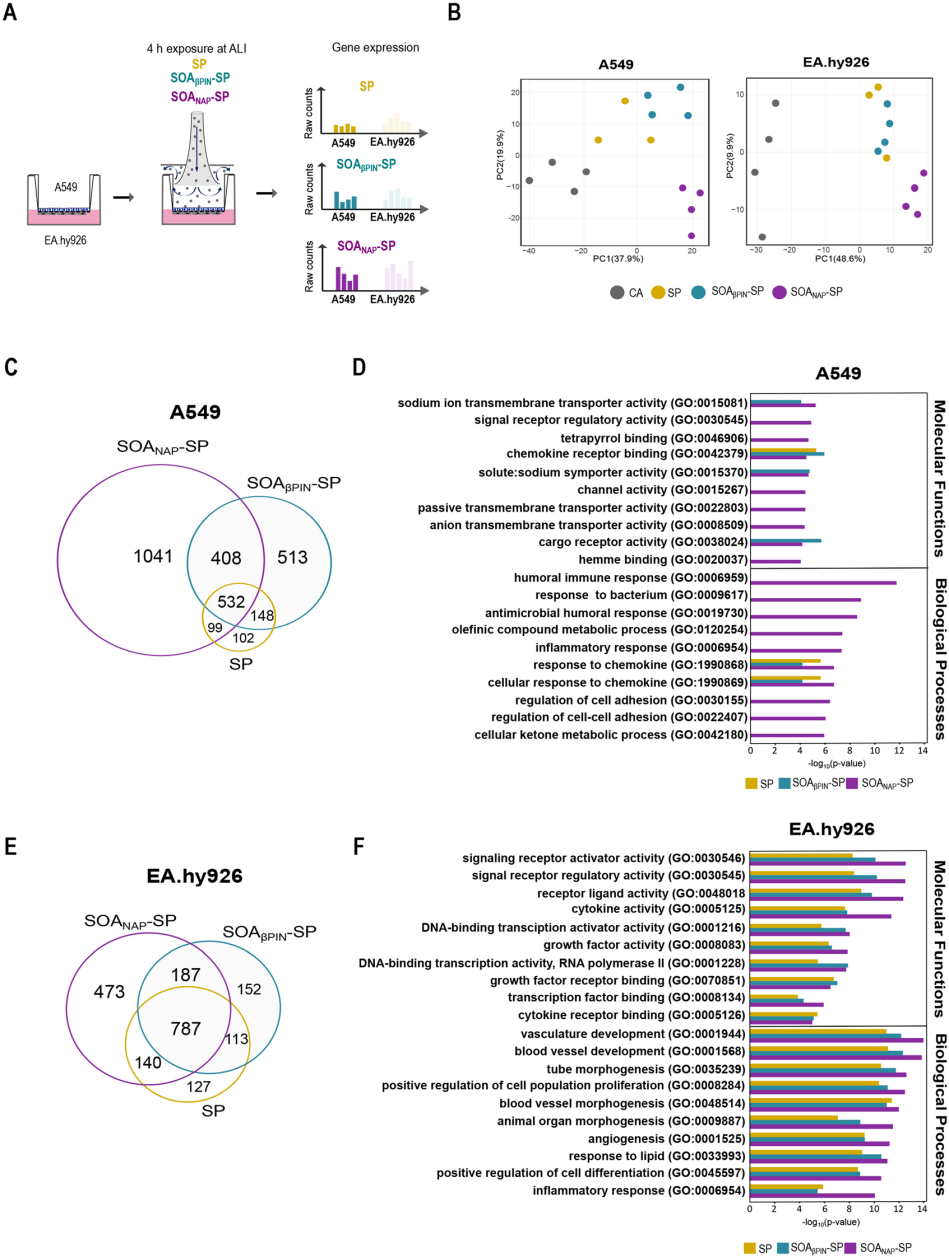
Transcriptional analysis of aerosol-induced effects in A549 and EA.hy926 cells. (**A**) Schematic representation of the experimental setup. A coculture model system consisting of A549 lung epithelial cells on one side of the insert membrane and EA.hy926 endothelial cells on the other side were exposed for 4 h at the air-liquid interface (ALI) to two SOA, namely, SOA_βPIN_-SP and SOA_NAP_-SP and SP. Transcriptional changes in A549 and EA.hy926 cells were also analyzed. (**B**) Principal component analysis (PCA) of all genes with batch correction and normalization to colors based on exposure to clean air (CA), SOA_NAP_-SP, and SOA_βPIN_-SP; *n* = 4 independent experiments and SP of *n* = 3 experiments of A549 and EA.hy926 cells. (**C**) Venn diagram of the unique and overlapping genes associated with the up- and downregulated genes (adjusted p-value ≤ 0.05, and log_2_FC ≥ 0.5 and log_2_FC ≤ -0.5) in A549 cells after exposure to SP, SOA_βPIN_-SP or SOA_NAP_-SP compared to the CA control. (**D**) Gene Ontology (GO) analysis of differentially expressed genes (DEGs) related to biological processes and molecular functions between A549 cells exposed to different aerosols (SP, SOA_βPIN_-SP, and SOA_NAP_-SP) and the CA Ctrl. (**E** and **F**) Same as in (**C** and **D**) but based on the analysis of EA.hy926 cells

### Aerosol exposure to the tested aerosols induced stress- and inflammation-related gene expression in both epithelial (A549) and endothelial (EA.hy926) cells

To expand our understanding of the cellular effects to different SOA types, we next characterized the aerosol-specific impact on biological processes. We first performed a gene set enrichment analysis (GSEA) on all the genes, which detected small but consistent changes in a predefined set of genes. We sorted the resulting terms by a normalized enrichment score (NES) of either ≥ 2 or ≤ -2, categorized the remaining terms into their respective GO ‘parent’ terms (Excel Sheets S1 and S2) and clustered the comprised significant DEGs in a heatmap. In A549 cells, exposure to SOA_NAP_-SP induced the upregulation of genes associated with the enriched terms for “response to stimuli”, “inflammatory response”, and “cell motility” (Fig. 3A and Excel Sheet S1). Moreover, we found more highly expressed cellular stress response genes, such as cAMP responsive element binding protein 1 (*CREBL1*) and fos proto-oncogene (*FOS*) (Fig. 3B), which are known to be involved in early endoplasmic reticulum (ER) stress and oxidative stress. This effect was less detectable after exposure to SP or SOA_βPIN_-SP. 

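Of 19 NF-κB target genes, 5, 7 and 10 rose and 1, 1 and 1 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively (8, 7 and 10 higher and 2, 1 and 1 lower adjusted over the list alone). Camera placed the list above the other genes with SP and SOA_NAP_-SP (adjusted p = 0.00677 and 6.16e-05), a call lost at adjusted p = 0.428 and 0.314 with an estimated correlation. A single left-out library moved the number of genes higher with SP from 5 to 3 without SP replicate 2, SP replicate 3 or CA replicate 1. CXCL2, a neutrophil chemokine, had log2 fold changes of 1.58 with SP, 1.49 with SOA_βPIN_-SP and 3.09 with SOA_NAP_-SP (standard errors 0.24, 0.22 and 0.21, edgeR adjusted p = 5.19e-04, 5.86e-05 and 7.99e-09), and 7 of the listed genes tested are also genes the paper plots. Of 32 immediate early genes, 1, 1 and 10 rose and 4, 16 and 4 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively (1, 1 and 10 higher and 4, 18 and 6 lower adjusted over the list alone). By camera the list lay below the other genes with SOA_βPIN_-SP (adjusted p = 2.64e-05), a call lost at adjusted p = 0.502 with an estimated correlation. When 1 library was left out, the number of genes moved, lower with SP from 4 to 2 without SP replicate 1 or SP replicate 3 and 7 without CA replicate 2 and lower with SOA_NAP_-SP from 4 to 9 without CA replicate 2. With SOA_NAP_-SP the nuclear receptor NR4A2 had a log2 fold change of 1.79 (standard error 0.26, edgeR adjusted p = 2.29e-04), whereas with SOA_βPIN_-SP the zinc finger factors EGR2 and EGR3 fell, with a log2 fold change of -3.10 (standard error 0.55, edgeR adjusted p = 0.00119) and a log2 fold change of -2.58 (standard error 0.51, edgeR adjusted p = 0.00172). Of 18 contractile and extracellular matrix genes, 1, 1 and 1 rose and 1, 5 and 15 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively (1, 1 and 1 higher and 1, 7 and 15 lower adjusted over the list alone). The list ranked below the other genes in camera with SOA_βPIN_-SP and SOA_NAP_-SP (adjusted p = 6.43e-04 and 8.16e-06), a call lost at adjusted p = 0.528 and 0.482 with an estimated correlation. The number of genes also depended on single libraries, lower with SOA_βPIN_-SP from 5 to 3 without CA replicate 1, SOA_βPIN_-SP replicate 1, SOA_βPIN_-SP replicate 3, SOA_βPIN_-SP replicate 4 or CA replicate 4 and 11 without CA replicate 2. The largest falls with SOA_NAP_-SP were those of the actin-binding protein TAGLN, with a log2 fold change of -3.11 (standard error 0.79, edgeR adjusted p = 0.0106), and the matrix protein SPARC, with a log2 fold change of -1.97 (standard error 0.51, edgeR adjusted p = 0.0115).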

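Of 26 YAP and TEAD target genes, 0, 1 and 1 rose and 3, 15 and 11 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. In camera its genes lay below the rest with SP, SOA_βPIN_-SP and SOA_NAP_-SP (adjusted p = 0.0481, 2.55e-05 and 9.29e-04), a call lost at adjusted p = 0.656, 0.428 and 0.489 with an estimated correlation. ANKRD1, an ankyrin repeat protein and YAP target, had log2 fold changes of -1.51 with SP, -3.10 with SOA_βPIN_-SP and -1.76 with SOA_NAP_-SP (standard errors 0.34, 0.33 and 0.30, edgeR adjusted p = 0.0140, 2.96e-05 and 8.11e-04). Of 28 genes induced by hypoxia, 1, 0 and 3 rose and 2, 6 and 4 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. Camera placed the list below the other genes with SP and SOA_βPIN_-SP (adjusted p = 0.0429 and 0.0299), a call lost at adjusted p = 0.384 and 0.359 with an estimated correlation. Leaving out 1 library ended the call of ANKRD1 with SP (log2 fold changes -1.37 and -1.31 and adjusted p = 0.0689 and 0.0662 without SP replicate 1 and SP replicate 3, respectively).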

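CREB3L1, a transcription factor bound to the ER membrane, had log2 fold changes of -0.40 with SP, 0.69 with SOA_βPIN_-SP and 1.89 with SOA_NAP_-SP (standard errors 0.43, 0.35 and 0.33, edgeR adjusted p = 0.618, 0.163 and 4.31e-04) in A549 cells, and its normalized count was 39.4 ± 15.0 (SD, n = 4) in CA and 145 ± 40.1 (SD, n = 4) with SOA_NAP_-SP. FOS, a subunit of AP-1, had log2 fold changes of 0.45 with SP, 0.05 with SOA_βPIN_-SP and 1.54 with SOA_NAP_-SP (standard errors 0.37, 0.34 and 0.34, edgeR adjusted p = 0.500, 0.935 and 0.00467). Both rose with SOA_NAP_-SP. Tested directly, CREB3L1 with SOA_NAP_-SP lay above SOA_βPIN_-SP (log2 fold change 1.20, standard error 0.31, edgeR adjusted p = 0.0155) and SP (log2 fold change 2.29, standard error 0.39, edgeR adjusted p = 0.00299), and FOS lay above SOA_βPIN_-SP (log2 fold change 1.49, standard error 0.34, edgeR adjusted p = 0.0132), while its difference from SP did not pass in edgeR (log2 fold change 1.09, standard error 0.37, edgeR adjusted p = 0.0740). Among these direct differences, the call of FOS between SOA_NAP_-SP and SP was gained without CA replicate 2 or CA replicate 3 (log2 fold changes 1.10 and 1.09, adjusted p = 0.0497 and 0.0437, respectively) and in limma-voom and DESeq2. Of 4 stress genes of Fig. 3B, 1, 1 and 4 rose and none fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone, and since the study chose these genes on the same samples, the count is not independent evidence of their direction. Of 25 genes of the unfolded protein and integrated stress responses, 0, 2 and 4 rose and 2, 5 and 7 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively (0, 2 and 4 higher and 2, 7 and 7 lower adjusted over the list alone). The lowest adjusted p of camera for this list was 0.547. The list's median and mean log2 fold changes differed in sign with SOA_NAP_-SP (0.05 and -0.06). A single left-out library moved the number of genes lower with SOA_βPIN_-SP from 5 to 3 without SOA_βPIN_-SP replicate 1 or CA replicate 2. With SOA_NAP_-SP XBP1, a transcription factor of the unfolded protein response, rose (log2 fold change 0.91, standard error 0.21, edgeR adjusted p = 0.00529), and CHAC1, a glutathione-degrading enzyme induced by ATF4, fell (log2 fold change -1.15, standard error 0.27, edgeR adjusted p = 0.00498). Leaving out 1 library added the call of CREB3L1 with SOA_βPIN_-SP (log2 fold change 0.94 and adjusted p = 0.0319 without SOA_βPIN_-SP replicate 2).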

Several studies have linked cellular ER stress [32] and reactive oxygen species (ROS) generation [33] to redox-active quinones. Given that SOA_NAP_-SP contains more quinones, such as 1,2- and 1,4-naphthoquinone, we hypothesized that these quinones would impact on gene expression. Moreover, the significantly enhanced expression of the gene NADPH oxidase 1 (*NOX1*) (Fig. 3B) possibly indicates the occurrence of ROS [34], which is consistent with the observed elevated levels of the oxidative stress marker malondialdehyde (MDA) after exposure to SOA_NAP_-SP compared to those after exposure to SP and SOA_βPIN_-SP [21]. 

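NOX1, an NADPH oxidase that makes superoxide, had log2 fold changes of 0.07 with SP, 0.58 with SOA_βPIN_-SP and 1.47 with SOA_NAP_-SP (standard errors 0.45, 0.38 and 0.36, edgeR adjusted p = 0.947, 0.281 and 0.00409) in A549 cells, from a normalized count of 23.3 ± 14.2 (SD, n = 4) in CA to 64.2 ± 15.2 (SD, n = 4) with SOA_NAP_-SP. With SOA_NAP_-SP it lay above SP (log2 fold change 1.40, standard error 0.40, edgeR adjusted p = 0.0303), and the difference from SOA_βPIN_-SP did not pass in edgeR (log2 fold change 0.88, standard error 0.34, edgeR adjusted p = 0.0746). Of the direct calls, the call of NOX1 between SOA_NAP_-SP and SP was lost without SP replicate 1, SP replicate 2, SOA_NAP_-SP replicate 2 or SOA_NAP_-SP replicate 3 (log2 fold changes 1.53, 1.15, 1.28 and 1.37, adjusted p = 0.103, 0.124, 0.0687 and 0.0707, respectively). The call of NOX1 between SOA_NAP_-SP and SOA_βPIN_-SP was gained without CA replicate 2 or CA replicate 4 (log2 fold changes 0.89 and 0.89, adjusted p = 0.0347 and 0.0342, respectively) and in limma-voom. HMOX1, heme oxygenase 1 and a target of NRF2, had log2 fold changes of -0.54 with SP, -0.20 with SOA_βPIN_-SP and -0.77 with SOA_NAP_-SP (standard errors 0.14, 0.12 and 0.13, edgeR adjusted p = 0.0172, 0.253 and 1.62e-04). Of 24 NRF2 target genes, 0, 4 and 2 rose and 2, 0 and 2 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. By camera the list lay above the other genes with SOA_βPIN_-SP (adjusted p = 0.00161), a call lost at adjusted p = 0.530 with an estimated correlation. With SOA_NAP_-SP AKR1C1, an aldo-keto reductase, rose (log2 fold change 0.79, standard error 0.20, edgeR adjusted p = 0.00703) and SRXN1, sulfiredoxin, fell (log2 fold change -0.74, standard error 0.14, edgeR adjusted p = 6.55e-04). With 1 library left out, the threshold was no longer passed by HMOX1 with SP (log2 fold changes -0.52, -0.53, -0.56, -0.47 and -0.48 and adjusted p = 0.0731, 0.0529, 0.0572, 0.0528 and 0.0431 without SP replicate 1, SP replicate 2, SP replicate 3, CA replicate 1 and CA replicate 2, respectively). EdgeR's call appeared with 1 library left out for NOX1 with SOA_βPIN_-SP (log2 fold change 1.05 and adjusted p = 0.0455 without CA replicate 2).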

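In A549 cells PTGS2, which encodes cyclooxygenase 2 (chromosome 1, 186671791 to 186680922 of GRCh38), had a normalized count of 2421 ± 423 (SD, n = 4) in CA, 5269 ± 497 (SD, n = 3) with SP, 7537 ± 70.1 (SD, n = 4) with SOA_βPIN_-SP and 11133 ± 1910.3 (SD, n = 4) with SOA_NAP_-SP. It rose with each aerosol, with log2 fold changes of 1.12 with SP, 1.64 with SOA_βPIN_-SP and 2.202 with SOA_NAP_-SP (standard errors 0.13, 0.12 and 0.12, edgeR adjusted p = 7.36e-05, 1.06e-07 and 1.34e-09). Its level with SOA_NAP_-SP was also above that with SOA_βPIN_-SP (log2 fold change 0.56, standard error 0.12, edgeR adjusted p = 0.00382) and with SP (log2 fold change 1.08, standard error 0.13, edgeR adjusted p = 2.09e-04), while the difference of SOA_βPIN_-SP and SP did not pass in edgeR (log2 fold change 0.52, standard error 0.13, edgeR adjusted p = 0.112). In direct tests with 1 library left out or another tool, the call of PTGS2 between SOA_NAP_-SP and SOA_βPIN_-SP was lost without SOA_NAP_-SP replicate 2 (log2 fold change 0.44, adjusted p = 0.0134). The call of PTGS2 between SOA_βPIN_-SP and SP was gained without CA replicate 4 (log2 fold change 0.52, adjusted p = 0.0484) and in DESeq2. With the replicate number as a block, PTGS2 passed there (log2 fold change 0.55, adjusted p = 0.0436).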

The increased expression of the gene prostaglandin-endoperoxidase synthase 2 (*PTGS2*) is likely due to its protective function against pulmonary oxidative stress [35] and acute lung injury [36]. This finding is in line with a study showing enhanced cellular expression of *PTGS2* after exposure to diesel exhaust (PM_2.5_) [37]. In addition to demonstrating an increase in stress-related gene expression, we also observed the induction of inflammatory response genes [e.g., CXC motif chemokine ligand 1, 3 and 8 (*CXCL1*, *CXCL3* and *CXCL8*) and CXC motif chemokine receptor 4 (*CXCR4*)] (Fig. 3B) after exposure to SOA_NAP_-SP, which are among the other powerful neutrophil chemoattractants and are involved in the pathogenesis of airway inflammation, asthma, cancer and angiogenesis [38–40]. Similarly, EA.hy926 cells demonstrated strong enrichment of genes within the categories, e.g., response to stimuli, inflammatory responses, blood vessel development and cell population proliferation (Fig. 3C and Excel Sheet S2). 

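The chemokines CXCL1, CXCL3 and CXCL8, ligands of CXCR2 that attract neutrophils, rose in A549 cells with SOA_NAP_-SP, with log2 fold changes of 1.90, 1.89 and 2.42 (standard errors 0.26, 0.18 and 0.25, edgeR adjusted p = 6.40e-05, 3.60e-07 and 1.35e-05). With SOA_βPIN_-SP the values were 1.06, 0.60 and 0.97 (adjusted p = 0.00786, 0.0198 and 0.0103) and with SP 0.86, 0.70 and 0.98 (adjusted p = 0.0697, 0.0289 and 0.0297). All of them were higher with SOA_NAP_-SP than with SOA_βPIN_-SP (log2 fold changes 0.84, 1.29 and 1.45, standard errors 0.24, 0.17 and 0.24, edgeR adjusted p = 0.0253, 1.00e-04 and 0.00181) and SP (log2 fold changes 1.03, 1.19 and 1.44, standard errors 0.27, 0.19 and 0.26, edgeR adjusted p = 0.0229, 0.00124 and 0.00619). CXCR4, the receptor of CXCL12, had log2 fold changes of -0.49 with SP, -1.02 with SOA_βPIN_-SP and 0.78 with SOA_NAP_-SP (standard errors 0.54, 0.50 and 0.45, edgeR adjusted p = 0.634, 0.155 and 0.188), none of which passed against CA, and its normalized count was 58.3 ± 41.0 (SD, n = 4) in CA and 100.1 ± 58.8 (SD, n = 4) with SOA_NAP_-SP. It was higher with SOA_NAP_-SP than with SOA_βPIN_-SP (log2 fold change 1.81, standard error 0.48, edgeR adjusted p = 0.0212), and its difference from SP did not pass (log2 fold change 1.27, standard error 0.52, edgeR adjusted p = 0.122). For the differences between aerosols, the call of CXCL1 between SOA_NAP_-SP and SOA_βPIN_-SP was lost without SOA_βPIN_-SP replicate 1, SOA_βPIN_-SP replicate 2 or SOA_NAP_-SP replicate 4 (log2 fold changes 0.81, 0.75 and 0.63, adjusted p = 0.0640, 0.0769 and 0.0626, respectively). The call of CXCL1 between SOA_NAP_-SP and SP was lost without SP replicate 1 or SP replicate 2 (log2 fold changes 0.87 and 1.11, adjusted p = 0.128 and 0.0592, respectively). The call of CXCR4 between SOA_NAP_-SP and SOA_βPIN_-SP was lost without SOA_βPIN_-SP replicate 1, SOA_βPIN_-SP replicate 4 or SOA_NAP_-SP replicate 3 (log2 fold changes 1.78, 1.74 and 1.34, adjusted p = 0.0552, 0.0616 and 0.0538, respectively). Of 4 inflammatory genes of Fig. 3B, 2, 3 and 3 rose and none fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively (3, 3 and 3 higher and 0, 0 and 0 lower adjusted over the list alone), and since the study chose these genes on the same samples, the count is not independent evidence of their direction. In exact permutation tests of the normalized counts over all pairs of groups for the genes of Fig. 3B, 24 comparisons had an unadjusted p of 0.05 or less and 0 passed after Benjamini-Hochberg adjustment, where the smallest p that 4 libraries against 4 allow is 0.0286 and the smallest adjusted value was 0.0571. The threshold was missed without 1 library by CXCL3 with SOA_βPIN_-SP (log2 fold changes 0.50, 0.55 and 0.46 and adjusted p = 0.0699, 0.0554 and 0.0808 without CA replicate 1, SOA_βPIN_-SP replicate 3 and CA replicate 4, respectively) and CXCL3 with SP (log2 fold changes 0.69, 0.61, 0.60 and 0.56 and adjusted p = 0.0688, 0.131, 0.0836 and 0.0825 without SP replicate 2, SP replicate 3, CA replicate 1 and CA replicate 4, respectively). Not every call held without 1 of the libraries, as for CXCL8 with SP (log2 fold changes 0.90, 0.82, 0.91 and 0.85 and adjusted p = 0.0836, 0.128, 0.0729 and 0.0661 without SP replicate 2, SP replicate 3, CA replicate 1 and CA replicate 4, respectively). Over all libraries the threshold was not met, and with 1 left out it was, by CXCL1 with SP (log2 fold change 1.09 and adjusted p = 0.0244 without CA replicate 3), CXCR4 with SOA_βPIN_-SP (log2 fold change -1.31 and adjusted p = 0.0475 without CA replicate 2) and CXCR4 with SOA_NAP_-SP (log2 fold change 1.32 and adjusted p = 0.0199 without CA replicate 3). In DESeq2 the threshold was met by CXCL1 with SP.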

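Of 20 NF-κB target genes tested in EA.hy926 cells, 12, 14 and 15 rose and 1, 0 and 1 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively (14, 14 and 15 higher and 1, 0 and 1 lower adjusted over the list alone). The list ranked above the other genes in camera with SP, SOA_βPIN_-SP and SOA_NAP_-SP (adjusted p = 8.82e-07, 1.58e-06 and 5.31e-08), a call lost at adjusted p = 0.174, 0.192 and 0.165 with an estimated correlation. With SOA_NAP_-SP CXCL3 had a log2 fold change of 3.70 (standard error 0.48, edgeR adjusted p = 1.62e-05) and ZC3H12A, a ribonuclease that degrades cytokine mRNAs, a log2 fold change of 3.06 (standard error 0.37, edgeR adjusted p = 1.90e-05). The paper plots 10 of the listed genes. Of 30 immediate early genes, 12, 16 and 18 rose and 3, 3 and 3 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively (13, 17 and 18 higher and 3, 3 and 3 lower adjusted over the list alone). In camera its genes lay above the rest with SP, SOA_βPIN_-SP and SOA_NAP_-SP (adjusted p = 9.18e-04, 9.10e-07 and 3.67e-08), a call lost at adjusted p = 0.339, 0.173 and 0.158 with an estimated correlation. NR4A2 and FOS rose most with SOA_NAP_-SP, with a log2 fold change of 3.74 (standard error 0.25, edgeR adjusted p = 3.51e-08) and a log2 fold change of 3.33 (standard error 0.40, edgeR adjusted p = 2.48e-05).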

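Of 17 endothelial genes, 2, 3 and 4 rose and 1, 0 and 0 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. Camera gave the list an adjusted p of 0.0940 at the lowest. With SOA_NAP_-SP ERG and SOX17, transcription factors of the endothelium, had a log2 fold change of 0.84 (standard error 0.12, edgeR adjusted p = 2.27e-05) and a log2 fold change of 0.65 (standard error 0.13, edgeR adjusted p = 9.27e-04). Of 25 genes induced by hypoxia, 5, 6 and 6 rose and 1, 0 and 2 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. Camera placed the list above the other genes with SOA_βPIN_-SP (adjusted p = 0.0101), a call lost at adjusted p = 0.165 with an estimated correlation. STC1, a secreted glycoprotein hormone, had a log2 fold change of 1.68 (standard error 0.24, edgeR adjusted p = 7.91e-05) with SOA_NAP_-SP, while BHLHE40, a transcriptional repressor, fell (log2 fold change -1.12, standard error 0.22, edgeR adjusted p = 0.00105). Of 34 DNA replication genes, 1, 1 and 1 rose and none fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. By camera the list lay above the other genes with SP, SOA_βPIN_-SP and SOA_NAP_-SP (adjusted p = 0.0131, 0.0414 and 0.00106), a call lost at adjusted p = 0.696, 0.748 and 0.556 with an estimated correlation. Of 29 mitosis genes, 1, 1 and 1 rose and none fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. The list ranked above the other genes in camera with SOA_βPIN_-SP (adjusted p = 0.0392), a call lost at adjusted p = 0.744 with an estimated correlation.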

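ATF4, the transcription factor at the center of the integrated stress response, rose in EA.hy926 cells with each aerosol, with log2 fold changes of 0.65 with SP, 0.72 with SOA_βPIN_-SP and 0.96 with SOA_NAP_-SP (standard errors 0.11, 0.10 and 0.10, edgeR adjusted p = 4.63e-04, 6.92e-05 and 1.58e-06). Its normalized count was 4379.9 ± 769.9 (SD, n = 4) in CA and 8504 ± 321 (SD, n = 4) with SOA_NAP_-SP. Of 23 genes of the unfolded protein and integrated stress responses, 4, 4 and 6 rose and 2, 2 and 3 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively (4, 4 and 6 higher and 4, 2 and 3 lower adjusted over the list alone). No camera test of the list had an adjusted p below 0.126. Its median and mean log2 fold changes had different signs with SP (-0.01 and 0.03) and SOA_βPIN_-SP (-0.03 and 0.08). With SOA_NAP_-SP ATF3 and PPP1R15A, which are induced downstream of ATF4, had a log2 fold change of 2.49 (standard error 0.14, edgeR adjusted p = 4.02e-09) and a log2 fold change of 2.30 (standard error 0.16, edgeR adjusted p = 7.00e-08), and TRIB3, another gene of this pathway, fell (log2 fold change -1.14, standard error 0.16, edgeR adjusted p = 2.24e-05).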

Consistent with the findings in A549 cells and consistently with the observation of secondary genotoxicity in EA.hy926 cells by comet assay in a previous study [21], we found significantly upregulated oxidative stress and ER stress-related genes, such as activating transcription factor-4 (*ATF4*) (Fig. 3D). *ATF4* serves as the master transcriptional regulator of the cellular response to ER stress or amino acid starvation, controls genes involved in metabolism and protection from oxidative stress [41] and apoptosis or senescence [42] and can be linked to angiogenesis [43] and metastasis [44]. Moreover, the activation of ErbB receptor feedback inhibitor 1 (*ERRFI1*), the FosB proto-oncogene *(FOSB*), and nuclear receptor subfamily 4 group a member 1 (*NR4A1*), has been associated with immediate early genes, especially after exposure to SOA_NAP_-SP (Fig. 3D). 

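ERRFI1, a feedback inhibitor of the EGF receptor, had log2 fold changes of 2.54 with SP, 2.68 with SOA_βPIN_-SP and 2.93 with SOA_NAP_-SP (standard errors 0.15, 0.14 and 0.14, edgeR adjusted p = 5.28e-08, 7.57e-09 and 2.22e-09) in EA.hy926 cells. FOSB, a subunit of AP-1, had log2 fold changes of 1.90 with SP, 2.55 with SOA_βPIN_-SP and 3.25 with SOA_NAP_-SP (standard errors 0.24, 0.23 and 0.23, edgeR adjusted p = 8.25e-05, 2.54e-06 and 7.35e-08), and the nuclear receptor NR4A1 log2 fold changes of 1.74 with SP, 2.17 with SOA_βPIN_-SP and 2.97 with SOA_NAP_-SP (standard errors 0.31, 0.29 and 0.29, edgeR adjusted p = 0.00145, 1.23e-04 and 3.49e-06). The normalized count of ERRFI1 was 853 ± 98.7 (SD, n = 4) in CA and 6494 ± 1410.1 (SD, n = 4) with SOA_NAP_-SP. Between SOA_NAP_-SP and SOA_βPIN_-SP, the differences were a log2 fold change of 0.25 (standard error 0.13, edgeR adjusted p = 0.467) for ERRFI1, a log2 fold change of 0.70 (standard error 0.20, edgeR adjusted p = 0.115) for FOSB and a log2 fold change of 0.80 (standard error 0.25, edgeR adjusted p = 0.172) for NR4A1. Between SOA_NAP_-SP and SP they were a log2 fold change of 0.39 (standard error 0.14, edgeR adjusted p = 0.220), a log2 fold change of 1.34 (standard error 0.22, edgeR adjusted p = 0.0105) and a log2 fold change of 1.23 (standard error 0.28, edgeR adjusted p = 0.0522), in the same order, and of these 6 differences that of FOSB between SOA_NAP_-SP and SP passed in edgeR. Among these direct differences, the call of FOSB between SOA_NAP_-SP and SOA_βPIN_-SP was gained in DESeq2. The call of FOSB between SOA_NAP_-SP and SP was lost without SP replicate 1 (log2 fold change 1.19, adjusted p = 0.0761). The call of NR4A1 between SOA_NAP_-SP and SP was gained without CA replicate 2 or CA replicate 4 (log2 fold changes 1.23 and 1.23, adjusted p = 0.0224 and 0.0469, respectively) and in limma-voom and DESeq2. Of 4 stress genes of Fig. 3D, 4, 4 and 4 rose and none fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone, and since the study chose these genes on the same samples, the count is not independent evidence of their direction.

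**Figure D1:**
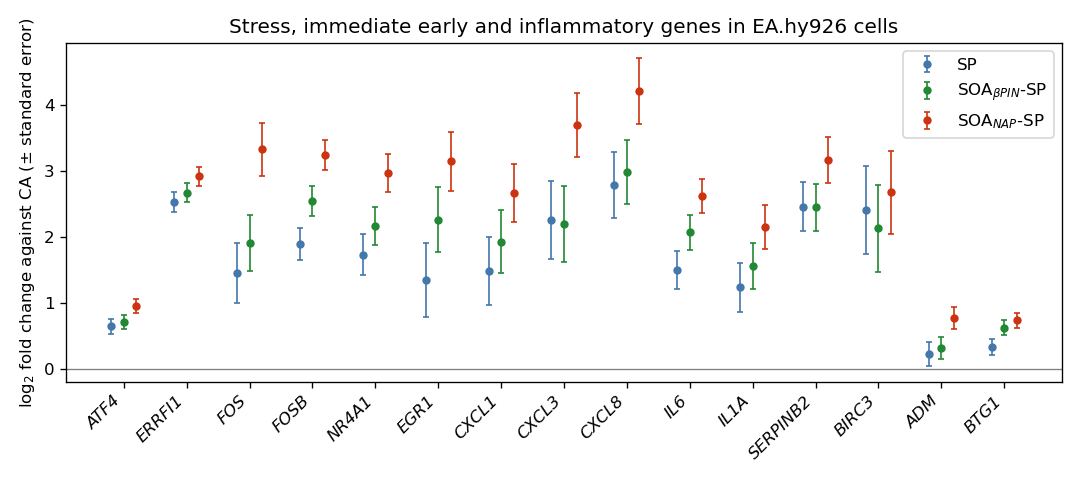
Log2 fold changes against CA of stress and inflammatory genes in EA.hy926 cells with SP (n = 3), SOA_βPIN_-SP (n = 4) and SOA_NAP_-SP (n = 4), from edgeR, with bars of 1 standard error. ERRFI1 lies above 2 with each aerosol, and FOSB and NR4A1 have their largest fitted values with SOA_NAP_-SP.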

Early genes exhibit rapid transcription in response to acute stress, such as hypoxia or hyperglycemia [45, 46], or proliferation-inducing signals possibly accompanied by genomic instability and activated DNA damage responses [47]. In addition to the activation of downstream genes related to early stress responses, genes involved in the inflammatory response are also often targeted. Here, we detected significant enrichment of adrenomedullin (*ADM*), B-cell translocation gene 1 (*BTG1*), *CXCL8* and interleukin 6 (*IL6*) after exposure to SOA_NAP_-SP and, to a lesser extent, to SOA_βPIN_-SP (Fig. 3D). 

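CXCL8, interleukin 8, had log2 fold changes of 2.79 with SP, 2.99 with SOA_βPIN_-SP and 4.21 with SOA_NAP_-SP (standard errors 0.50, 0.48 and 0.50, edgeR adjusted p = 0.00228, 8.35e-04 and 4.55e-05) in EA.hy926 cells, and IL6, a pro-inflammatory cytokine, log2 fold changes of 1.50 with SP, 2.08 with SOA_βPIN_-SP and 2.63 with SOA_NAP_-SP (standard errors 0.29, 0.27 and 0.26, edgeR adjusted p = 0.00137, 2.39e-05 and 6.40e-07). BTG1, an inhibitor of proliferation, had log2 fold changes of 0.34 with SP, 0.63 with SOA_βPIN_-SP and 0.74 with SOA_NAP_-SP (standard errors 0.12, 0.11 and 0.11, edgeR adjusted p = 0.0517, 3.21e-04 and 3.27e-05), which passed with both SOA. ADM, a vasodilator peptide, had log2 fold changes of 0.23 with SP, 0.33 with SOA_βPIN_-SP and 0.78 with SOA_NAP_-SP (standard errors 0.18, 0.17 and 0.17, edgeR adjusted p = 0.421, 0.176 and 0.00223) and passed with SOA_NAP_-SP. The direct difference of SOA_NAP_-SP and SOA_βPIN_-SP was a log2 fold change of 1.22 (standard error 0.43, edgeR adjusted p = 0.230) for CXCL8, a log2 fold change of 0.55 (standard error 0.22, edgeR adjusted p = 0.270) for IL6, a log2 fold change of 0.45 (standard error 0.17, edgeR adjusted p = 0.240) for ADM and a log2 fold change of 0.11 (standard error 0.11, edgeR adjusted p = 0.740) for BTG1, none of which passed in edgeR. Between SOA_NAP_-SP and SP, IL6 passed (log2 fold change 1.13, standard error 0.24, edgeR adjusted p = 0.0297), and CXCL8, ADM and BTG1 did not (log2 fold changes 1.42, 0.56 and 0.41, standard errors 0.47, 0.18 and 0.12, edgeR adjusted p = 0.201, 0.174 and 0.106). Of the direct calls, the call of CXCL8 between SOA_NAP_-SP and SOA_βPIN_-SP was gained in limma-voom. The call of CXCL8 between SOA_NAP_-SP and SP was gained in limma-voom. The call of IL6 between SOA_NAP_-SP and SP was lost without SOA_NAP_-SP replicate 1, SOA_NAP_-SP replicate 2, SOA_NAP_-SP replicate 4, SP replicate 1 or SP replicate 2 (log2 fold changes 1.11, 1.00, 1.08, 1.08 and 0.98, adjusted p = 0.0835, 0.0847, 0.0659, 0.196 and 0.182, respectively). The call of ADM between SOA_NAP_-SP and SP was gained without CA replicate 4 (log2 fold change 0.56, adjusted p = 0.0369). The normalized count of CXCL8 was 189 ± 68.8 (SD, n = 4) in CA and 3526 ± 1112 (SD, n = 4) with SOA_NAP_-SP. Of 4 angiogenesis and inflammatory genes of Fig. 3D, 2, 3 and 4 rose and none fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone, and since the study chose these genes on the same samples, the count is not independent evidence of their direction. Exact permutation tests over all pairs of groups gave 27 comparisons of the genes of Fig. 3D at an unadjusted p of 0.05 or less and 0 after adjustment, with 0.0508 the smallest adjusted value. The smallest p that these group sizes allow is 0.0286. The adjusted values are bounded by it and do not show that the genes are unchanged.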

*ADM* is activated in the presence of proinflammatory cytokines (e.g., IFNγ, IL1β, and IL6), that contributes to endothelial and epithelial barrier functions [48], and impacts the blood and lymphatic vasculature [49]. In endothelial cells, overexpression of *BTG1* promotes cell migration and tube formation [50], upregulation of *CXCL8* and *IL6* can be associated with cellular dysfunctions [51], and elevated serum levels serve as markers for adverse prognosis [52, 53]. Several studies have shown a correlation between endothelial inflammatory activation and endothelial dysfunction and the development of atherosclerosis or hypertension [54, 55].

**Fig. 3:**
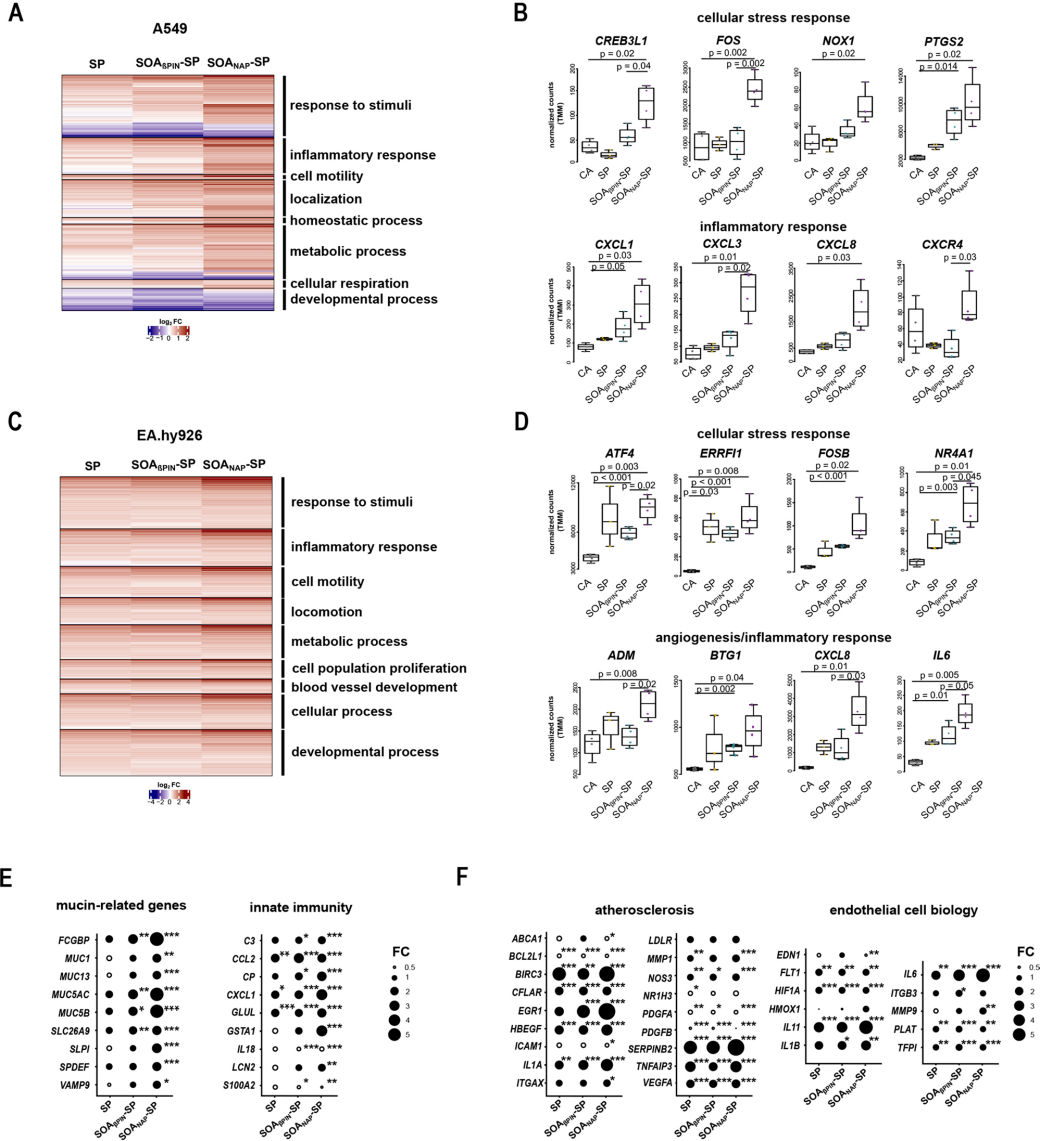
Induction of stress- and inflammatory-related genes in A549 and EA.hy926 cells. (**A**) Heatmap comparing gene expression values among different aerosol exposures (SP, SOA_βPIN_-SP and SOA_NAP_-SP) compared to those of the clean air (CA) control originating from GO overrepresentative analysis of A549 cells. (**B**) Boxplots of the genes depicted from the heatmap in Fig. 3A showing the normalized counts (TMM) in A549 cells after exposure to CA, SP, SOA_βPIN_-SP or SOA_NAP_-SP. (**C** – **D**) Same as in (**A** and **B**) but based on the analysis of EA.hy926 cells. (**E** and **F**) Dot plots showing the level of expression (fold change) of genes activated (filled dots) or suppressed (empty dots) by exposure to SP, SOA_βPIN_-SP or SOA_NAP_-SP compared to CA exposure in the “mucin-related genes” and “innate immunity” categories for A549 cells I and in the “atherosclerosis” and “endothelial cell biology” categoriesfor EA.hy926 cells (**F**). * adjusted p-value < 0.05, ** adjusted p-value < 0.01 and *** adjusted p-value < 0.001

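In A549 cells FCGBP, a mucus protein that binds the Fc part of IgG, went from a normalized count of 181 ± 133 (SD, n = 4) in CA to 889.9 ± 249.7 (SD, n = 4) with SOA_NAP_-SP, a log2 fold change of 2.31 (standard error 0.55, edgeR adjusted p = 0.00718). MUC5AC, a gel-forming mucin of the airways, went from 943 ± 699.6 (SD, n = 4) in CA to 4233 ± 1313 (SD, n = 4) with SOA_NAP_-SP (log2 fold change 2.17, standard error 0.59, edgeR adjusted p = 0.0145), and MUC1, a membrane mucin, from 74.3 ± 19.3 (SD, n = 4) in CA to 145 ± 39.2 (SD, n = 4) with SOA_NAP_-SP (log2 fold change 0.97, standard error 0.27, edgeR adjusted p = 0.0112). With SP and SOA_βPIN_-SP the values were 0.19 and 1.22 for FCGBP (adjusted p = 0.889 and 0.131) and 0.21 and 1.21 for MUC5AC (adjusted p = 0.879 and 0.155), which did not pass in edgeR. Of 8 mucin-related genes of Fig. 3E, 0, 1 and 8 rose and none fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively (0, 0 and 8 higher and 0, 0 and 0 lower adjusted over the list alone), and since the study chose these genes on the same samples, the count is not independent evidence of their direction. These are edgeR's calls, and limma-voom called 0, 3 and 8 in either direction, DESeq2 0, 1 and 8, with 0, 3 and 8 at an unadjusted p under 0.05. FCGBP with SOA_βPIN_-SP and MUC5AC with SOA_βPIN_-SP passed in limma-voom. Experiment 42 held CA replicate 3 and SOA_NAP_-SP replicate 1. There the normalized counts went from 333 to 564 for FCGBP, 1845 to 2643 for MUC5AC and 91.2 to 114 for MUC1, smaller rises than between the group means. Single libraries give no spread, so exposure and experiment cannot be told apart for these genes.

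**Figure D2:**
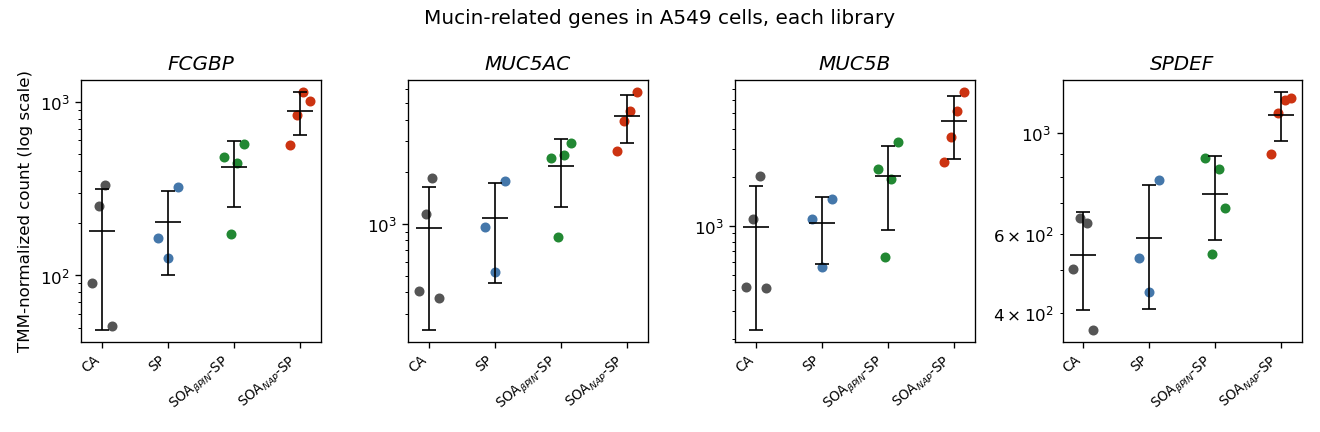
TMM-normalized counts (log scale) of FCGBP, MUC5AC, MUC5B and SPDEF in each A549 library of CA, SP, SOA_βPIN_-SP and SOA_NAP_-SP, with the mean and SD of each exposure. The mean of FCGBP is 181 in CA and 889.9 with SOA_NAP_-SP.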

Intriguingly, by examining the most up- or downregulated genes (Table S3), we detected high expression of mucin-related genes, such as fc gamma binding protein (*FCGBP*), mucin 1 (*MUC1*) and mucin 5AC (*MUC5AC*) (Fig. 3E), which have been previously associated with stress-related airway remodeling processes, in the epithelial cells after SOA_NAP_-SP exposure [56, 57]. Moreover, we found differential expression of more mucin-related genes, such as mucin 13 (*MUC13*), mucin 5B (*MUC5B*), solute carrier family 26 (*SLC26A9*), *SLIP*, SAM pointed domain containing ETS transcription factor (*SPDEF*) and vesicle-associated membrane protein 9 (*VAMP9*). In addition, SP exposure also led to the induction of innate immune-specific genes in A549 cells; however, this effect was lower than that of SOA_βPIN_-SP and SOA_NAP_-SP exposure (Fig. 3E). Collectively, these findings possibly point toward induced stress-related airway remodeling in AT2-secretory like A549 cells to more MUC5A^+^ goblet-secretory-like cells and an early type I immune response after exposure to SOA_NAP_-SP. 

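With SOA_NAP_-SP, MUC5B, the other gel-forming mucin of the airways, had a log2 fold change of 2.18 (standard error 0.63, edgeR adjusted p = 0.0190), MUC13, a membrane mucin, a log2 fold change of 0.81 (standard error 0.19, edgeR adjusted p = 0.00352), SLPI, a secreted inhibitor of leukocyte proteases, a log2 fold change of 1.21 (standard error 0.32, edgeR adjusted p = 0.0106), and SPDEF, a transcription factor of goblet cells, a log2 fold change of 1.03 (standard error 0.21, edgeR adjusted p = 0.00168). SLC26A9, an anion transporter, had log2 fold changes of 0.61 with SOA_βPIN_-SP and 0.91 with SOA_NAP_-SP (standard errors 0.21 and 0.21, edgeR adjusted p = 0.0372 and 0.00197) and rose with both SOA. A gene of the symbol VAMP9 was not analysed here. In experiment 42, from CA replicate 3 to SOA_NAP_-SP replicate 1, MUC5B went from a normalized count of 2028 to 2484 and SPDEF from 634 to 900. MUC13 went from 446 to 551, SLPI from 428 to 611 and SLC26A9 from 32.7 to 53.1. Each of these rises was smaller than over all libraries, and single libraries give no spread. Of 15 goblet cell genes (5 of them plotted by the paper), 0, 0 and 11 rose and 1, 2 and 2 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively (0, 0 and 12 higher and 1, 2 and 2 lower adjusted over the list alone). Beside edgeR's calls stand 1, 4 and 14 by limma-voom and 1, 3 and 14 by DESeq2 in either direction, and 2, 5 and 14 at an unadjusted p under 0.05. In camera its genes lay above the rest with SOA_NAP_-SP (adjusted p = 2.91e-04), a call lost at adjusted p = 0.482 with an estimated correlation. With SOA_NAP_-SP, 13 of 20 epithelial genes typical of A549 cells rose as well, where 4 of the 20 are also in the goblet cell list (camera adjusted p = 1.73e-07, and adjusted p = 0.316 with an estimated correlation), and of 18 contractile and extracellular matrix genes 1 rose and 15 fell (camera adjusted p = 8.16e-06, and adjusted p = 0.482 with an estimated correlation). Without CA replicate 4 the count of 13 epithelial genes fell by over 1.5 times. CEACAM5, an adhesion molecule of mucosal epithelia, had a log2 fold change of 2.12 (standard error 0.63, edgeR adjusted p = 0.0222). Without 1 library the call was lost for MUC5B with SOA_NAP_-SP (log2 fold changes 1.93 and 1.92 and adjusted p = 0.0501 and 0.0520 without CA replicate 1 and CA replicate 4, respectively) and SLC26A9 with SOA_βPIN_-SP (log2 fold changes 0.55, 0.62, 0.51, 0.61 and 0.45 and adjusted p = 0.0962, 0.0574, 0.113, 0.0591 and 0.145 without SOA_βPIN_-SP replicate 1, CA replicate 2, SOA_βPIN_-SP replicate 4, CA replicate 3 and CA replicate 4, respectively). A left-out library ended the call of CEACAM5 with SOA_NAP_-SP (log2 fold change 1.85 and adjusted p = 0.0561 without CA replicate 1).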

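CCL2, which attracts monocytes, rose in A549 cells with each aerosol, with log2 fold changes of 1.21 with SP, 1.65 with SOA_βPIN_-SP and 1.21 with SOA_NAP_-SP (standard errors 0.20, 0.18 and 0.18, edgeR adjusted p = 0.00109, 4.04e-06 and 7.55e-05), and so did GLUL, glutamine synthetase, with log2 fold changes of 0.82 with SP, 0.85 with SOA_βPIN_-SP and 1.33 with SOA_NAP_-SP (standard errors 0.12, 0.11 and 0.11, edgeR adjusted p = 4.99e-04, 2.30e-05 and 1.71e-07). Complement C3 had log2 fold changes of 0.54 with SOA_βPIN_-SP and 0.89 with SOA_NAP_-SP (standard errors 0.19 and 0.19, edgeR adjusted p = 0.0471 and 0.00206), and the iron oxidase ceruloplasmin (CP) and the glutathione transferase GSTA1 rose with SOA_NAP_-SP (log2 fold change 1.30, standard error 0.39, edgeR adjusted p = 0.0234, and a log2 fold change of 1.74, standard error 0.43, edgeR adjusted p = 0.00416, respectively). S100A2, a calcium-binding protein, had log2 fold changes of -0.92 with SOA_βPIN_-SP and -1.17 with SOA_NAP_-SP (standard errors 0.26 and 0.27, edgeR adjusted p = 0.0125 and 0.00211), and IL18 had a log2 fold change of -0.68 (standard error 0.09, edgeR adjusted p = 2.52e-05) with SOA_βPIN_-SP. Of 9 innate immunity genes of Fig. 3E, 2, 4 and 6 rose and 0, 2 and 1 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively (3, 4 and 7 higher and 0, 2 and 1 lower adjusted over the list alone), and since the study chose these genes on the same samples, the count is not independent evidence of their direction. Tested directly against SP, GLUL and GSTA1 were higher with SOA_NAP_-SP (log2 fold change 0.51, standard error 0.12, edgeR adjusted p = 0.0125, and a log2 fold change of 2.18, standard error 0.52, edgeR adjusted p = 0.0131, respectively), and CCL2 with SOA_βPIN_-SP did not pass (log2 fold change 0.44, standard error 0.19, edgeR adjusted p = 0.374). GSTA1 was also higher with SOA_NAP_-SP than with SOA_βPIN_-SP (log2 fold change 1.40, standard error 0.41, edgeR adjusted p = 0.0245), and GLUL stayed under the size threshold there (log2 fold change 0.48, standard error 0.11, edgeR adjusted p = 0.00685). In direct tests with 1 library left out or another tool, the call of GLUL between SOA_NAP_-SP and SP was lost without SP replicate 2, SP replicate 3 or SOA_NAP_-SP replicate 3 (log2 fold changes 0.49, 0.48 and 0.48, adjusted p = 0.0512, 0.0302 and 0.0357, respectively). The call of GSTA1 between SOA_NAP_-SP and SP was lost without SP replicate 1 or SP replicate 2 (log2 fold changes 2.01 and 1.99, adjusted p = 0.0872 and 0.0607, respectively). The call of GSTA1 between SOA_NAP_-SP and SOA_βPIN_-SP was lost without SOA_βPIN_-SP replicate 1, SOA_βPIN_-SP replicate 2, SOA_NAP_-SP replicate 2 or SOA_NAP_-SP replicate 3 (log2 fold changes 1.41, 1.16, 1.32 and 1.24, adjusted p = 0.0544, 0.0873, 0.0568 and 0.0748, respectively). The call of GLUL between SOA_NAP_-SP and SOA_βPIN_-SP was gained without SOA_βPIN_-SP replicate 1, SOA_βPIN_-SP replicate 3 or SOA_NAP_-SP replicate 1 (log2 fold changes 0.51, 0.52 and 0.55, adjusted p = 0.0146, 0.00698 and 0.00457, respectively). When 1 library was removed, edgeR no longer called C3 with SOA_βPIN_-SP (log2 fold changes 0.53, 0.46, 0.57, 0.47, 0.54 and 0.44 and adjusted p = 0.0942, 0.124, 0.0678, 0.114, 0.0810 and 0.131 without CA replicate 1, SOA_βPIN_-SP replicate 1, SOA_βPIN_-SP replicate 3, SOA_βPIN_-SP replicate 4, CA replicate 3 and CA replicate 4, respectively) and CP with SOA_NAP_-SP (log2 fold changes 1.22 and 1.21 and adjusted p = 0.0621 and 0.0550 without CA replicate 1 and SOA_NAP_-SP replicate 2, respectively).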

In 2005, Kunzli, Jerrett [58] published the first epidemiological study showing a correlation between atherosclerosis and ambient air pollution (PM_2.5_). 

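Of 18 atherosclerosis genes of Fig. 3F tested in EA.hy926 cells, 7, 8 and 11 rose and 3, 2 and 4 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively (8, 8 and 11 higher and 3, 2 and 5 lower adjusted over the list alone), and since the study chose these genes on the same samples, the count is not independent evidence of their direction. HBEGF, a ligand of the EGF receptor, had log2 fold changes of 1.259 with SP, 1.38 with SOA_βPIN_-SP and 1.89 with SOA_NAP_-SP (standard errors 0.14, 0.13 and 0.14, edgeR adjusted p = 2.22e-05, 3.05e-06 and 4.73e-08), TNFAIP3, an inhibitor of NF-κB signaling, log2 fold changes of 1.22 with SP, 1.73 with SOA_βPIN_-SP and 1.98 with SOA_NAP_-SP (standard errors 0.21, 0.20 and 0.20, edgeR adjusted p = 8.88e-04, 2.06e-05 and 2.96e-06), and CFLAR, an inhibitor of caspase 8, log2 fold changes of 1.06 with SP, 1.14 with SOA_βPIN_-SP and 1.14 with SOA_NAP_-SP (standard errors 0.08, 0.07 and 0.07, edgeR adjusted p = 5.28e-08, 7.57e-09 and 2.46e-09). The angiogenic factor VEGFA had log2 fold changes of 0.87 with SP, 0.97 with SOA_βPIN_-SP and 1.08 with SOA_NAP_-SP (standard errors 0.13, 0.12 and 0.12, edgeR adjusted p = 9.82e-05, 9.46e-06 and 1.26e-06). PDGFB, a subunit of platelet-derived growth factor, fell, with log2 fold changes of -1.74 with SP, -1.75 with SOA_βPIN_-SP and -2.55 with SOA_NAP_-SP (standard errors 0.21, 0.19 and 0.20, edgeR adjusted p = 3.16e-05, 7.50e-06 and 8.47e-08), and BCL2L1, an inhibitor of apoptosis, also fell, with log2 fold changes of -0.62 with SP, -0.78 with SOA_βPIN_-SP and -1.04 with SOA_NAP_-SP (standard errors 0.10, 0.09 and 0.09, edgeR adjusted p = 1.76e-04, 4.48e-06 and 6.00e-08). With SOA_NAP_-SP the adhesion molecule ICAM1 had a log2 fold change of -0.79 (standard error 0.27, edgeR adjusted p = 0.0348). Removing 1 library took away the call of ICAM1 with SOA_NAP_-SP (log2 fold changes -0.56, -0.78, -0.81, -0.79 and -0.66 and adjusted p = 0.147, 0.0626, 0.0519, 0.0711 and 0.0985 without CA replicate 1, CA replicate 2, CA replicate 3, SOA_NAP_-SP replicate 1 and SOA_NAP_-SP replicate 4, respectively).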

In our model system, endothelial cells also responded by upregulating several atherosclerosis marker genes after all aerosol exposures (Fig. 3F). 

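In EA.hy926 cells SERPINB2, an inhibitor of plasminogen activators, had log2 fold changes of 2.47 with SP, 2.45 with SOA_βPIN_-SP and 3.18 with SOA_NAP_-SP (standard errors 0.37, 0.36 and 0.35, edgeR adjusted p = 3.08e-04, 1.71e-04 and 4.84e-06) and a normalized count of 22.2 ± 8.27 (SD, n = 4) in CA and 198 ± 72.3 (SD, n = 4) with SOA_NAP_-SP. BIRC3, an inhibitor of apoptosis, had log2 fold changes of 2.41 with SP, 2.14 with SOA_βPIN_-SP and 2.68 with SOA_NAP_-SP (standard errors 0.66, 0.66 and 0.62, edgeR adjusted p = 0.0207, 0.0303 and 0.00490), IL1A, interleukin 1 alpha, log2 fold changes of 1.25 with SP, 1.57 with SOA_βPIN_-SP and 2.15 with SOA_NAP_-SP (standard errors 0.37, 0.35 and 0.33, edgeR adjusted p = 0.0275, 0.00374 and 1.30e-04), and EGR1, an immediate early transcription factor, log2 fold changes of 1.35 with SP, 2.27 with SOA_βPIN_-SP and 3.16 with SOA_NAP_-SP (standard errors 0.56, 0.49 and 0.45, edgeR adjusted p = 0.107, 0.00275 and 4.03e-05). Of these, EGR1 did not pass in edgeR with SP. A gene of the symbol EGFR3 was not analysed here. Leaving out 1 library ended the call of BIRC3 with SP (log2 fold changes 2.16, 2.22, 2.24 and 2.44 and adjusted p = 0.0642, 0.0526, 0.0679 and 0.0544 without CA replicate 1, CA replicate 2, SP replicate 1 and SP replicate 2, respectively) and BIRC3 with SOA_βPIN_-SP (log2 fold changes 1.88, 1.09, 1.95 and 2.08 and adjusted p = 0.0868, 0.0742, 0.0737 and 0.0713 without CA replicate 1, SOA_βPIN_-SP replicate 1, CA replicate 2 and CA replicate 3, respectively). With 1 library left out, the threshold was no longer passed by IL1A with SP (log2 fold changes 1.14, 1.12, 1.02 and 1.23 and adjusted p = 0.0671, 0.0656, 0.140 and 0.0716 without CA replicate 2, CA replicate 3, SP replicate 2 and SP replicate 3, respectively). In DESeq2 the threshold was met by EGR1 with SP.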

Marked upregulation of the genes baculoviral IAP repeat containing 3 (*BIRC3*), epidermal growth factor receptor (*EGFR3*), interleukin 1 alpha (*IL1A*) and serpin family b member 2 (*SERPINB2*) was detected after exposure to SOA_NAP_-SP (Fig. 3F). 

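FLT1, a receptor of VEGFA, had log2 fold changes of 0.64 with SP, 0.68 with SOA_βPIN_-SP and 0.60 with SOA_NAP_-SP (standard errors 0.18, 0.17 and 0.17, edgeR adjusted p = 0.0178, 0.00649 and 0.0107) in EA.hy926 cells, and IL11, a cytokine of the IL6 family, log2 fold changes of 1.57 with SP, 1.62 with SOA_βPIN_-SP and 2.35 with SOA_NAP_-SP (standard errors 0.33, 0.32 and 0.31, edgeR adjusted p = 0.00424, 0.00194 and 4.49e-05). EDN1, the vasoconstrictor endothelin 1, had log2 fold changes of -0.36 with SP, -0.07 with SOA_βPIN_-SP and -0.94 with SOA_NAP_-SP (standard errors 0.22, 0.20 and 0.21, edgeR adjusted p = 0.288, 0.857 and 0.00310) and fell with SOA_NAP_-SP. PLAT, tissue plasminogen activator, and TFPI, the inhibitor of the tissue factor pathway, had log2 fold changes of 0.40 with SP, 0.54 with SOA_βPIN_-SP and 0.29 with SOA_NAP_-SP (standard errors 0.13, 0.12 and 0.12, edgeR adjusted p = 0.0422, 0.00425 and 0.0912) and log2 fold changes of 0.42 with SP, 0.60 with SOA_βPIN_-SP and 0.47 with SOA_NAP_-SP (standard errors 0.10, 0.10 and 0.10, edgeR adjusted p = 0.00772, 1.83e-04 and 9.34e-04), and both passed with SOA_βPIN_-SP alone. Of 11 endothelial cell biology genes of Fig. 3F, 4, 7 and 6 rose and 0, 0 and 1 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively (5, 7 and 6 higher and 1, 1 and 1 lower adjusted over the list alone), and since the study chose these genes on the same samples, the count is not independent evidence of their direction. When 1 library was left out, the number of genes moved, higher with SOA_βPIN_-SP from 7 to 4 without CA replicate 4. The threshold was missed without 1 library by FLT1 with SP (log2 fold changes 0.47 and 0.48 and adjusted p = 0.0334 and 0.108 without CA replicate 4 and SP replicate 3, respectively) and FLT1 with SOA_NAP_-SP (log2 fold changes 0.50 and 0.43 and adjusted p = 0.0476 and 0.0242 without SOA_NAP_-SP replicate 2 and CA replicate 4, respectively). Not every call held without 1 of the libraries, as for PLAT with SOA_βPIN_-SP (log2 fold changes 0.44, 0.47 and 0.48 and adjusted p = 0.0138, 0.0188 and 0.0153 without CA replicate 1, SOA_βPIN_-SP replicate 3 and CA replicate 4, respectively). A call was gained by PLAT with SP (log2 fold change 0.52 and adjusted p = 0.0193 without SP replicate 2), TFPI with SP (log2 fold change 0.57 and adjusted p = 5.44e-04 without SP replicate 2) and TFPI with SOA_NAP_-SP (log2 fold change 0.51 and adjusted p = 0.00163 without CA replicate 1).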

When evaluating more known endothelial cell biology genes, we further found altered genes involved in angiogenesis (e.g., fms-related receptor tyrosine kinase 1; *FLT1*), vasodilation and constriction (e.g., endothelin 1; *EDN1*), coagulation (e.g., plasminogen activator; *PLAT*, tissue factor pathway inhibitor; *TFPI*) and platelet activation (e.g., interleukin 11; *IL11*, interleukin 6; *IL6*) (Fig. 3F). These findings revealed a strong increase in proatherosclerotic, procoagulation and platelet-activated gene expression. Taken together, our results suggested early activation of stress-related and pathogenic-specific genes in the direct exposed A549 epithelial cells, but also in the beneath laying EA.hy926 endothelial cells, highlighting the importance of using multicellular coculture systems for exposure studies.

### Circulating cytokine validated the observed toxicogenomic responses

Transcriptional changes were validated by analyzing the conditioned cell culture media for cytokines. These cytokines were chosen based on the RNAseq results and subsequently correlated with PM-induced cell responses [20, 59]. 

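In EA.hy926 cells IL1B, interleukin 1 beta, had log2 fold changes of 1.33 with SP, 1.50 with SOA_βPIN_-SP and 1.78 with SOA_NAP_-SP (standard errors 0.53, 0.51 and 0.49, edgeR adjusted p = 0.0963, 0.0412 and 0.0106), and IL12A, a subunit of interleukin 12, log2 fold changes of 0.67 with SP, 0.32 with SOA_βPIN_-SP and 1.12 with SOA_NAP_-SP (standard errors 0.26, 0.26 and 0.24, edgeR adjusted p = 0.0837, 0.430 and 0.00124). Of 4 cytokine genes of Fig. 4 tested in this line, 2, 3 and 4 rose and none fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively (4, 3 and 4 higher and 0, 0 and 0 lower adjusted over the list alone), and since the study chose these genes on the same samples, the count is not independent evidence of their direction. Of the 9 cytokine genes of Fig. 4, 1 passed the count filter in A549 cells, CXCL8, and rose with each aerosol. Without 1 library the call was lost for IL1B with SOA_βPIN_-SP (log2 fold changes 1.64, 0.94, 1.47, 1.41, 1.34 and 1.65 and adjusted p = 0.0632, 0.171, 0.0847, 0.0895, 0.0953 and 0.0555 without CA replicate 1, SOA_βPIN_-SP replicate 1, SOA_βPIN_-SP replicate 3, CA replicate 2, CA replicate 3 and CA replicate 4, respectively). Leaving out 1 library added the call of IL12A with SP (log2 fold changes 0.86 and 0.89 and adjusted p = 0.0482 and 0.0270 without CA replicate 1 and SP replicate 1, respectively). IL1B with SP passed in DESeq2. In limma-voom the threshold was not met by IL1B with SOA_βPIN_-SP.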

The observed cytokine secretion and transcription profiles were concordant with cytokines IL-1β, IL6, IL8 and IL12, which were found among the top upregulated genes in A549 and EA.hy926 cells after exposure to SOA_NAP_-SP. These cytokines can induce the activation of several observed upregulated genes (*CXCR4* and *ADM*), as described above (Fig. 4, Tables S5 and S8). Moreover, significant differences in cytokine secretion were detected for IL12(p70) and IL23 after SOA_βPIN_-SP exposure and for IFNγ, IL12(p70), IL23 and CXCL11 after SOA_NAP_-SP exposure. No significant change was observed for TNFα (Fig. 4). It is suggested that the secretion of IL1β, IL6 and IL8 by epithelial cells is coupled to the organic compounds in the particle phase, as previously shown for diesel engine exhaust PM [60] and ambient PM_2.5_ [61]. This possibly explains the minor secretion of cytokines by epithelial cells exposed to uncoated pure SP. Additionally, the activation of the aryl hydrocarbon receptor (AHR) by polycyclic aromatic hydrocarbons (PAHs), such as naphthalene or its ring-retaining photooxidation products, was shown to be responsible for inflammatory responses via the upregulation of IL6 through nuclear factor kappa-B NFκB signaling [62] and the induction of lung cancer in mice [63]. Here, we observed significantly increased expression of the *AHR* and *NFκB2* genes after exposure to SOA_NAP_-SP in A549 cells (*AhR*: log_2_FC: 0.93, *p* < 0.001; *NFkB2*: log_2_FC: 0.51, *p* = 0.012); however, at our tested time points we were not able to detect any upregulation of the cytochrome P450 genes, which are known to play an important role in the metabolism of early-generation aging products of naphthalene, e.g., 1-naphthol and 1,2-dihydroxynaphthalene [64]. Moreover, we detected enrichment of cytokines from the IL12 family (IL12 and IL23) and CXCL11 in the cell culture media, especially after exposure to SOA_NAP_-SP, which plays a critical role in the development of T-cell-mediated immunity [65], and elevated levels of these cytokines appeared in patients with asthma, acute respiratory diseases and autoimmunity [66–68].

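AHR, the aryl hydrocarbon receptor, had log2 fold changes of 0.27 with SP, 0.33 with SOA_βPIN_-SP and 0.89 with SOA_NAP_-SP (standard errors 0.15, 0.13 and 0.13, edgeR adjusted p = 0.270, 0.0739 and 6.06e-05) in A549 cells, with a normalized count of 456 ± 110.3 (SD, n = 4) in CA and 841 ± 93.6 (SD, n = 4) with SOA_NAP_-SP. NFKB2, a subunit of NF-κB, had log2 fold changes of 0.15 with SP, 0.08 with SOA_βPIN_-SP and 0.55 with SOA_NAP_-SP (standard errors 0.21, 0.19 and 0.19, edgeR adjusted p = 0.727, 0.809 and 0.0318). Both of these genes rose with SOA_NAP_-SP. The study reports their rise in the same samples, so this is not independent evidence of it. Of 10 cytochrome P450 genes of families 1 to 4, 0, 0 and 3 rose and 1, 1 and 1 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. Its smallest adjusted p in camera was 0.282. Between median and mean the sign of the list's log2 fold change differed with SOA_βPIN_-SP (0.04 and -0.18). With SOA_NAP_-SP CYP1A1, the classic target of AHR, fell (log2 fold change -1.05, standard error 0.28, edgeR adjusted p = 0.00631) and CYP4F11, a fatty acid ω-hydroxylase, rose (log2 fold change 0.88, standard error 0.16, edgeR adjusted p = 4.79e-04), as did CYP4F12 (log2 fold change 0.71, standard error 0.24, edgeR adjusted p = 0.0296) and CYP4F3 (log2 fold change 0.52, standard error 0.17, edgeR adjusted p = 0.0222). Of 6 AHR target genes, 1, 0 and 2 rose and 1, 2 and 1 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. In camera the list reached an adjusted p of 0.520 at the lowest. The list's median and mean log2 fold changes differed in sign with SOA_βPIN_-SP (0.14 and -0.34) and SOA_NAP_-SP (0.02 and -0.05). A left-out library ended the call of NFKB2 with SOA_NAP_-SP (log2 fold changes 0.49, 0.56, 0.33 and 0.56 and adjusted p = 0.0839, 0.0542, 0.114 and 0.0600 without CA replicate 1, CA replicate 2, SOA_NAP_-SP replicate 4 and CA replicate 4, respectively) and CYP4F12 with SOA_NAP_-SP (log2 fold changes 0.60, 0.71, 0.62 and 0.63 and adjusted p = 0.0867, 0.0543, 0.0820 and 0.0824 without CA replicate 1, SOA_NAP_-SP replicate 1, SOA_NAP_-SP replicate 3 and CA replicate 4, respectively). When 1 library was removed, edgeR no longer called CYP4F3 with SOA_NAP_-SP (log2 fold changes 0.47, 0.47, 0.48 and 0.40 and adjusted p = 0.0621, 0.0579, 0.0547 and 0.0845 without CA replicate 1, SOA_NAP_-SP replicate 3, SOA_NAP_-SP replicate 4 and CA replicate 4, respectively). EdgeR's call appeared with 1 library left out for AHR with SOA_βPIN_-SP (log2 fold change 0.51 and adjusted p = 0.00215 without CA replicate 3).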

**Fig. 4:**
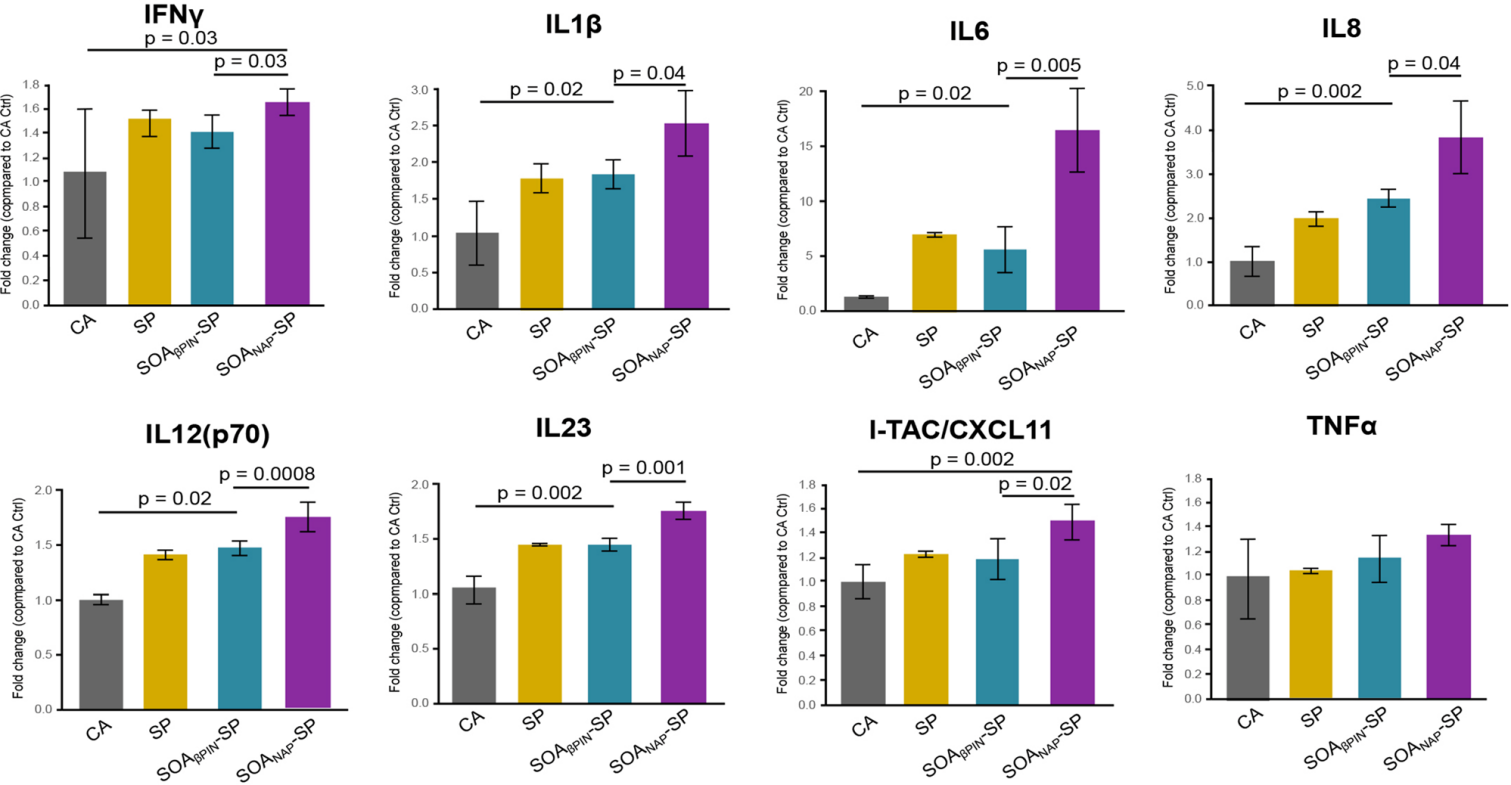
Circulating cytokine validated the observed toxicogenomic responses. Cytokine validation of IFN-γ, IL1-β, IL6, IL8, IL12(p70), IL23, I-TAC/CXCL11 and TNFα in the cell culture media of the coculture system after exposure to CA, SP, SOA_βPIN_-SP and SOA_NAP_-SP. The data are presented as the fold change (compared to the CA control) ± SEM from three independent experiments, and the significance of the differences are outlined

### Integrative analysis of circulating metabolites and gene expression revealed important role of non-directly exposed endothelial cells

In recent years, invaluable information has been obtained from metabolomics to mechanistically understand the impact of PM_2.5_ exposure. Thus, we next investigated the metabolic signature defined by exposure to SP, SOA_βPIN_-SP or SOA_NAP_-SP in the collected sample media. We identified a total of 312 metabolites, with 51 differentially expressed metabolites after SP exposure (Fig. 5A and Excel Sheet S3), 32 after SOA_βPIN_-SP exposure (Fig. 5B and Excel Sheet S3) and 32 after SOA_NAP_-SP exposure (Fig. 5C and Excel Sheet S3), with respect to the CA control. Here, we observed distinct metabolite profiles, with only five metabolites commonly found to a greater or lesser extent in the exposure media after exposure to both SOA types and SP and with metabolites allocated to cellular and potential aerosol origins (Fig. 5D). In particular, the accumulation of chemical compounds of non-endogenous origin, such as i.e., 1,2,3-cyclohexanetriol after the exposure to SOA_βPIN_-SP or 3,4,5-trihydroxybenzyl methyl ether and 3-hydroxy-2-naphthoic acid after the exposure to SOA_NAP_-SP can possibly be correlated with oxidation compounds of the respective aerosols. Interestingly, in the toxicogenomic database [69], 3-hydroxy-2-naphthoic acid has been associated with an interaction of G-protein-coupled receptor 35 (GPR35), whose increased activity has been linked to various pathologies in the inflammatory and cardiovascular systems [70] or to a poor prognosis in non-small lung cancer [71].

**Fig. 5:**
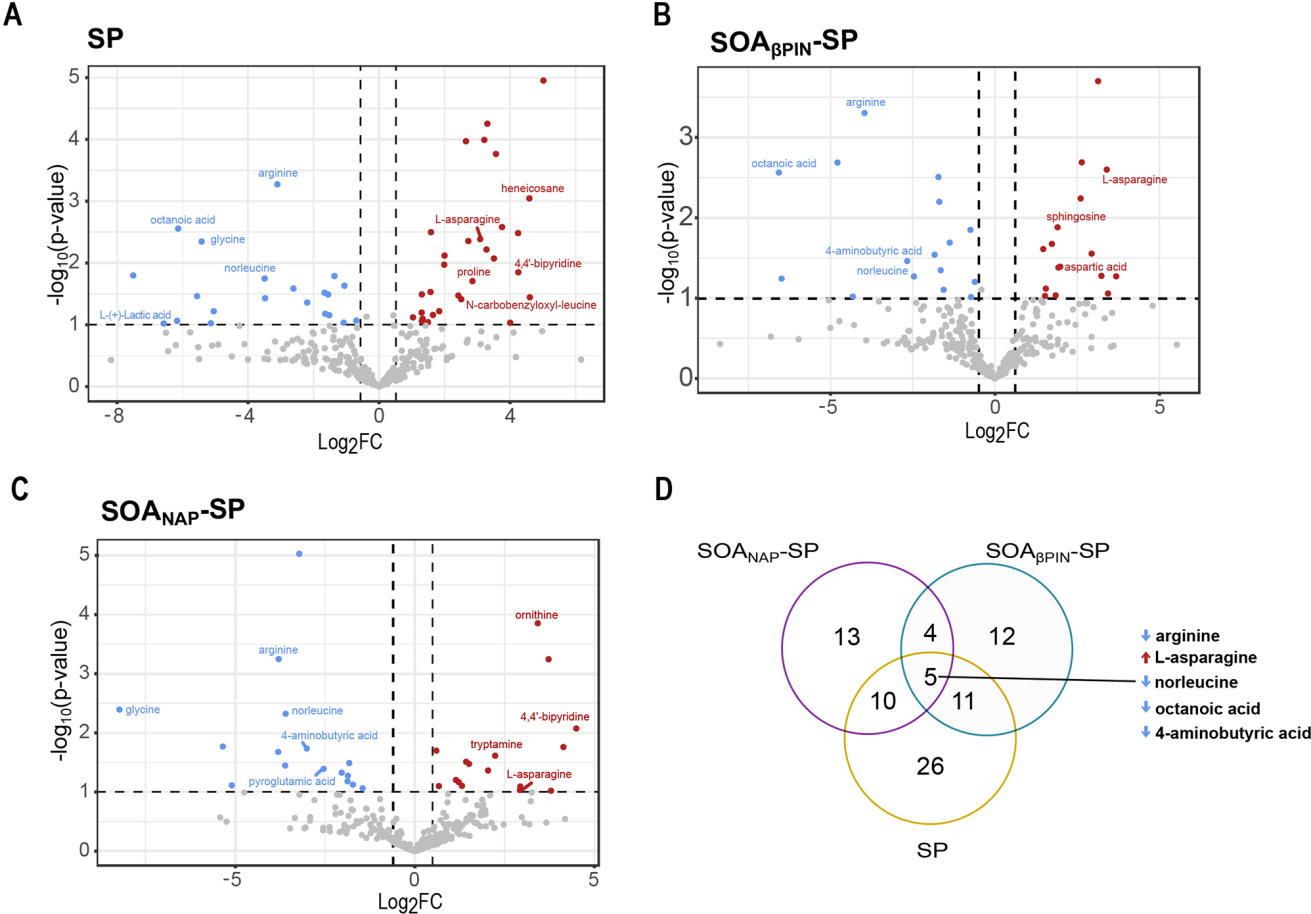
Integrative analysis of circulating metabolites and gene expression revealed important role of non-directly exposed endothelial cells. (**A**-**C**) Volcano plots showing the relationships between differentially abundant metabolite expression (p-value ≤ 0.1 and log_2_FC ≥ 0.5 and log_2_FC ≤ -0.5) in the cell culture media after exposure to SP (**A**), SOA_βPIN_-SP (**B**) or SOA_NAP_-SP (**C**) and the CA control. (**D**) Venn diagram of the unique and overlapping metabolites identified as up- or downregulated (p-value ≤ 0.1, log_2_FC ≥ 0.5 and log_2_FC ≤ -0.5) in the cell culture media after exposure to SP, SOA_βPIN_-SP or SOA_NAP_-SP compared to the CA control. GC/MS analysis was performed on *n* = 3 independent experiments

Like a study by Breitner, Schneider [72] investigating the abundance of metabolites in blood plasma after short-term exposure to PM_2.5_ in a cardiac catheterization cohort, we detected a decrease in arginine and glycine. In contrast, ornithine was significantly enriched after exposure to SOA_NAP_-SP. This finding was consistent with the results for glycine degradation (SOA_NAP_-SP, *p* < 0.001; SOA_βPIN_-SP, *p* = 0.048 and SP, *p* = 0.013), the urea cycle (SOA_NAP_-SP, *p* = 0.006 and SOA_βPIN_-SP, *p* = 0.01) and arginine degradation (SOA_NAP_-SP, *p* < 0.006; and SP, *p* = 0.015) under the 5 most altered canonical pathways identified by IPA analysis (Table 2). An increased consumption of glycine by cells was observed to be a sign of glutathione (GSH) demand induced through oxidative stress [73] or angiogenesis through vascular endothelial growth factor (VEGF) signaling [74]. Moreover, a reduced serum level of glycine in patients with COPD has been correlated with airflow obstruction via the development of emphysema [75].

**Table 2:** Canonical pathway enrichment analysis of the metabolome data

Canonical Pathways	SOA_NAP_-SP	SOA_βPIN_-SP	SP
Glycine Degradation (Creatine Biosynthesis)	**< 0.001**	**0.048**	**0.013**
tRNA Charging	**0.029**	**0.006**	**0.002**
Macrophage Alternative Activation Signaling Pathway	**0.006**	**0.048**	**0.013**
Urea Cycle	**0.006**	**0.010**	0.075
Arginine Degradation VI (Arginase 2 Pathway)	**0.006**	0.051	**0.015**
Proline Biosynthesis II (from Arginine)	**0.006**	0.056	**0.017**
Arginine Biosynthesis IV	**0.008**	**0.014**	0.089
Superpathway of Citrulline Metabolism	**0.013**	**0.022**	**0.045**
Citrulline Biosynthesis	**0.008**	0.070	**0.029**
Arginine Degradation I (Arginase Pathway)	**0.006**	0.051	0.070
Nitric Oxide Signaling in the Cardiovascular System	**0.006**	0.056	0.073
Citrulline-Nitric Oxide Cycle	**0.049**	**0.008**	0.073
Glutamate Dependent Acid Resistance	**0.028**	**0.046**	0.066
γ-glutamyl Cycle	**0.006**	-	**0.017**

*Note* The canonical pathways associated with the genes whose expression significantly changed according to the metabolome analysis of the cell culture media exposed to SOA_NAP_-SP, SOA_βPIN_-SP or SP are shown. The results are shown as BH-corrected p-values from three independent experiments (*n* = 3). Significant values are shown in bold (*p* ≤ 0.05)

In addition, the reduced availability of arginine and increased abundance of ornithine in the cell culture media suggested enhanced activity of the enzyme arginase within the urea cycle. This has already been observed in conditions of acute and chronic stress [76] and in a study by Liang, Ladva [77] in which asthmatic persons were exposed to traffic-related pollutants. Interestingly, reduced secretion of 4-aminobutyric acid (GABA) was detected after all aerosol exposures, and increased uptake of GABA in airway epithelial progenitor cells induced differentiation into goblet cells [78], supporting our RNASeq analysis. As anticipated, we detected alterations in gene and metabolite expression; however, the degree to which transcriptomic and metabolic changes occur has remained elusive. Therefore, to integrate the metabolome data with the gene expression data, we performed an IPA comparison analysis with a pathway-based approach [79]. We found that eight common pathways were significantly altered in the gene expression of A549 and/or EA.hy926 cells and in the metabolome of the sampled media after all aerosol exposures (Table 3). 

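Of 26 iNOS signaling genes tested in EA.hy926 cells, which are not the set of the paper's pathway database, 5, 6 and 4 rose and 2, 2 and 3 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. Over all tested genes, 1053, 1197 and 1588 of 10709 were DEGs with these aerosols. Whether the list held more DEGs than other genes was not tested. For this list camera's adjusted p was 0.430 or higher. Camera asks for a shift in 1 direction, while the paper's pathway analysis took in DEGs of both directions. Camera's p-value for the list is therefore no check of the paper's result. The number of genes also depended on single libraries, higher with SP from 5 to 3 without CA replicate 1 or CA replicate 4 and 2 without SP replicate 2 and higher with SOA_βPIN_-SP from 6 to 3 without SOA_βPIN_-SP replicate 3. With SOA_NAP_-SP NFKBIA, the inhibitor of NF-κB, had a log2 fold change of 1.54 (standard error 0.11, edgeR adjusted p = 1.16e-08), and the kinase IRAK2 a log2 fold change of 1.17 (standard error 0.17, edgeR adjusted p = 7.00e-05).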

The iNOS signaling pathway was altered in EA.hy926 cells after all exposures at the transcript level (SOA_NAP_-SP: *p* = 0.013; SOA_βPIN_-SP: *p* = 0.007 and SP: *p* = 0.019) and at the metabolome level after exposure to SOA_NAP_-SP (*p* = 0.037) as well as SOA_βPIN_-SP (*p* = 0.048). 

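Of 28 PDGF signaling genes tested in A549 cells, likewise not that database's set, 0, 0 and 1 rose and 3, 4 and 7 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively (0, 0 and 1 higher and 4, 4 and 7 lower adjusted over the list alone). Over all tested genes, 705, 1558 and 2148 of 11775 were DEGs with these aerosols. The lowest adjusted p of camera for this list, again a test for a shift in 1 direction, was 0.0904. Its median and mean log2 fold changes had different signs with SOA_βPIN_-SP (0.01 and -0.14). With SOA_NAP_-SP the ligand genes PDGFB and PDGFA fell, with a log2 fold change of -2.13 (standard error 0.19, edgeR adjusted p = 2.84e-07) and a log2 fold change of -1.05 (standard error 0.17, edgeR adjusted p = 1.36e-04). Of 27 PDGF signaling genes in EA.hy926 cells, 4, 3 and 4 rose and 3, 3 and 3 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. Camera gave the list, whose DEGs went in both directions, an adjusted p of 0.793 at the lowest. Between median and mean the sign of the list's log2 fold change differed with SOA_NAP_-SP (-0.02 and 0.03). A single left-out library moved the number of genes higher with SP from 4 to 1 without CA replicate 1 and 2 without CA replicate 4 or SP replicate 2. SOS1, a nucleotide exchange factor of RAS, had a log2 fold change of 0.75 (standard error 0.13, edgeR adjusted p = 1.78e-04) and PDGFA a log2 fold change of -0.73 (standard error 0.13, edgeR adjusted p = 3.30e-04) with SOA_NAP_-SP.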

The PDGF signaling pathway was significantly regulated in both cell lines following exposure to SOA_NAP_-SP (A549: *p* = 0.029; EA.hy926: *p* = 0.004) and in only EA.hy926 cells after exposure to SOA_βPIN_-SP (*p* = 0.039) or SP (*p* = 0.027). However, at the metabolome level, the PDGF pathway was regulated only after exposure to SOA_βPIN_-SP (*p* = 0.048). These pathways have previously been shown to be involved in vascular endothelial cell migration [80] and the development of fibrotic diseases [81]. 

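Of 33 PI3K and AKT signaling genes tested in EA.hy926 cells, likewise not the pathway database's set, 2, 3 and 3 rose and 3, 3 and 4 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. No camera test of the list, again for a shift in 1 direction, had an adjusted p below 0.652. The list's median and mean log2 fold changes differed in sign with SP (-0.03 and 0.01). MDM2, which marks p53 for degradation, had a log2 fold change of -0.86 (standard error 0.09, edgeR adjusted p = 9.57e-07) with SOA_NAP_-SP, and the cell cycle inhibitor CDKN1B a log2 fold change of -0.64 (standard error 0.12, edgeR adjusted p = 5.00e-04).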

Notably, after exposure to SOA_NAP_-SP, we found an alteration in phosphatidylinositol 3-kinase (PI3K)/protein kinase B (AKT) signaling in the gene expression of EA.hy926 cells in response to SOA_NAP_-SP (*p* = 0.016) and in the metabolome data after exposure to both SOA_NAP_-SP (*p* = 0.042) and SOA_βPIN_-SP (*p* = 0.048). This indicated the involvement of DNA damage and oxidative stress [82] as well as the typical activation of endothelial cells for effective angiogenesis [83], as demonstrated at the functional level by the observed secondary genotoxicity and induced angiogenesis [21]. Taken together, these findings indicate that exposure to SP, SOA_βPIN_-SP and SOA_NAP_-SP is associated with significant metabolomic changes that are distinct for single metabolites, leading to altered phenotypes and highlighting the pivotal role of not directly exposing EA.hy926 cells.

**Table 3:** Canonical pathway enrichment analysis of the transcriptome and metabolome data via IPA software

Canonical Pathways	A549			EA.hy926			Metabolome		
	SOA_NAP_-SP	SOA_βPIN_-SP	SP	SOA_NAP_-SP	SOA_βPIN_-SP	SP	SOA_NAP_-SP	SOA_βPIN_-SP	SP
iNOS Signaling	0.436	-	-	**0.013**	**0.007**	**0.019**	**0.037**	**0.048**	0.067
PDGF Signaling	**0.029**	0.674	0.520	**0.004**	**0.039**	**0.027**	-	**0.048**	0.067
Corticotropin Releasing Hormone Signaling	0.269	0.867	0.665	**0.037**	0.130	**0.017**	**0.046**	0.051	0.070
PI3K/AKT Signaling	0.577	-	0.832	**0.016**	0.060	0.097	**0.042**	**0.048**	0.067
Ceramide Signaling	0.484	-	-	**0.006**	**0.050**	0.067	-	**0.048**	0.067
Apelin Endothelial Signaling Pathway	0.469	0.793	0.790	**0.013**	0.538	0.109	**0.042**	**0.048**	0.067
Sphingosine-1-phosphate Signaling	0.225	0.671	0.679	**0.004**	0.152	0.193	-	**0.048**	0.067
Inhibition of Angiogenesis by TSP1	0.619	0.904	-	**0.028**	0.619	0.544	**0.042**	**0.048**	0.067

*Note* The canonical pathways associated with the significantly altered A549 and/or EA.hy926 transcript levels are shown, as is the metabolome analysis of the cell culture media exposed to SOA_NAP_-SP, SOA_βPIN_-SP or SP. The results are shown as BH-corrected p-values from four (RNASeq; *n* = 4) and three (metabolome; *n* = 3) independent experiments. Significant values are shown in bold (*p* ≤ 0.05)

## Limitations of the study

Despite the importance of these findings, there are limitations to our study that should be considered. First, by choosing A549 cells as our epithelial lung cell line we are aware of several possible drawbacks, including a low expression of tight junctions and adherence proteins, inability to form a fully polarized epithelium, as well as, being of carcinogenic origin [84]. Therefore, additional studies are needed to observe the effects of SOA exposure on other epithelial cell lines or even primary human epithelial cells. However, due to the complexity of our experimental setup, we found with A549 cells a robust and metabolic competent cell line that is suitable for large and repetitive studies. Second, the focus on only one aerosol dilution (1:3) and one time point (4 h exposure) complicates the risk assessment of the aerosols. Future studies comparing short- and long-term exposures and different aerosol doses should help characterize meaningful adverse effects.

## Conclusion

In this study, we have revealed the importance of the chemical identities of SOA in inducing different toxicogenomic and metabolic effects in an epithelial-endothelial coculture system (Fig. 6). By conducting exposure studies with physically similar but chemically distinct model SOA, we identified aerosol-specific effects depending on chemical composition, especially in directly exposed epithelial cells (A549). The exposure to SOA derived from an anthropogenic aromatic precursor (naphthalene) resulted in the upregulation of genes in A549 cells related to oxidative stress (e.g., *NOX1* and *PTGS2*) and to an early type I immune response (e.g., *CXCL8* and *CXCR4*) in A549. In addition, transcriptomic insights revealed a stress-related airway remodeling of AT2-secretory like cells to more MUC5A^+^ goblet-secretory-like cells. Milder effects were observed in A549 cells exposed to a biogenic, aliphatic SOA precursor (β-pinene) and fresh SP. Remarkably, we detected early activation of stress- (e.g., *FOSB* and *NR4A1*) and CVD-related genes (e.g., *ADM* and *BTG1*) in the underlying endothelial cells (EA.hy926). This effect was significant after exposure to SOA_NAP_-SP and minor after exposure to SOA_βPIN_-SP or SP and in line with the previously detected DNA breaks and increased angiogenic potential. Cytokine and metabolic analyses confirmed the induction of a systemic proinflammatory state, and the integration analysis highlighted the key role of cells that are not directly exposed in the overall molecular toxicological response. We observed alterations especially in signaling pathways that are known to play key roles in the onset of CVD (e.g., iNOS, PDGF and PI3/AKT signaling). Our findings thus emphasize the importance of enabling cellular crosstalk in exposure assessment studies combined with systems biology approaches to better determine potential human health risks beyond the lung due to exposure to SOA.

**Fig. 6:**
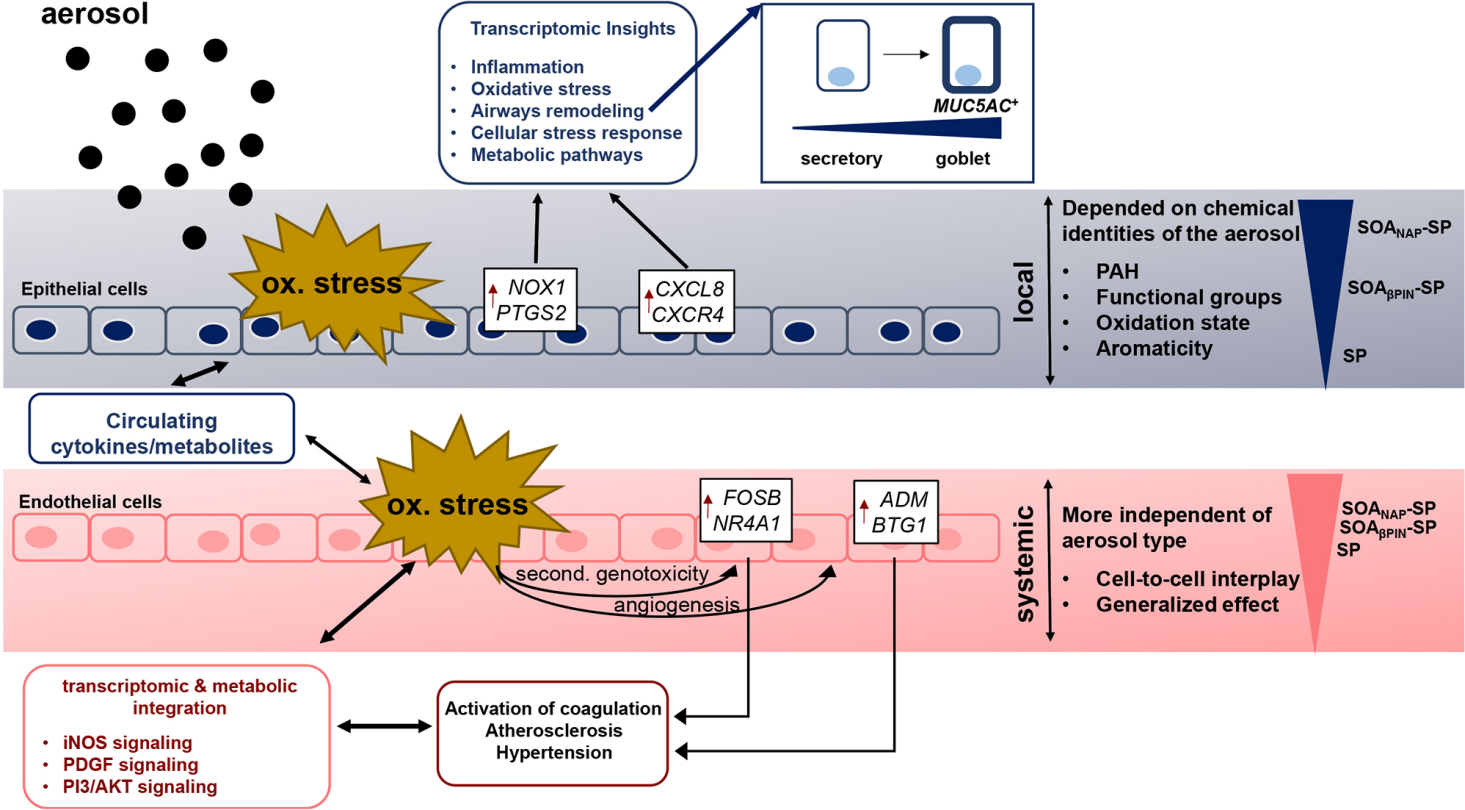
Proposed pathomechanisms triggered by aerosol exposure. Aerosols confer most of their effects via damage to the lung (inflammation, oxidative stress, genotoxicity, and airway remodeling toward MUC5AC^+^ goblet-secretory like cells). This effect seemed to be dependent on the chemical composition of the specific aerosols (organic content, PAHs, functional groups, oxidation state, aromaticity) and was greatest after exposure to SOA_NAP_-SP, followed by SOA_βPIN_-SP and SP. The primary target organ damaged by aerosols converges at the cardiovascular level by inducing dysfunctions in endothelial cells (secondary genotoxicity), inflammation, metabolic reprogramming, and angiogenesis. These effects seemed to be more independent of the aerosol type and systemic treatment, resulting in the activation of coagulation, atherosclerosis and/or hypertension via iNOS, PDGF and/or PI3/AKT signaling, respectively

## Materials and methods

### Aerosol generation and PM (SOA) characterization

A detailed description of the aerosol generation and characterization has been given previously [20, 21, 85]. Briefly, secondary organic aerosols (SOA) of either naphthalene (Sigma-Aldrich, 147141-25G, 99%) or β-pinene (Sigma-Aldrich, 402753-10G, ≥ 99%) were produced by mixing their pure vapor with soot particles (SP) from a Combustion Aerosol Standard generator (CAST, model 5201 C; Jing Ltd., Zollikofen, CH). The mixtures were subsequently processed in an oxidation flow reactor (potential aerosol mass reactor, PAM, Aerodyne Research Inc., Billerica, MA, US) [86, 87] for the simulation of atmospheric photooxidation (aging) dominated by OH radicals. This process resulted in two SOA types, SOA_βPIN_-SP and SOA_NAP_-SP. Pure SP were fed into the PAM and used as condensation nuclei in the SOA experiments, without precursor addition or aging, as a reference. Methanolic extracts of SOA-SP were examined by ultrahigh-resolution Fourier-transform ion cyclotron resonance mass spectrometry (SolariX, 7 T FT-ICR MS, Bruker Daltoniks, Bremen, GE) with electrospray ionization in positive and negative mode with detailed parameters discussed previously elsewhere [20] to determine the elemental composition. The elemental composition was determined by the exact mass identified at a signal-to-noise ratio (S/N) of 9. The following settings were applied for elemental composition assignment: C_c_H_h_O_o_Na_x_; for positive mode ESI: 2 ≤ c ≤ 100, 2 ≤ h ≤ 100, o ≤ 20, and x ≤ 1; and for negative mode ESI: 2 ≤ c ≤ 50, 2 ≤ h ≤ 100, o ≤ 16, and x ≤ 0 with a maximum error of 2 ppm. To describe the degree of unsaturation, the concept of double bond equivalents (DBE) is used, considering that the octet rule (except for hydrogen) is obeyed and that unsaturation is caused by covalent carbon – carbon bonds.

1 $$DBE = 1 + C - 0.5H + 0.5N$$

The MCR is calculated from the relation of DBE to the number of oxygen atoms (#O) via the sum formula.

2 $$MCR = {{DBE} \over {\# O}}$$

### Gas phase characterization

VOC in the gas phase were analysed and quantified via proton-transfer-reaction (PTR) high-resolution time-of-flight mass spectrometry (PTR-TOFMS; IONICON Analytik GmbH, Innsbruck, AT) via measurements of the filtered gas phase at the outlet of the PAM at a 1:10 dilution using previously described settings and procedure in [88].

### Cell culture and ALI exposure

Detailed descriptions of the cell culture and the ALI exposure systems used are given in Offer, Hartner [21]. Briefly, A549 human alveolar epithelial cells (ATCC^®^, CCL-185™) and EA.hy926 human endothelial cells were routinely cultured in high-glucose Gibco Dulbecco’s Modified Eagle Medium: Nutrient Mixture F-12 (DMEM/F-12) (ThermoFisher Scientific, 31331-028) supplemented with 5% (v/v) fetal bovine serum (FBS) (ThermoFisher Scientific, 10500-064), 100 U/mL penicillin, and 100 µg/mL streptomycin (P/S; Sigma-Aldrich, P4333) in a humidified incubator at 37 °C and 5% CO_2_. For the coculture exposure experiments, A549 cells were seeded on transferrable 24 mm Transwell^®^ inserts with a polyester membrane (0.4 μm pore-size, Type #3450, Corning, NY, US) 96 h before the exposure experiments at a density of 1.8 × 10^5^ cells/mL per insert (3.8 × 10^4^ cells/cm^2^ growth area) with 1.5 mL of cell culture medium provided at the basal compartment and 1 mL at the apical side of the Transwell^®^ plate. Forty-eight hours after the initial cell seeding, the culture medium on the apical side was removed to establish ALI conditions, and fresh cell culture medium (1.5 mL) was added to the basal compartment. After an additional 24 h later, the inserts were inverted, 1 × 10^5^ EA.hy926 cells per insert (0.21 × 10^4^ cells/cm^2^ growth area) were seeded in 750 µl of medium, and after 1 h, the insert was returned, after which fresh medium (1.5 mL) was added to the basolateral compartment of the Transwell^®^ plate. On day 5, the day of the exposure experiments, the inserts were placed in the exposure modules of the ALI exposure system (Vitrocell^®^ Automated Exposure Station Standard Version, Vitrocell Systems, Waldkirch, GE) with 1.8 mL of serum-free DMEM/F12 medium supplemented with 1% P/S and 15 mM N-2-hydroxyethylpiperazine-N-2-ethane sulfonic acid (HEPES) buffer solution (ThermoFisher Scientific, 15630-056) in the basolateral compartment. The cells were then exposed for 4 h to conditioned (85% r.h. 37 °C) and 1:3 diluted aerosol (PM in the gas phase), named SP, SOA_βPIN_-SP and SOA_NAP_-SP with a 100 mL/min flowrate over every position in the ALI exposure system, as described in Mülhopt, Dilger [89]. Due to trumpet-shaped flow-guiding elements in every position of the ALI exposure system, the aerosols are depositing onto cells by diffusion and sedimentation [90]. In addition to the aerosol exposures, each system had a separate clean air (CA; purified compressed laboratory air) exposure sector serving as a control. Aerosol exposure to SP was conducted in *n* = 3 independent experiments, to SOA_βPIN_-SP in *n* = 4 independent experiments and to SOA_NAP_-SP in *n* = 4 independent experiments. To avoid possible sources of inherent variability in the deposited aerosols due to the ALI exposure system, the same insert positions were always used per module. After exposure, the effects of the aerosols and CA on cells were examined via several assays (RNASeq analysis), and the exposure medium was collected (from the sample media) on ice and frozen at -80 °C for later analyses (cytokine and metabolome analysis).

### RNA extraction, library construction and sequencing

Transwell^®^ inserts were placed in a 6-well plate (ThermoScientific, 140675) containing RNAprotect Cell Reagent (QIAGEN, Hilden, 76526) immediately after exposure. Then, the A549 cells on the apical side and the EA.hy926 cells on the basolateral side were carefully scraped with a cell scraper (Sigma, SIAl0010) and separately stored at -20 °C until RNA extraction. Total RNA was extracted from the cells using an RNA Plus Mini Kit (QIAGEN, Hilden, 74136) according to the manufacturer’s instructions. The quality of the extracted RNA was assessed with a Nanodrop and TapeStation (Agilent Technologies, CA, US) and only replicates with high RNA integrity (RIN > 9.8) were processed for RNA sequencing (RNASeq) at the Crown Genomics Institute of the Nancy and Stephen Grand Israel National Center for Personalized Medicine, Weizmann Institute of Science. Total RNA (500 ng for each sample) was processed using the inhouse poly A-based RNAseq protocol (INCPM mRNA Seq). SR reads were sequenced on 1 lane(s) of an Illumina NovaSeq Sp (100 cycles) with an output of ~ 17 million reads per sample. Libraries were evaluated by Qubit (Thermo FisherScientific Inc., MA, US) and TapeStation (Agilent Technologies, CA, US) instruments. A detailed description of the RNA extraction, library construction and sequencing procedure was previously described in [20]. Shortly, P Poly-A/T stretches and Illumina adapters were trimmed from the reads using cutadapt [91], resulting reads shorter than 30 bp were discarded. Reads were mapped to the H. sapiens reference genome GRCh38 using STAR [92], supplied with gene annotations downloaded from Ensembl (and with EndToEnd option and outFilterMismatchNoverLmax was set to 0.04). The percentage of the reads aligned uniquely to the genome was 97%. Reads with the same UMI were removed using the PICARD MarkDuplicate tool using the BARCODE_TAG parameter. Expression levels for each gene were quantified using htseq-count (version 0.11.2) [93], using the gtf above. Only uniquely mapped reads were used to determine the number of reads falling into each gene (intersection-strict mode). The sequencing data have been deposited in the NCBI´s Gene Expression Omnibus [94] and are accessible through the GEO Series accession number GSE226350 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE226350).

### Differential gene expression analysis

All the statistical analyses were performed in the R programming language (version 4.1.2). For the A549 and EA.hy926 samples, genes with a count per million (CPM) reads ≥ 30 in at least 3 samples (the number of the fewest replicates of a given condition) were retained. Gene expression levels were normalized by the trimmed mean of M-values (TMM) method using the calcNormFactors function of the EdgeR package in R [95]. Moreover, samples were corrected based on the processed sequencing batch, and differential expression analyses were performed using the limma-voom package in R [96]. Significantly differentially expressed genes (DEGs) of all aerosol types compared to those of the clean air (CA) control were selected with a controlled FALSE positive rate (BH method) of 5% (FDR ≤ 0.05). Upregulated genes were selected at a minimum log_2_-fold change of 0.5, and downregulated genes were selected at a minimum log_2_-fold change of -0.5. Principal component analyses (PCA) were performed using batch effect-corrected normalized values of the genes expressed by A549 and EA.hy926 cells. Heatmaps were drawn on the normalized expression matrix using the heatmap.2 function from the gplots package in R with Euclidean distance and complete linkage for hierarchical clustering [97]. To visualize the statistical significance versus the log_2_-fold change, volcano plots were generated by using the EnhancedVolcano plot function in R [98]. Venn diagrams were constructed using the vennDiagram function based on the overlapping DEGs (FDR ≤ 0.05, log_2_-fold change ≤ -0.5/ ≥ 0.5).

### Gene Ontology (GO) overrepresentation analysis and GO gene set enrichment analysis

Gene Ontology (GO) overrepresentation analysis of the biological process (BP) and molecular function (MF) categories was performed using the enrichGO function from the clusterProfile package in R [99] based on DEGs (FDR ≤ 0.05, log_2_-fold change ≥ 0.5) of A549 and EA.hy926 cells, respectively. Important GO terms were selected based on an FDR ≤ 0.05, and the top ten results were plotted by bar plots showing the –log_10_(p-value) of the analysis. Gene set enrichment analysis (GSEA) was performed by the gseaGO function from the clusterProfile package in R, which computes the normalized enrichment score (NES) for each cell line and condition. For our analysis, only pathways with a NES above 2 or below − 2 were selected and further analysed by categorization into their respective GO ‘parent’ terms [100, 101], which was followed by clustering of the significant DEGs (FDR ≤ 0.05, log_2_-fold change ≥ 0.5) in a heatmap generated with the heatmap function of the complexHeatmap package in R [102].

### Plotting specific gene expression across aerosol exposure

Using heatmaps, we identified genes within the functional GO gene sets (“response to stimuli” and “inflammatory response”) and created boxplots on the basis of the normalized counts (TMM). Moreover, categories were generated with the names “mucin-related gene” and “innate immunity”, in which we plotted the fold change in DEGs in A549 cells (FDR ≤ 0.05, log_2_-fold change ≥ 0.5 or ≤ -0.5) that have been previously published within those contexts [56]. For EA.hy926 cells, we focused on genes (FDR ≤ 0.05, log_2_-fold change ≥ 0.5 or ≤ -0.5) that have been used as markers for “atherosclerosis” or “endothelial cell biology”, including “angiogenesis, vasodilation and -constriction”, coagulation, and platelet activation, by Qiagen RT^2^ Profiler PCR Arrays. The genes were plotted that were detected in our dataset were determined to be differentially expressed (FDR ≤ 0.05, log_2_-fold change ≥ 0.5 or ≤ -0.5).

### Cytokine detection

Several cytokines, such as CXCL11/I-TAC, IFNγ, IL-12p70, IL-1β, IL-23, IL-6, IL-8 and TNF-α, were measured in the frozen collected sample media by using the MILLIPLEX MAP Human High Sensitivity T-Cell Panel-Immunology Multiplex Assay. Cytokines were measured with a Milliplex Magpix instrument (Luminex, Merck KGaA, Darmstadt, GE). Analysis was performed according to the manufacturer’s instructions. Twenty-five microliters of the cell medium was used for the analysis. The calibration curves for each cytokine were calculated within the assay, and the detection ranges for each cytokine were different: CXCL11/I-TAC: 1.46–6000 pg/mL, IFNγ: 0.61–2500 pg/mL, IL-12p70: 0.49–2000 pg/mL, IL-1β: 0.49–2000 pg/mL, IL-23: 7.23–32,500 pg/mL, IL-6: 0.18–750 pg/mL, IL-8: 0.31–1250 pg/mL and TNF-α 0.43–1750 pg/mL. Cytokine concentrations were determined by fluorescence intensity, and fluorescence data were analyzed with Millipore Milliplex Analyst version 3.4 according to the manufacturer’s recommendations. Statistical analyses were performed with the calculated concentrations of each sample.

### Metabolomic sample preparation and untargeted GC/MS of sample media

Metabolomes were detected from the frozen collected sample media from three independent experiments per aerosol type. The derivatization method and GC/MS setup used were modified from the methods described previously Pink, Verma [103]. Then, 50 µL of the thawed collected sample media was added to 450 µL of a cold methanol/water mixture (88.9%, 11.1%) on ice. After vortexing, the sample was centrifuged for 5 min (18000 rcf, 4 °C). One hundred microliters were then transferred to a 1.5 mL GC vial and dried in a Speedvac. To obtain water-free samples, 100 µL of dichloromethane was added, and the samples were subsequently dried in a Speedvac. The extract was solubilized in 50 µL of a methoxyamine hydrochloride solution (20 mg/mL in pyridine) by sonication and incubated at 50 °C for 60 min before being placed on an orbital shaker at room temperature overnight. Afterwards, 25 µL of MSTFA (N-methyl-N-(trimethylsilyl) trifluoroacetamide) supplemented with 1% trimethylchlorosilane (TMCS) was added, and the mixture was further incubated for 60 min at 40 °C. For analysis, the samples were transferred to 100 µL inserts and frozen at − 80 °C until analysis. The derivatized metabolites were separated and semi-quantified by GC/MS analysis using an HP 8890/5977B GC/MS (Agilent Technologies, Waldbronn, Germany) instrument equipped with a 30 m × 320 μm (i.d.) Optima 5 column coated with a 5% phenyl/ 95% methylpolysolixane cross-linked stationary phase (0.25 μm film thickness; MACHEREY-NAGEL, Düren, Germany). Helium was used as the carrier gas at a flow rate of 1.5 mL/min. Two microliters of each sample were injected (injector temperature: 250 °C) in splitless mode with a solvent cutoff time of 6 min. The oven temperature was maintained at 80 °C for 10 min and then linearly increased at a rate of 5 °C/min up to 330 °C. The MS instrument was operated in electron impact ionization mode at 70 eV with the quadrupole temperature set at 150 °C and the source temperature set at 230 °C. Full scans were acquired by repetitive scanning over the mass range from 60 to 550 Da at a scan rate of 500 ms/scan.

### GC/MS spectrum and data analysis of sample media

A detailed description of the conversion of the GC/MS spectra, the database and the peak identification was previously described in Pink, Verma [104]. Briefly, the GC/MS spectra were evaluated by running the R package eRah [105], and peak identification was performed with the GOLM metabolome database (version 2011-11-21) [106] supplemented with data from NIST14 (NIST 14 Mass Spec Library and Search Programs – User Manual (sisweb.com)). Metabolome profiling was conducted in three independent experiments (*n* = 3). The resulting metabolites were annotated with the metabolite ID conversion tool of MetaboAnalyst 5.0 software and subjected to PCA and volcano plotting [107]. Moreover, the list of altered metabolites (log_2_FC ≤ -0.5/ ≥ 0.5; *p* ≤ 0.05) was uploaded alone or together with the RNASeq data (log_2_FC ≤ -0.5/ ≥ 0.5; *p* ≤ 0.05) in the Ingenuity Pathway Analysis (IPA, Qiagen) software for integrated analysis of canonical pathways.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

## Data Availability

The sequencing data have been deposited in the NCBI´s Gene Expression Omnibus and are accessible through the GEO Series accession number GSE226350. Metabolome data is provided within the manuscript or supplementary information files.

# Supplementary material for: The chemical composition of secondary organic aerosols regulates transcriptomic and metabolomic signaling in an epithelial-endothelial in vitro coculture
**Source:** Part Fibre Toxicol. 2024 Sep 19;21:38. doi: 10.1186/s12989-024-00600-x
**Supplement:** Supplementary file 4 — Supplementary Material 4

# **Supplemental Material**

**The Chemical Composition of Secondary Organic Aerosols Regulates Transcriptomic and Metabolomic Signaling in an Epithelial-Endothelial *In Vitro* Coculture**

Svenja Offer^1,2^, Sebastiano Di Bucchianico^1,2,3^*, Hendryk Czech^1,2^, Michal Pardo^4^, Jana Pantzke^1,2^, Christoph Bisig^1^, Eric Schneider^2,3^, Stefanie Bauer^1^, Elias J. Zimmermann^1,2^, Sebastian Oeder^1^, Elena Hartner^1,2^, Thomas Gröger^1,2^, Rasha Alsaleh^5^, Christian Kersch^5^, Till Ziehm^6^, Thorsten Hohaus^6^, Christopher P. Rüger^1,2,3^, Simone Schmitz-Spanke^5^, Jürgen Schnelle-Kreis^1^, Martin Sklorz^1^, Astrid Kiendler-Scharr^6†^, Yinon Rudich^4^ and Ralf Zimmermann^1,2,3^

# **Table of Contents**

**Table S1.**  Deposition and toxicity results of co-culture exposed to SP, SOA_βPIN_-SP, and SOA_NAP_-SP.

**Table S2.** Top 5 VOC found in SOA_NAP_-SP and SOA_βPIN_-SP measured by PTR. Results are shown as the concentration [ppb] ± SD of n = 3 independent experiments.

**Table S3.** The most up- and downregulated genes in A549 cells after the exposure to SP compared to the CA Ctrl. Data are from n = 3 independent experiments.

**Table S4.** The most up- and downregulated genes in A549 cells after the exposure to SOA_βPIN_-SP compared to the CA Ctrl. Data are from n = 4 independent experiments.

**Table S5.** The most up- and downregulated genes in A549 cells after the exposure to SOA_NAP_-SP compared to the CA Ctrl. Data are from n = 4 independent experiments.

**Table S6.** The most up- and downregulated genes in EA.hy926 cells after the exposure to SP compared to the CA Ctrl. Data are from n = 3 independent experiments.

**Table S7.** The most up- and downregulated genes in EA.hy926 cells after the exposure to SOA_βPIN_-SP compared to the CA Ctrl. Data are from n = 4 independent experiments.

**Table S8.** The most up- and downregulated genes in EA.hy926 cells after the exposure to SOA_NAP_-SP compared to the CA Ctrl. Data are from n = 4 independent experiments.

**Figure S1.** Number of oxygen atoms (#O) vs double bond equivalents (DBE).

**Figure S2.** Differential expression analysis.

**Figure S3.** Volcano Plots.

**Table S1.** Deposition and toxicity results of co-culture exposed to SP, SOA_βPIN_-SP, and SOA_NAP_-SP. Co-cultures (A549/EA.hy926) were exposed 4 h in an ALI exposure system to unaged pure SP (CAST soot; 1mg m^-3^) or atmospheric photooxidation (aging) by OH radicals in a PAM (potential aerosol mass) reactor of SP (CAST soot; 1mg m^-3^) together with either naphthalene (4 mg m^-3^) or β-pinene (4 mg m^-3^), forming SOA_NAP_-SP and SOA_βPIN_-SP, respectively. Results are presented as mean values ± SEM of n independent experiments (Ctrl: n = 8, SP: n =4, SOA_βPIN_-SP: n = 4 and SOA_NAP_-SP: n = 5 for all dilutions). Angiogenic potential was calculated using the following equation $Angiogenic score=\left( \frac{\left( No. of sprouting cells \right)*1+\left( No. of connected cells \right)*2+\left( no. of polygons \right)*3}{Total number of cells} \right)+(0, 1 or 2)$. The addition of 0, 1 or 2 to the total value depends on the presence of a complex mesh. No complex mesh is represented by the addition of 0 points, for the existence of luminal structures consisting of 2-3 cell layers an addition of 1 point is necessary and for luminal structures greater than 3 cell layers an additional value of 2 is added.

|  | Ctrl | SP | | | | SOA_NAP_-SP | | | | SOA_βPIN_-SP | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Dilution |  | undiluted (1:1) | 1:3 | 1:10 | 1:30 | undiluted (1:1) | 1:3 | 1:10 | 1:30 | undiluted (1:1) | 1:3 | 1:10 | 1:30 |
| Deposition ng cm^-2^ | - | 9 ± 1 | ≈ 3 | ≈ 0.9 | ≈ 0.3 | 28 ± 2 | ≈ 9 | ≈ 3 | ≈ 0.9 | 17 ± 2 | ≈ 6 | ≈ 2 | ≈ 0.6 |
| LDH mU ml^-1^ | 38 ± 5 | 148 ± 50 | 57 ± 13 | 216 ± 69 | 101 ± 19 | 157 ± 40 | 56 ± 8 | 43 ± 14 | 59 ± 9 | 158 ± 32 | 68 ± 8 | 83 ± 19 | 118 ± 29 |
| MDA ng ml^-1^ | 6 ± 1 | 11 ± 5 | 8 ± 2 | 9 ± 3 | 8 ± 1 | 53 ± 8 | 27 ± 3 | 14 ± 2 | 10 ± 1 | 18 ± 6 | 12 ± 3 | 4 ± 2 | 7 ± 4 |
| % DNA breaks | **A549:**  4 ± 0.1 **EA.hy926:**  4 ± 0.1 | **A549:**  8 ± 0.2 **EA.hy926:**  4 ± 0.1 | **A549:**  7 ± 0.5  **EA.hy926:**  4 ± 0.1 | **A549:**  5 ± 0.6  **EA.hy926:**  4 ± 0.1 | **A549:**  5 ± 0.4  **EA.hy926:**  4 ± 0.2 | **A549:**  17 ± 0.8  **EA.hy926:**  8 ± 0.3 | **A549:**  19 ± 0.6 **EA.hy926:**  7 ± 0.4 | **A549:**  11 ± 1.5 **EA.hy926:**  5 ± 0.2 | **A549:**  15 ± 1.6 **EA.hy926:**  5 ± 0.2 | **A549:**  12 ± 1.6 **EA.hy926:**  4 ± 0.3 | **A549:**  9 ± 0.3 **EA.hy926:**  4 ± 0.1 | **A549:**  9 ± 1.2 **EA.hy926:**  4 ± 0.1 | **A549:**  6 ± 0.5 **EA.hy926:**  4 ± 0.05 |
| IL8 pg ml^-1^ | 340 ± 28 | 520 ± 41 | 490 ± 28 | 696 ± 53 | 430 ± 20 | 1199 ± 271 | 934 ± 47 | 824 ± 26 | 881 ± 26 | 878 ± 287 | 666 ± 22 | 651 ± 22 | 569 ± 32 |
| Angiogenic potential | 3.3 ± 0.3 | 3.4 ± 0.1 | - | - | - | 3.8 ± 0.2 | - | - | - | 3.0 ± 0.3 | - | - | - |

**Table S2.** Top 5 VOC found in SOA_NAP_-SP and SOA_βPIN_-SP measured by PTR. Results are shown as the concentration [ppb] ± SD of n = 3 independent experiments.

| **VOC** | **SOA_NAP_-SP** | | **SOA_βPIN_-SP** | |
| --- | --- | --- | --- | --- |
|  | **concentration [ppb]** | **SD [ppb]** | **concentration [ppb]** | **SD [ppb]** |
| C_10_H_8_: naphthalene | 96 | 3 | - | - |
| C_5_H_2_O_2_: unknown | 58 | 1 | - | - |
| CH_4_O: methanol | 37 | 4 | 59 | 2 |
| C_4_H_8_: butene | 24 | 12 | - | - |
| CH_2_O_2_: formic acid | 23 | 4 | 53 | 11 |
| C_3_H_6_O: aceton/propanal | - | - | 136 | 25 |
| CH_2_O: formaldehyde | - | - | 62 | 5 |
| C_2_H_4_O_2_: acetic acid | - | - | 29 | 7 |

**Table S3.** The most up- and downregulated regulated genes in A549 cells after the exposure to SP compared to the CA Ctrl. Data are from n = 3 independent experiments.

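Tables S3 to S8 list, for each aerosol and cell line, the genes with the largest rises and falls against CA, with the log2 fold change and p-value of the paper's limma-voom fit. Of the genes listed, 120, 120, 118, 120, 120 and 120 could be matched by symbol in Tables S3 to S8, respectively. The edgeR log2 fold change had the sign of the paper's value for 120, 120, 118, 120, 120 and 120 of them and differed from it by no more than 1 standard error for 120, 119, 118, 118, 119 and 119. As DEGs at the thresholds used here, 104, 115, 115, 116, 120 and 120 were called. The median absolute difference between the 2 sets of log2 fold changes was 0.05, 0.04, 0.07, 0.05, 0.03 and 0.03.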

**Table S4.** The most up- and downregulated regulated genes in A549 cells after the exposure to SOA_βPIN_-SP compared to the CA Ctrl. Data are from n = 4 independent experiments.

**Table S5.** The most up- and downregulated regulated genes in A549 cells after the exposure to SOA_NAP_-SP compared to the CA Ctrl. Data are from n = 4 independent experiments.

**Table S6.** The most up- and downregulated regulated genes in EA.hy926 cells after the exposure to SP compared to the CA Ctrl. Data are from n = 3 independent experiments.

**Table S7.** The most up- and downregulated regulated genes in EA.hy926 cells after the exposure to SOA_βPIN_-SP compared to the CA Ctrl. Data are from n = 4 independent experiments.

**Table S8.** The most up- and downregulated regulated genes in EA.hy926 cells after the exposure to SOA_NAP_-SP compared to the CA Ctrl. Data are from n = 4 independent experiments.

**
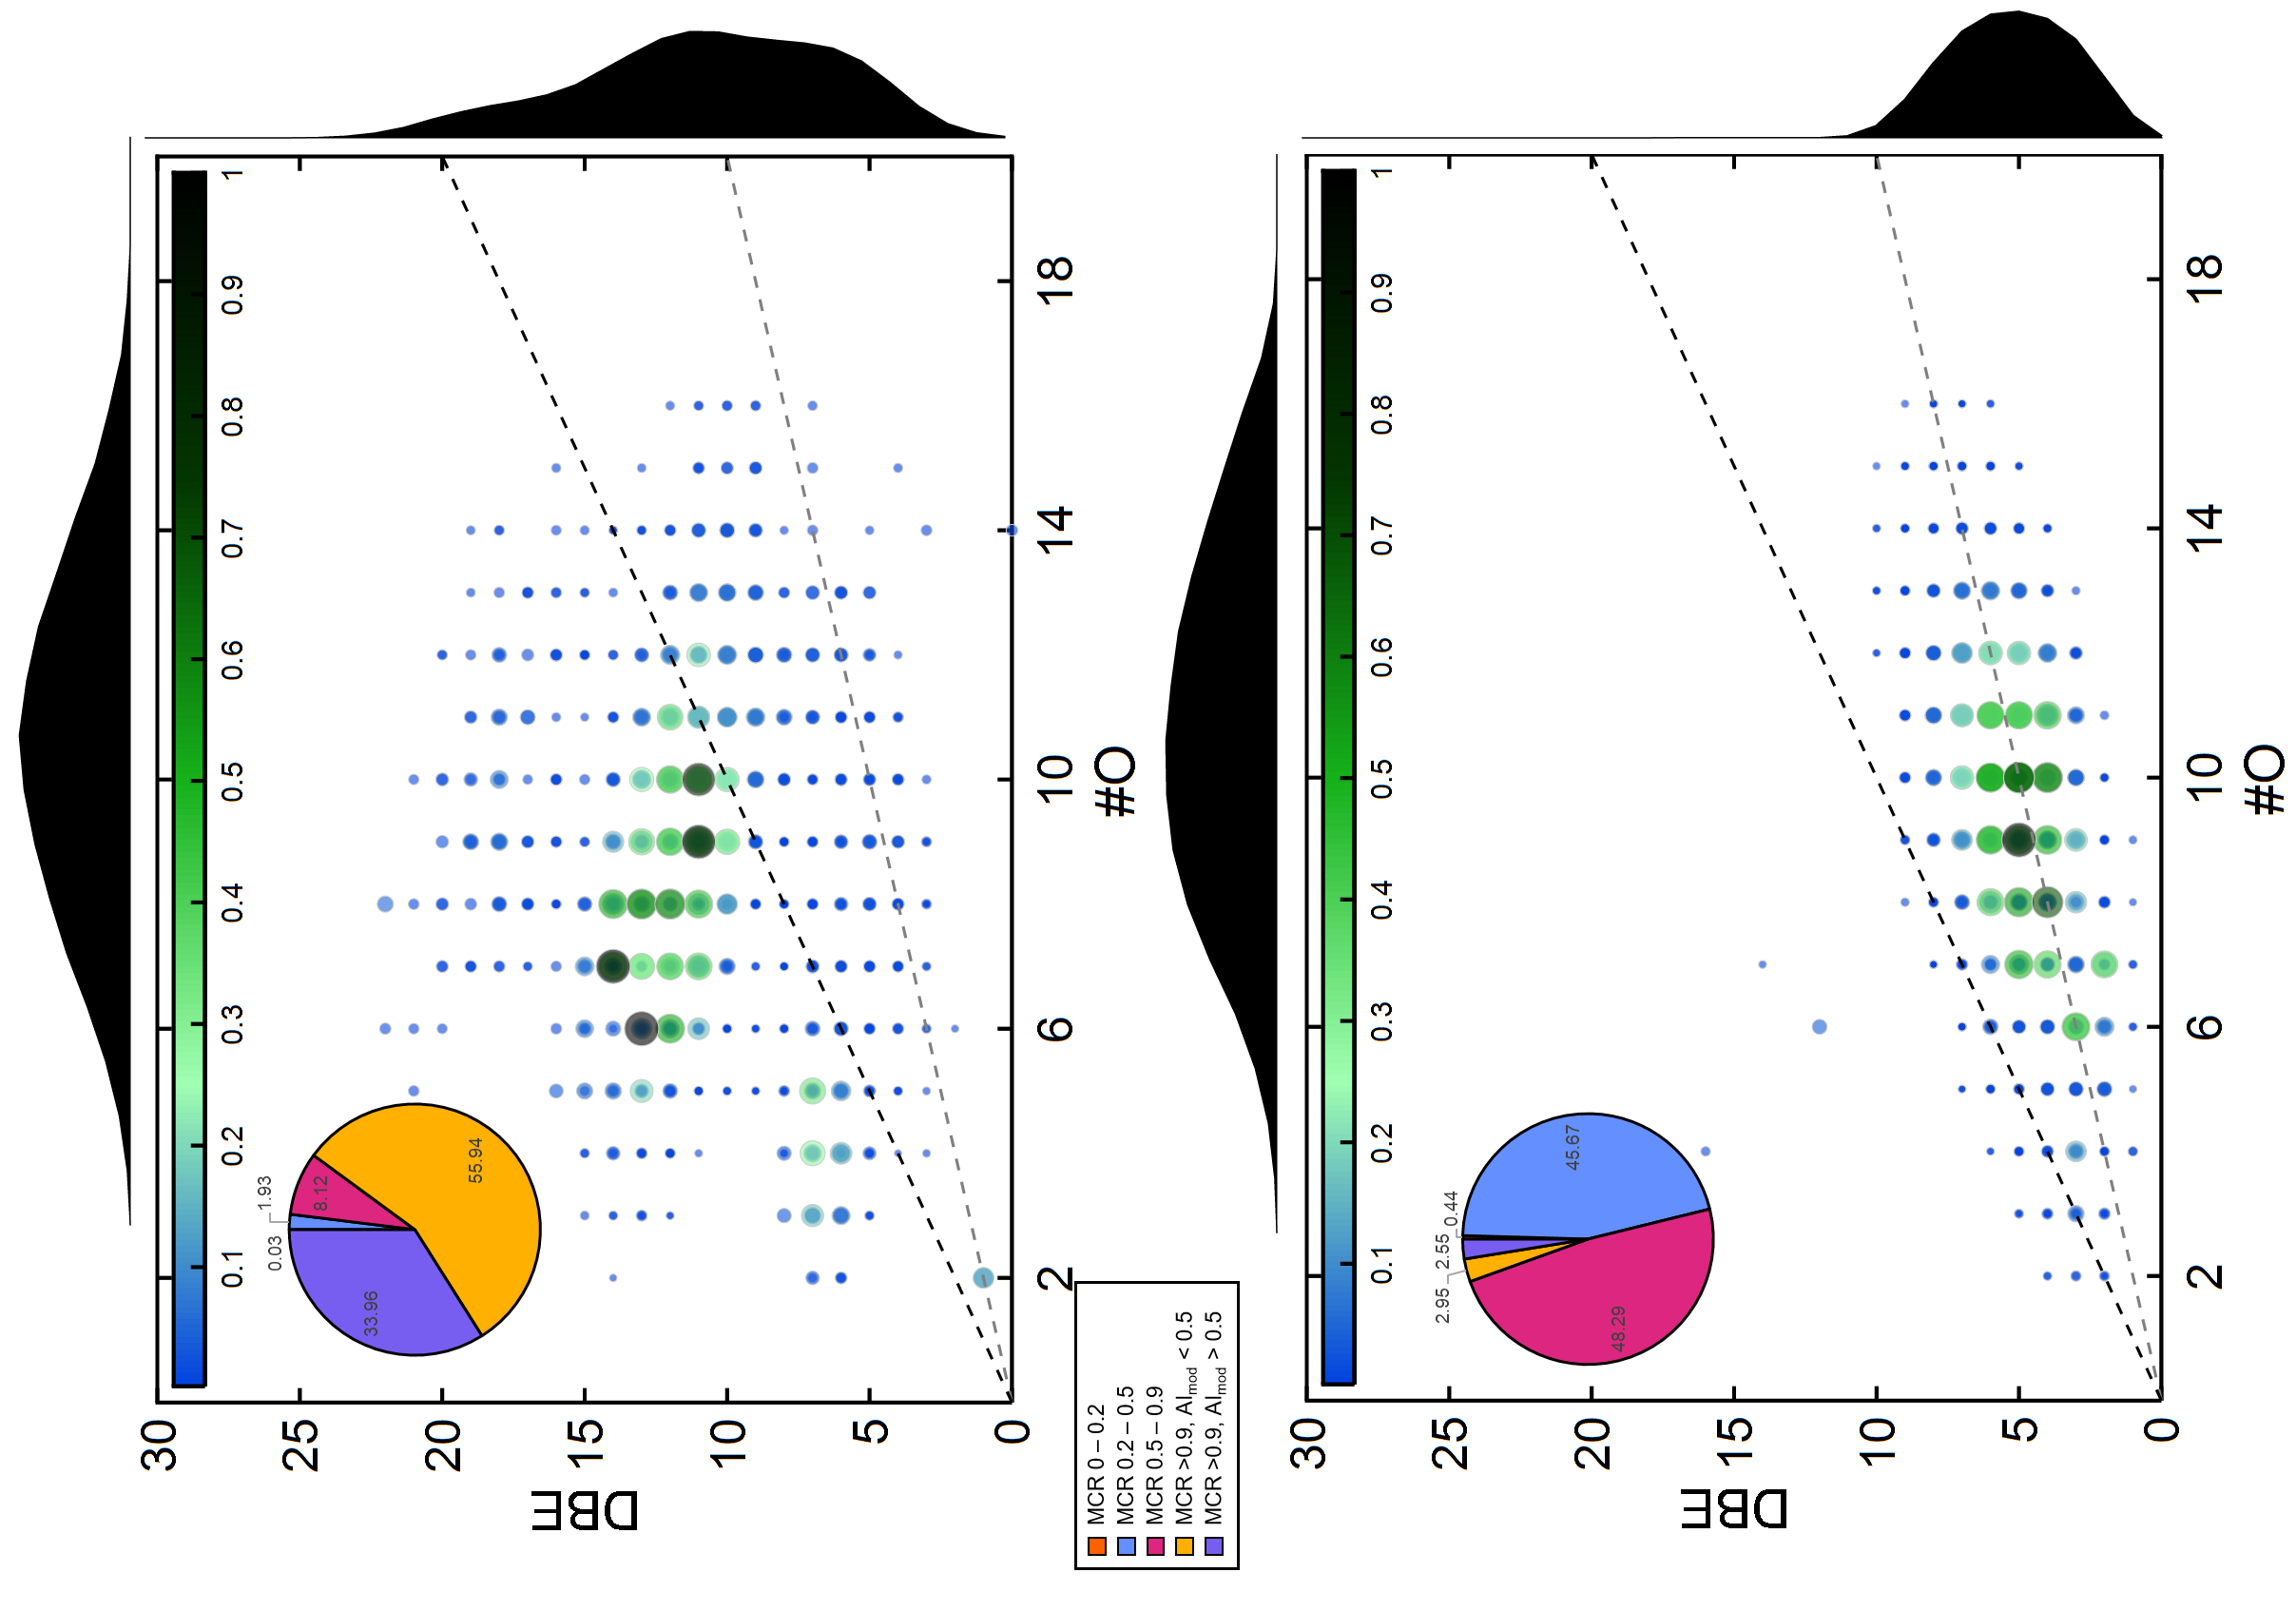
Figure S1.** Number of oxygen atoms (#O) vs double bond equivalents (DBE) in SOA_NAP_-SP (top) and SOA_βPIN_-SP (bottom) with pie charts depicting the percentage of peaks in individual bins of the maximum carbonyl ratio (MCR) and aromaticity index (AI) for ESI in negative mode.

***
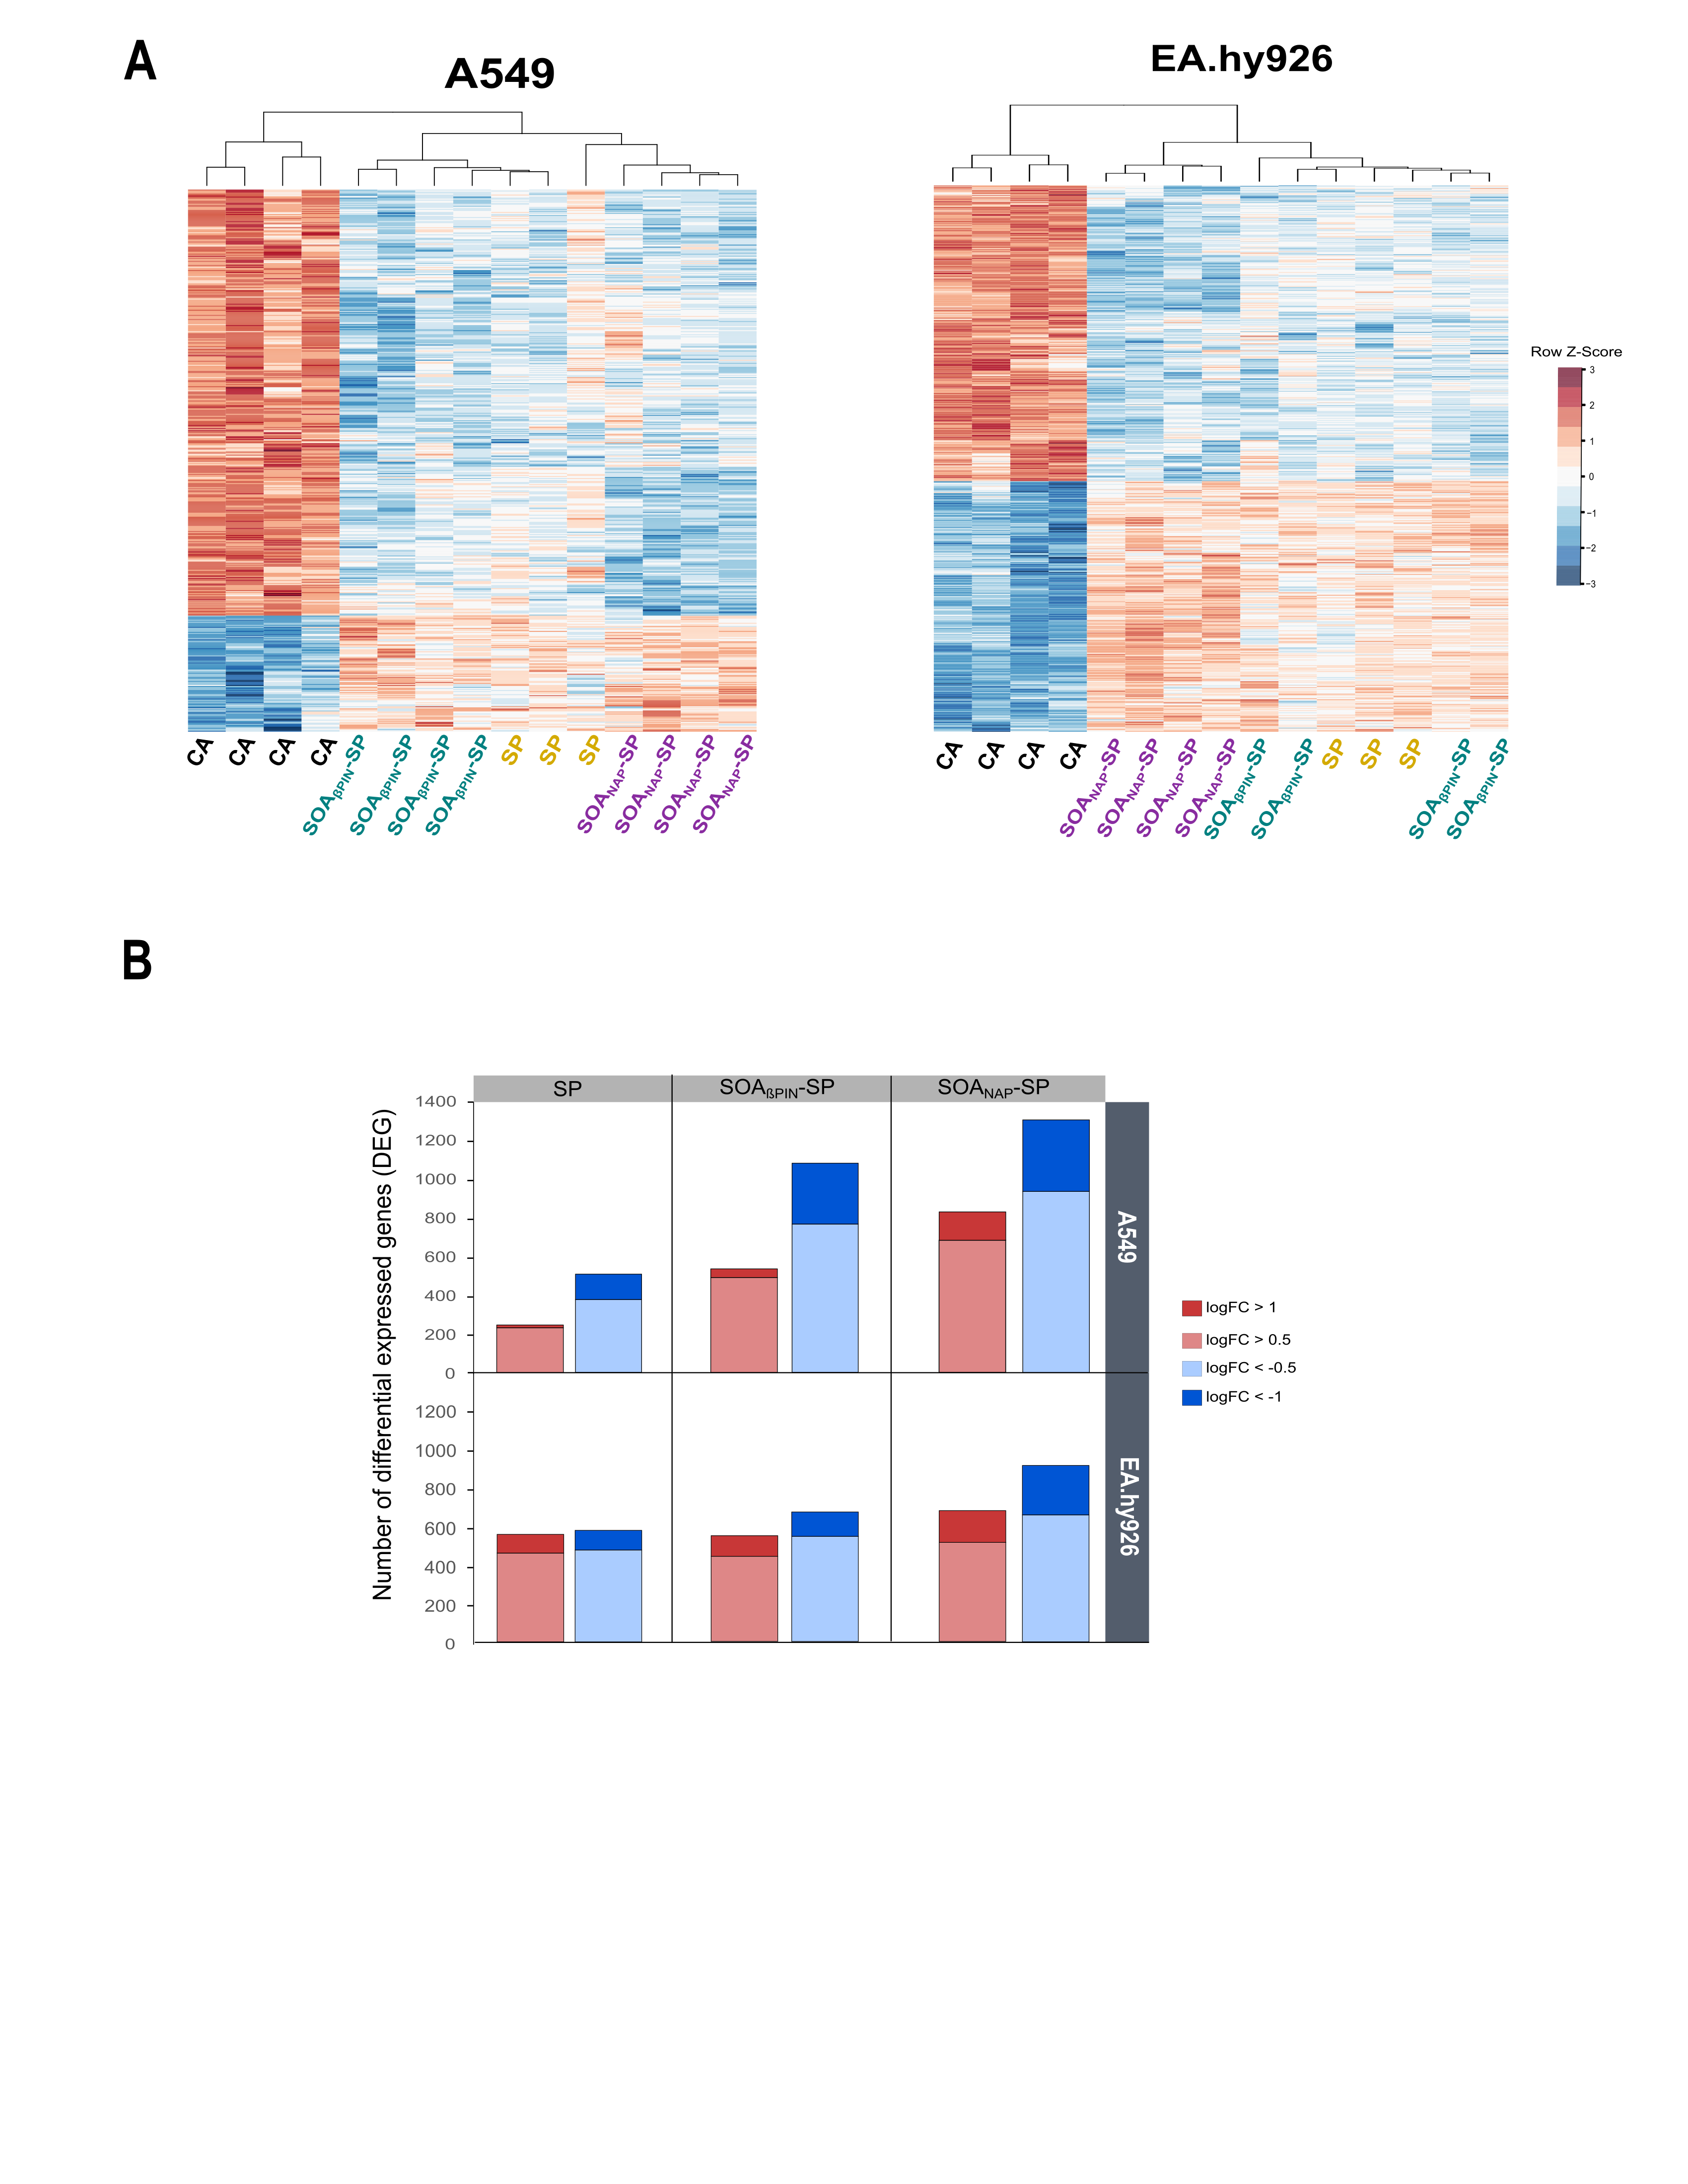
***

**Figure S2. Differential expression analysis.** (**A**) Expression heatmap showing Euclidian sample-to-sample distance matrix with hierarchical clustering of differentially regulated genes in the four exposure groups (CA, SP, SOA_NAP_-SP, and SOA_βPIN_-SP). (**B**) Number of differential expressed genes (DEGs) up- (red) and down-regulated (blue) after the exposure to SP, SOA_βPIN_-SP and SOA_NAP_-SP compared to the CA control in A549 and EA.hy926 cells.

**
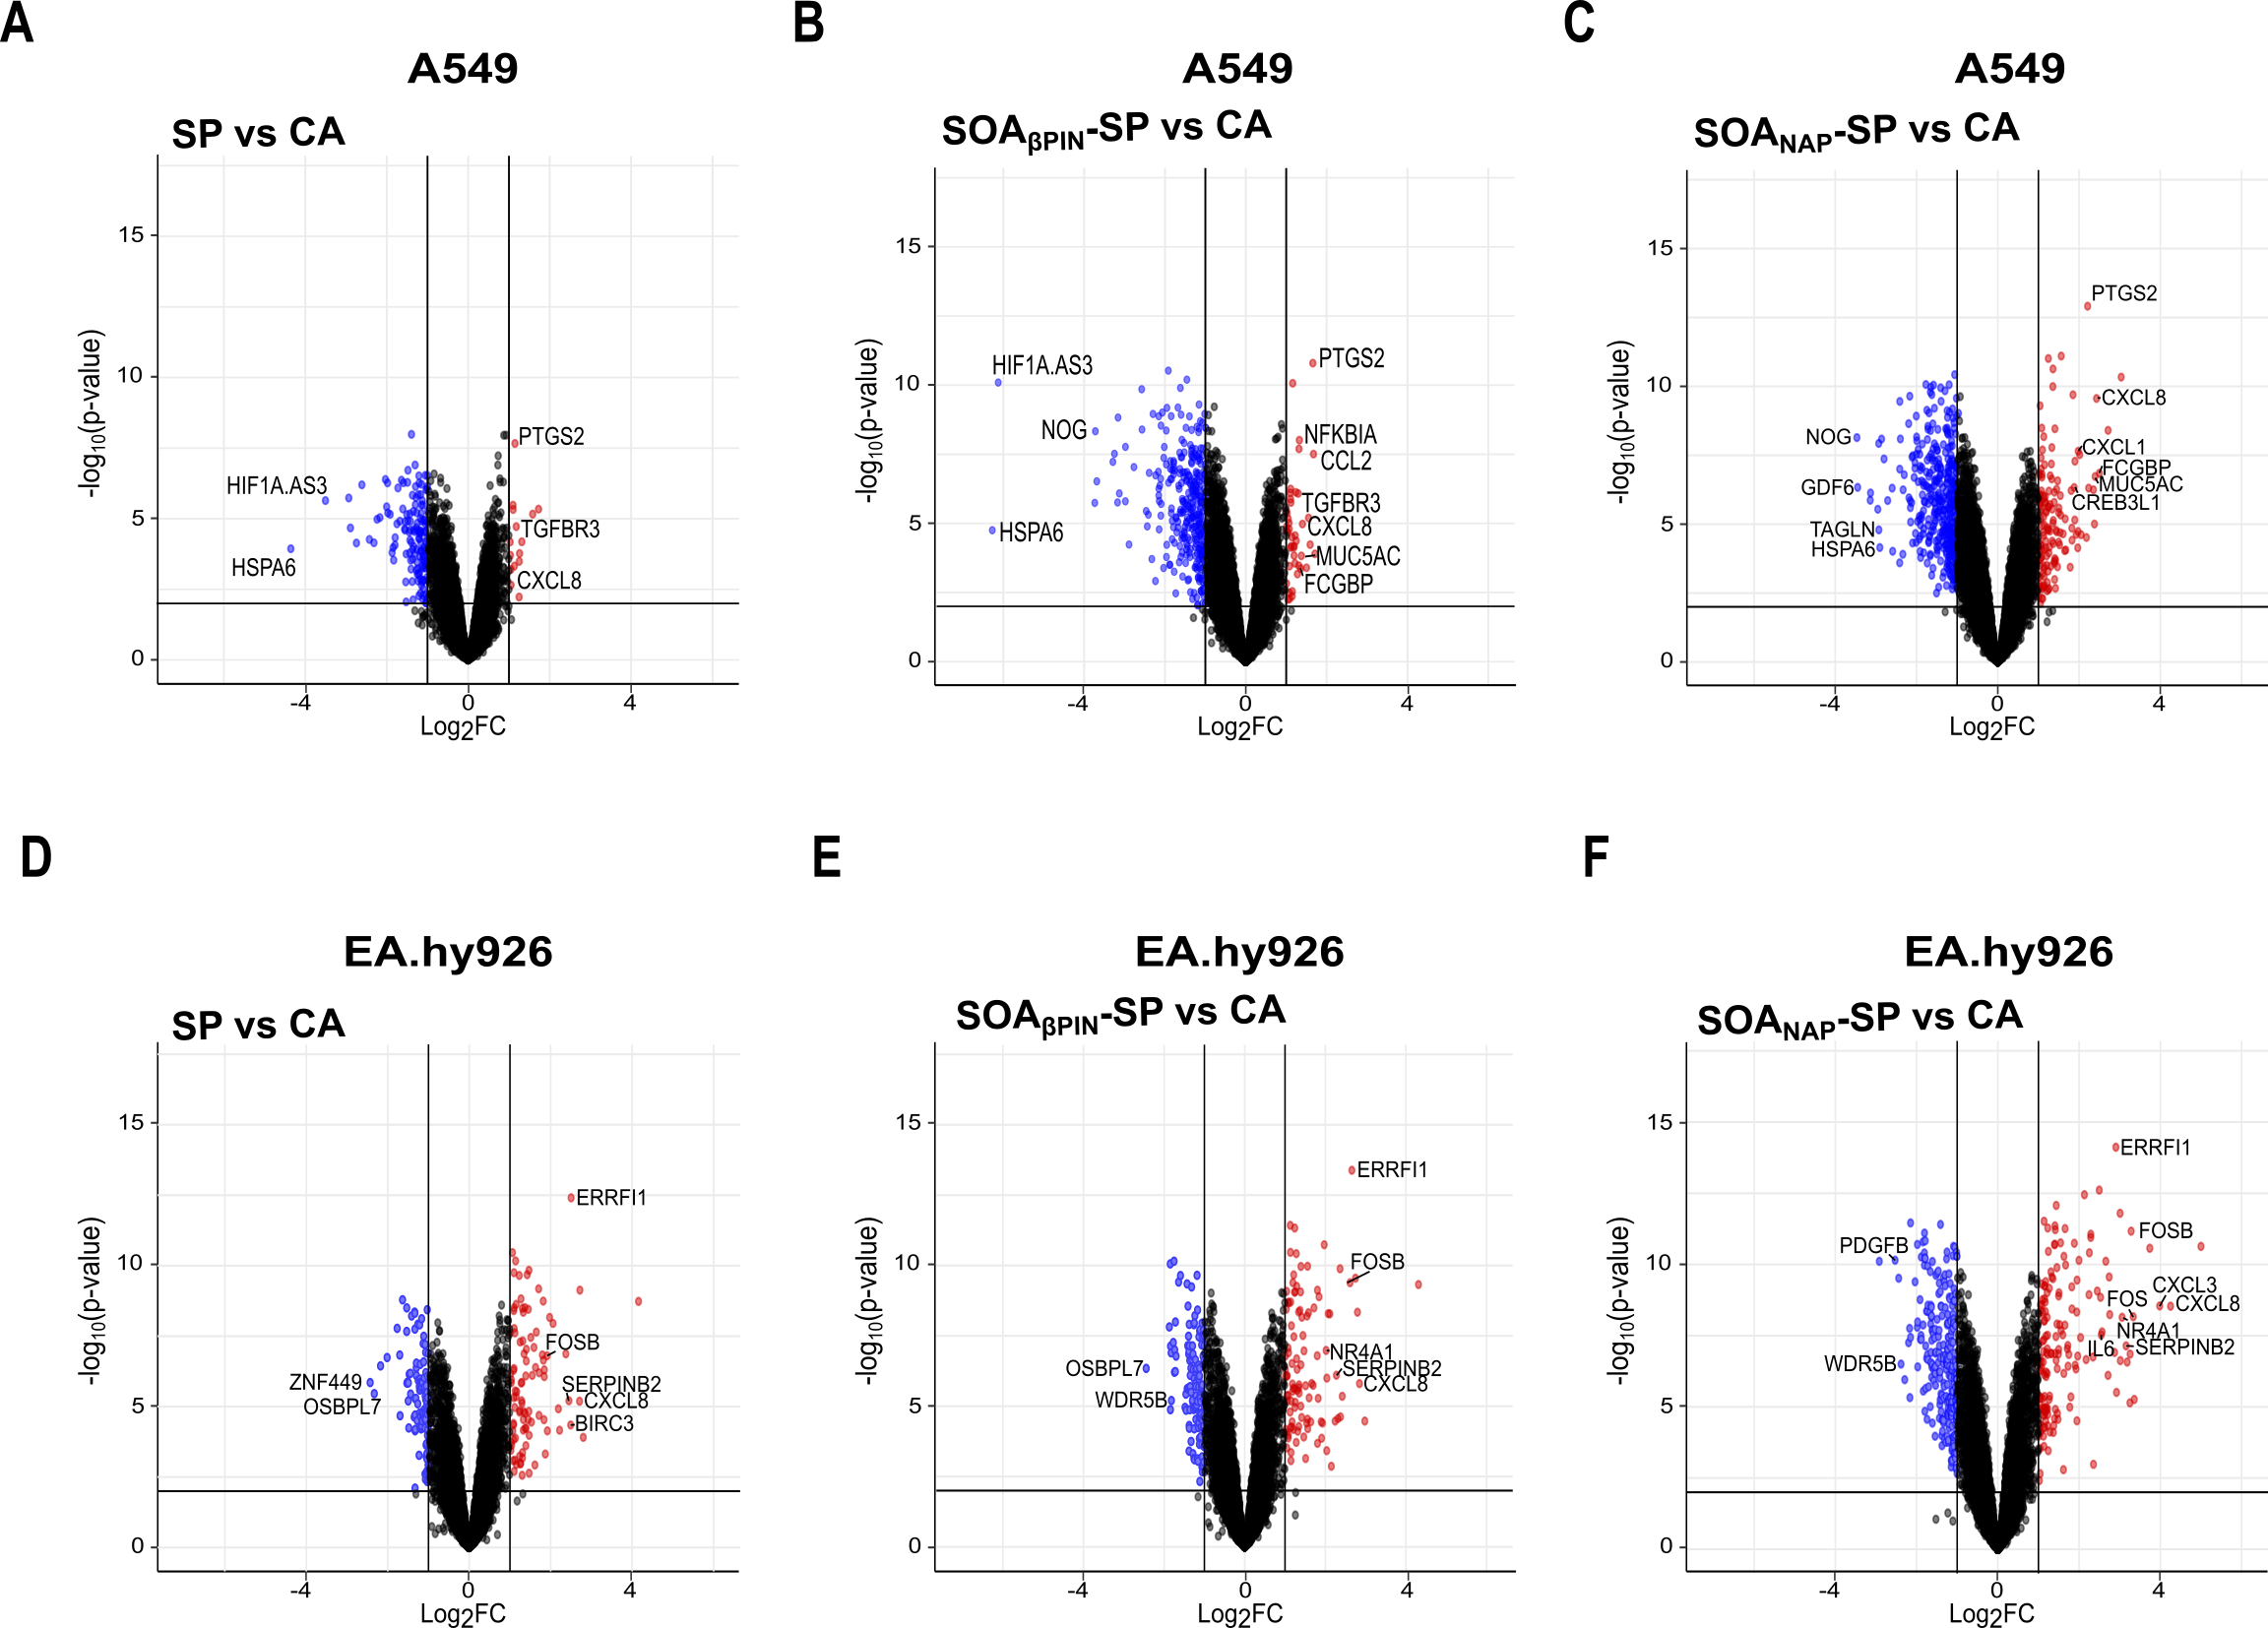
**

**Figure S3. Volcano plots.** (**A - C**) Volcano plots showing the relationship between differential gene expression (adjusted p-value ≤ 0.05 and log_2_FC ≥ 1 and log_2_FC ≤ -1) in A549 after exposure to SP (**A**), SOA_βPIN_-SP (**B**) and SOA_NAP_-SP (**C**). All aerosol exposures are compared to the clean air (CA) control. (**D - F**) Same as in (**A - C**) but based on the analysis in EA.hy926 cells.

How the deposited data were processed for this re-analysis (not part of the article)

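The samples were 30 poly-A RNA libraries, 15 per cell line, from cocultures in which A549 epithelial cells and EA.hy926 endothelial cells shared an insert and were exposed for 4 h to CA, SP, SOA_βPIN_-SP or SOA_NAP_-SP. Both libraries of a coculture come from the same exposure. Groups of 4 (3 for SP) were taken from the sample labels and the paper, and the labels give the libraries of a group different experiment numbers, so they were treated as separate cultures. Libraries of different groups with the same replicate number come from different experiments. No experiment held different aerosols, so differences between aerosols cannot be told apart from differences between experiments.

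The authors deposited gene counts, whole numbers of reads per gene after trimming with cutadapt, alignment with STAR to GRCh38 with Ensembl genes, removal of duplicates by unique molecular identifiers and counting with htseq-count, for the same 18460 genes in each cell line. By the paper's methods, only uniquely mapped reads were counted. The filter that chose these genes and the strand setting of the counting are not given in the sources used here. The submitters' processing notes name STAR 2.7.3a, bcl2fastq 2.20.0.422 and DESeq2 1.26.0, and the mouse build GRCm38, which differs from the human build of the paper's methods. A second kind of deposited table holds a normalized signal, the counts divided by the size factor of DESeq2's median-of-ratios method for the library, without a batch correction. The paper's own tests used TMM, limma-voom and a correction for a sequencing batch that its text does not name, so that correction is in none of the values here.

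All tests started from the counts. They were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Genes with a count of at least 30 in at least 3 libraries of a cell line were kept. A minimum count took the place of the CPM minimum in the paper's methods because genes plotted in its Fig. 3 lie below that minimum. Libraries were scaled by TMM, dispersions estimated with estimateDisp, and edgeR's quasi-likelihood test (glmQLFit with robust = TRUE, glmQLFTest) was fitted to the 15 libraries of a cell line with exposure as the only factor. P-values were adjusted by Benjamini and Hochberg's method over the genes of a comparison, and a DEG had an adjusted p of 0.05 or less and a log2 fold change of at least 0.5 in size, the paper's thresholds. Standard errors of log2 fold changes were derived from the fit as the size of the log2 fold change divided by the square root of the F statistic. Normalized counts are TMM-normalized. Principal components used log2 CPM with a prior count of 2. The difference between the cell lines was tested as an interaction in a fit to all 30 libraries. Counts per library summed to 7317041 to 15012539 in A549 and 10003314 to 16610686 in EA.hy926 cells, and genes under the count minimum were not tested at this depth. Coordinates are those of GENCODE v44 on GRCh38, where 18395 of the 18460 gene IDs were found.

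Each aerosol was compared with CA and with the other aerosols in each cell line. Gene lists of pathways, cell type markers and gene families, the comparisons, the tests and the alternative settings were fixed before the data were examined. Lists were described by their counts of DEGs, also adjusted over the list alone, and tested with camera (inter-gene correlation preset to 0.01, or estimated) on voom values. Fry, a second planned list test that also covers changes in both directions, was run on the same values. Its p-values are not reported here. Lists taken from the paper's figures hold genes the study chose on these samples. The genes named are those the paper names with a direction, the 10 largest rises and the 10 largest falls of each aerosol against CA among DEGs whose exposed libraries all lie on one side of the CA libraries, and 2 to 4 members with the largest change among the DEGs of a list. The values of Tables S3 to S8 had been seen when this rule and the zinc finger list, every tested gene whose symbol is ZNF and a number, were fixed. DEG counts, top genes and principal components had also been looked at before the tests of explanations in the closing section were written down. The alternatives were limma-voom, DESeq2, other filters on low counts, other scalings, a fit to the compared groups alone, the replicate number or the experiment as a block, a surrogate variable, counts thinned to the shallowest library, the authors' normalized values in limma after adding a pseudocount of 1 and taking log2, and each library left out in turn.

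The edgeR steps were tested on simulated counts with 200 changed genes. For SOA_NAP_-SP against CA in A549 cells, 96 of 100 genes changed by a log2 of 1 and 100 of 100 changed by 2 were recovered and 7 unchanged genes were called among 11775 tested, and in EA.hy926 cells 91 and 100 of 100 and 5 among 10709. No pair of libraries within a group looked like one library deposited a second time, since the chi-square per degree of freedom of their counts was 5.24 to 35.0. Pairs from different groups were not compared in this way. Whether replicate numbers pair the libraries was checked by correlating the deviations of same-numbered libraries from their group means. They correlated for SOA_βPIN_-SP and SP in A549 cells (0.260, 0.299 and 0.395 for the 3 pairs), and in every other pair of groups at least 1 correlation was 0.1 or less. The same cocultures gave 0.208, 0.189 and 5.66e-04 in EA.hy926 cells. This pair of groups was singled out by these values, and its same-numbered libraries come from different experiments, so a pairing is not shown. Assays of the paper other than RNA sequencing were not analysed here, and some genes that meet the rule for named genes are not reported here.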

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

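The tests of explanations below were written down before their results were seen, although the directions of the leading genes had been seen by then, and none was chosen after its result, but how the spread is weighed for the mitochondrial transfer RNAs and the heat shock genes was settled, and the zinc finger medians with the CPM minimum were taken, after the values were seen. Zinc finger genes, many of which encode DNA-binding repressors, are not discussed as a group in the paper. Of 263 tested in A549 cells, 2, 9 and 8 rose and 57, 94 and 133 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively (2, 9 and 8 higher and 67, 100 and 135 lower adjusted over the list alone, camera adjusted p = 7.54e-11, 3.40e-11 and 6.67e-15, and adjusted p = 0.238, 0.238 and 0.238 with an estimated correlation), where the SP count was 31 without SP replicate 3, and of 231 in EA.hy926 cells, 10, 10 and 16 rose and 47, 70 and 85 fell (10, 10 and 17 higher and 53, 73 and 86 lower adjusted over the list alone, camera adjusted p = 9.93e-05, 1.48e-07 and 4.48e-06, and adjusted p = 0.158, 0.105 and 0.129 with an estimated correlation). With SOA_NAP_-SP, ZNF365, ZNF548 and ZNF14 fell in A549 cells (log2 fold changes of -2.98, -2.88 and -2.70, standard errors 0.29, 0.33 and 0.37, edgeR adjusted p = 5.38e-07, 2.96e-06 and 2.01e-05), and in EA.hy926 cells ZNF619 and ZNF678 fell (log2 fold changes of -1.99 and -1.90, standard errors 0.24 and 0.30, edgeR adjusted p = 3.89e-06 and 6.67e-05) while ZNF114 rose (log2 fold change of 2.06, standard error 0.36, edgeR adjusted p = 1.73e-04). The median log2 fold change with SOA_NAP_-SP, -0.54 in A549 and -0.29 in EA.hy926 cells, lay below that of each of 10000 lists matched on mean expression (percentile 0 and 0, lowest list -0.13 and -0.12), and after removal of the trend on GC content and gene length it was -0.50 and -0.30, which argues against a trend common to genes of low counts and against GC content or length as the whole cause. With the CPM minimum, 56 of these genes were tested in A549 cells, where 0, 3 and 3 rose and 8, 8 and 14 fell (median with SOA_NAP_-SP -0.19). In EA.hy926 cells 60 were tested, where 4, 5 and 5 rose and 7, 9 and 9 fell (median with SOA_NAP_-SP 0.02). There the lower median was not seen among the more abundant members. By the paper's methods, only uniquely mapped reads were counted. Whether reads of 1 of these paralogs were assigned to another was not tested. That zinc finger genes respond to the aerosols stays a hypothesis found on the same data.

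Mitochondrial transfer RNAs, which the paper does not discuss, were tested for 4 of 22 genes in A549 cells, where edgeR called 0, 0 and 4 higher and none lower with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone (1, 2 and 4 at an unadjusted p under 0.05, 0, 1 and 4 by limma-voom and 0, 0 and 4 by DESeq2; MT-TM was called with SOA_βPIN_-SP by limma-voom, with the experiment as a random block and from only the groups compared, and with SP at a log2 fold change of 1.32 and adjusted p = 0.0474 without SP replicate 2; camera with SOA_NAP_-SP adjusted p = 3.71e-04, and adjusted p = 0.320 with an estimated correlation). MT-TM, MT-TL1, MT-TV and MT-TF had log2 fold changes of 2.62, 2.11, 1.81 and 1.30, standard errors 0.36, 0.33, 0.33 and 0.33, edgeR adjusted p = 1.96e-04, 2.30e-04, 6.72e-04 and 0.00608 with SOA_NAP_-SP, and in EA.hy926 cells MT-TM, the 1 gene tested there, had a log2 fold change of 3.18, standard error 0.60, edgeR adjusted p = 6.89e-04 with SOA_NAP_-SP and a log2 fold change of 2.09, standard error 0.69, edgeR adjusted p = 0.0358 with SOA_βPIN_-SP, beside a log2 fold change of 1.44, standard error 0.77, edgeR adjusted p = 0.213 with SP, which passed with a surrogate variable (log2 fold change 2.07, adjusted p = 0.0397) and without SP replicate 3 (log2 fold change 1.88, adjusted p = 0.0483). Leaving out 1 library ended the call of MT-TM with SOA_βPIN_-SP (log2 fold changes 2.17, 1.81, 2.14, 1.82, 1.98 and 1.79 and adjusted p = 0.0678, 0.102, 0.0625, 0.0845, 0.0804 and 0.0826 without CA replicate 1, SOA_βPIN_-SP replicate 1, SOA_βPIN_-SP replicate 2, CA replicate 2, SOA_βPIN_-SP replicate 4 and CA replicate 3, respectively). In A549 cells the median with SOA_NAP_-SP was 1.96 for the transfer RNAs, 0.26 for the mitochondrially encoded messenger RNAs and 0.30 for 11 other genes of at most 300 bases. This argues against more mitochondrial RNA of every kind and against better recovery of all RNAs up to 300 bases as the cause. The 11 genes were not matched to the length of the transfer RNAs, so recovery at that length was not tested. In EA.hy926 cells the values were -0.22 and -0.0232 (10 genes) beside 3.18 for MT-TM, which met the prediction for neither being the cause. MT-TM was the 1 transfer RNA tested there and had a mean normalized count of 4.40 in CA. A single gene near the count floor cannot decide between these explanations in EA.hy926 cells. Polyadenylated or unprocessed mitochondrial precursors, which a poly-A protocol may capture, were not tested.

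Of 24 heat shock and chaperone genes in A549 cells, a group the paper does not discuss, none rose and 14, 21 and 10 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively (16, 21 and 11 lower adjusted over the list alone, camera adjusted p = 4.36e-19, 4.36e-19 and 7.95e-07, and adjusted p = 0.314, 0.314 and 0.482 with an estimated correlation), with 7 without SP replicate 1 and 6 without SP replicate 3 for SP. With SOA_βPIN_-SP, HSPA6, HSPA1L and HSPA1B, HSP70 genes that share sequence and are uncertain for that reason, and HSPB8, a small heat shock protein, had log2 fold changes of -6.43, -3.74, -2.45 and -2.53, standard errors 0.95, 0.55, 0.37 and 0.32, edgeR adjusted p = 5.40e-04, 3.58e-04, 5.66e-04 and 1.29e-04. Without any 1 CA library at least 70% of the fallen genes still passed (lowest for SOA_NAP_-SP without CA replicate 4, of 10 genes), which argues against 1 high CA library. Within the experiments that hold both CA and an aerosol, the median log2 difference of the genes that fell, between 1 library of each, was -1.09 with SP, -0.75 with SOA_βPIN_-SP and -1.47 with SOA_NAP_-SP, beside -1.05, -1.05 and -1.05 over all libraries, with the sign and over 0.5 of the size kept in 3 of 3 experiments. These genes were called from the same libraries, and single libraries give no spread, so the experiment batch and the exposure cannot be told apart here, and a response to the aerosols stays a hypothesis.

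Among 66 groups of 4 libraries, over library totals, scores on the leading principal components and counts of the genes plotted in Fig. 3B and D, a library lay far from the others in 3, by a gap above the limit of Dixon's test, which chance gives in about 1 in 20 groups. CXCR4 in A549 cells with SOA_NAP_-SP had a normalized count of 188 in replicate 3 and 74.2, 64.5 and 73.5 in the others (gap 0.922 of the range). ADM in EA.hy926 cells in CA had 879 in replicate 4 and 1491, 1498 and 1532 in the others (gap 0.937). FOSB in EA.hy926 cells with SOA_βPIN_-SP had 605 in replicate 4 and 703, 706 and 699.6 in the others (gap 0.939).

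The response to an aerosol differed between the cell lines by edgeR's interaction test in 440 of 9900 genes with SP (303 with the higher log2 fold change in EA.hy926 cells and 137 in A549 cells), 1177 of 9900 genes with SOA_βPIN_-SP (738 with the higher log2 fold change in EA.hy926 cells and 439 in A549 cells) and 1326 of 9900 genes with SOA_NAP_-SP (826 with the higher log2 fold change in EA.hy926 cells and 500 in A549 cells). The count for SP was 267 without SP replicate 1 and 191 without SP replicate 3, both libraries of the coculture being left out. The fit has no term for the culture that both libraries share, and with the culture as a block 510, 1205 and 1353 genes passed. In fits to the compared groups alone, 331, 1035 and 1250 genes passed for the real split of the cultures and 3, 0 and 0 at most for any other. So 1 of 35 splits gave as many for each aerosol, the smallest share that 35 splits allow. This is under 0.05 for each aerosol taken alone, without adjustment over the tests. The splits cannot separate an exposure from the experiments it was run in.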

How the results depend on the processing

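All settings but 1 were planned; estimateDisp with robust = TRUE was chosen after seeing the data and gave the same DEG counts in the 12 comparisons. With the paper's CPM minimum, 5771 genes were tested in A549 and 6028 in EA.hy926 cells. Fewer genes were called, except between SOA_βPIN_-SP and SP in A549 cells. Against CA the share of tested genes that were called was lower too, so the number tested is not the whole reason. In A549 cells SP gave 705 calls of 11775 genes in the main test and 252 of 5771 with the CPM minimum. A549 DEGs with SP, SOA_βPIN_-SP and SOA_NAP_-SP were then 252, 614 and 791, between SOA_NAP_-SP and SOA_βPIN_-SP 368, between SOA_NAP_-SP and SP 376, shared by all aerosols 138, and lower zinc finger genes 8, 8 and 14. In EA.hy926 cells these were 427, 458 and 626, 42, 54, 308 and 7, 9 and 9, DEGs of listed genes 176, and genes that differed between the lines 209, 506 and 546. Between SOA_βPIN_-SP and SP in A549 cells edgeR called 8 genes, against 15 by limma-voom, 91 by DESeq2, 14 with the CPM minimum, 62 from only the groups compared, 34 with a surrogate variable, 13 in thinned counts and 0 from the authors' normalized values. Library totals gave 1359 between SOA_NAP_-SP and SP. In EA.hy926 cells SOA_NAP_-SP against SOA_βPIN_-SP gave 135 by DESeq2, 98 from only the groups compared and 115 with a surrogate variable, and SOA_NAP_-SP against SP 132 by DESeq2 and 150 with a surrogate variable. With an estimated correlation, camera's adjusted p for zinc finger genes was 0.238, 0.238 and 0.238 in A549 and 0.158, 0.105 and 0.129 in EA.hy926 cells, and 0 of 46 and 0 of 36 list calls held. On the 500 most variable genes the first component carried 54.5% in A549 and 67.8% in EA.hy926 cells, and the second 6.77% in EA.hy926 cells. The cause of these shifts was not tested. Every other total of DEGs per comparison or shared by the aerosols, and of genes that differed between the lines, stayed within 1.5 times its value under these settings.

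With the replicate number as a block, SOA_βPIN_-SP against SP in A549 cells gave 73 genes, and no other count of DEGs moved by over 1.5 times. There the same-numbered libraries deviated together, but they come from different experiments, so a pairing is not shown. For the other pairs of groups the numbers are shared but were not shown to pair the libraries, and in none did every library correlate best with its own number; the counts were, in A549 cells, 656, 1551, 2139, 908 and 958 and 376 shared, and in EA.hy926 cells 1010, 1190, 1584, 88 and 86, 0 and 701 shared, for SP, SOA_βPIN_-SP and SOA_NAP_-SP against CA, SOA_NAP_-SP against SOA_βPIN_-SP and SOA_NAP_-SP against SP, then for EA.hy926 SOA_βPIN_-SP against SP. Leaving out 1 library at a time, A549 DEGs ranged over 439 to 756, 1278 to 1694 and 1889 to 2274 with SP, SOA_βPIN_-SP and SOA_NAP_-SP, 569 to 1093 between SOA_NAP_-SP and SOA_βPIN_-SP, 239 to 1084 between SOA_NAP_-SP and SP and 0 to 23 between SOA_βPIN_-SP and SP, the shared DEGs over 252 to 476, lower zinc finger genes over 31 to 58, 83 to 101 and 123 to 132 and DEGs of listed genes over 346 to 426. In EA.hy926 cells the ranges were 887 to 1137, 1096 to 1235 and 1519 to 1689, 32 to 67, 19 to 93, 0 to 0, 623 to 817, 35 to 48, 62 to 70 and 72 to 83 and 258 to 271, in that order. Genes that differed between the lines ranged over 191 to 471, 915 to 1237 and 1030 to 1484, and exact tests of the genes of Fig. 3B and D at an unadjusted p of 0.05 or less over 17 to 22 (of 24) and 17 to 26 (of 27), with 0 and 0 after adjustment in every case; leaving out a library lowers these numbers by construction, since 2 against 4 and 3 against 3 libraries allow no exact p of 0.05 or less. Apart from these exact tests, libraries that moved a count by over 1.5 times, given by exposure and replicate number, were as follows. The A549 count with SP was 439 without SP 1 and 448 without SP 3. The count between SOA_NAP_-SP and SOA_βPIN_-SP was 569 without SOA_NAP_-SP 3. The count between SOA_NAP_-SP and SP was 239 without SP 1, 409 without SP 2 and 485 without SOA_NAP_-SP 3. The count between SOA_βPIN_-SP and SP was 4 without SP 1, 0 without SP 2, SOA_βPIN_-SP 1 or SOA_βPIN_-SP 3, 15 without SP 3, 1 without SOA_βPIN_-SP 2 and 23 without SOA_βPIN_-SP 4. The shared count was 283 without SP 1 and 252 without SP 3. The zinc finger count with SP was 31 without SP 3. In EA.hy926 cells the count between SOA_NAP_-SP and SOA_βPIN_-SP was 32 without SOA_βPIN_-SP 2, 37 without SOA_βPIN_-SP 3 and 36 without SOA_NAP_-SP 1. The count between SOA_NAP_-SP and SP was 35 without SOA_NAP_-SP 1, 43 without SOA_NAP_-SP 2, 19 without SP 1 and 21 without SP 2. The count of genes that differed between the lines with SP was 267 without SP 1 and 191 without SP 3. Of the named genes, none changed direction. Calls lost and gained were 10 and 11 with a surrogate variable, 5 and 3 with the CPM minimum, 0 and 15 with DESeq2, 0 and 2 with DESeq2 size factors, 15 and 11 with the authors' normalized values, 10 and 14 with the experiment as a random block, 4 and 3 with filterByExpr, 25 and 8 with library totals only, 8 and 15 with limma-voom, 19 and 2 with no filter, 34 and 5 with only the groups compared, 21 and 2 with the replicate block, 26 and 3 with thinned counts and 5 and 1 with upper quartile, and 361 and 78 over all libraries left out in turn. Counts of 3 or fewer members of a gene list can move by over 1.5 times through 1 or 2 genes, and their values without each library are not given. Depth limits the calls. Thinning to the shallowest library ended 26 calls of named genes, and whether these genes lay near the count minimum was not tested. A gene not called was not detected as changed at this depth.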

Differences from the paper's values

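The settings named here were chosen before the data were examined. In EA.hy926 cells, DEGs found with SP alone were 4.63% of the DEGs with any aerosol, and the paper gives 7%. Its methods state a CPM minimum, which genes plotted in its Fig. 3 do not meet and the counts here do not use. The paper's value was at most 1.5 times the share with limma-voom, DESeq2, filterByExpr, no filter, DESeq2 size factors, upper quartile scaling, library totals only, the experiment as a random block, a surrogate variable, thinned counts and the authors' normalized values, and over that with the CPM minimum, only the groups compared and the replicate block. HIF1A-AS3 in A549 cells with SOA_βPIN_-SP had 1 count in all libraries of that aerosol and 213 in CA, a log2 ratio of -7.85 after scaling by library size (exact 95% interval -13.16 to -5.36, counting error only, computed after the values were seen), and the paper's value in Table S4, -6.13, lies within that interval. The fitted log2 fold change, -7.25, depends on the prior count and is no bound; it lay over 1 standard error from the paper's value, as it did with DESeq2, filterByExpr, no filter, DESeq2 size factors, upper quartile scaling, library totals only, only the groups compared, the replicate block, a surrogate variable and the authors' normalized values, and within 1 standard error with limma-voom and the experiment as a random block. MAFA in EA.hy926 cells with SP had a fitted log2 fold change of 2.32, and the paper's value in Table S6 is 2.80. The difference was within the standard error with limma-voom (2.93), the experiment as a random block (2.93), a surrogate variable (2.44) and the authors' normalized values (2.66), and it exceeded it with DESeq2 (2.33), filterByExpr (2.33), no filter (2.35), DESeq2 size factors (2.32), upper quartile scaling (2.29), library totals only (2.33), only the groups compared (2.33), the replicate block (2.30) and thinned counts (1.97). ZNF449 in EA.hy926 cells with SP had a fitted log2 fold change of -2.00, and the paper's value in Table S6 is -2.43. Settings that came within the error were limma-voom (-2.19), the experiment as a random block (-2.19), thinned counts (-2.19) and the authors' normalized values (-2.11), and beyond it were DESeq2 (-2.03), filterByExpr (-2.00), no filter (-1.98), DESeq2 size factors (-2.00), upper quartile scaling (-2.03), library totals only (-1.99), only the groups compared (-2.00), the replicate block (-1.97) and a surrogate variable (-1.93). MAFA in EA.hy926 cells with SOA_βPIN_-SP had a fitted log2 fold change of 2.501, and the paper's value in Table S7 is 2.98. Values within the error came from limma-voom (3.07), the experiment as a random block (3.04) and the authors' normalized values (2.84), and larger differences came from DESeq2 (2.53), filterByExpr (2.51), no filter (2.52), DESeq2 size factors (2.51), upper quartile scaling (2.47), library totals only (2.48), only the groups compared (2.499), the replicate block (2.52), a surrogate variable (2.54) and thinned counts (2.34).

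The paper places CXCR4 among the genes induced in A549 cells by SOA_NAP_-SP, where edgeR did not call it (log2 fold change 0.78, edgeR adjusted p = 0.188), while CXCL1, CXCL3 and CXCL8 of the same statement rose; it was called when CA replicate 3 was left out (log2 fold change 1.32, adjusted p = 0.0199) and under no other setting. It names KCNK1 with MFSD2A and TRPC6 as upregulated by both SOA. MFSD2A and TRPC6 were DEGs with both, and KCNK1 stayed under the size threshold before rounding (log2 fold change 0.48, edgeR adjusted p = 0.00363 with SOA_βPIN_-SP, and a log2 fold change of 0.50, edgeR adjusted p = 0.00188 with SOA_NAP_-SP). With SOA_βPIN_-SP it was a DEG under library totals only (0.51) and the authors' normalized values (0.51) and without SOA_βPIN_-SP replicate 2 (0.50) and without CA replicate 2 (0.55), and with SOA_NAP_-SP under limma-voom (0.51), DESeq2 (0.51), filterByExpr (0.51), no filter (0.52), DESeq2 size factors (0.51), only the groups compared (0.50), the experiment as a random block (0.50), a surrogate variable (0.51) and the authors' normalized values (0.51) and without CA replicate 2 (0.58), without CA replicate 3 (0.51), without SOA_NAP_-SP replicate 1 (0.51), without SOA_NAP_-SP replicate 3 (0.56) and without CA replicate 4 (0.50). For EA.hy926 cells it names ADM as enriched with SOA_βPIN_-SP too, to a lesser extent than with SOA_NAP_-SP, and edgeR did not call it with SOA_βPIN_-SP (log2 fold change 0.33, edgeR adjusted p = 0.176), nor did any of the alternatives, while BTG1, CXCL8 and IL6 rose. It places the cytokines IL-1β, IL6, IL8 and IL12 among the top upregulated genes of both cell lines with SOA_NAP_-SP. In A549 cells CXCL8 rose, and IL1B, IL6, IL12A and IL12B were under the count minimum and were not tested; in EA.hy926 cells IL1B, IL6, CXCL8 and IL12A rose. It reports no upregulation in A549 cells with SOA_NAP_-SP of cytochrome P450 genes, which it describes as metabolizing early aging products of naphthalene. Of 10 tested genes of families 1 to 4, not chosen for that role, 3 rose (CYP4F11, CYP4F12 and CYP4F3) and 1 fell (CYP1A1). The calls of CYP4F12 and CYP4F3 were lost when single libraries were left out. CYP2S1, not called by edgeR, passed in limma-voom and DESeq2 (log2 fold changes 0.50 and 0.51).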

Other observations

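The list tests and the other splits of the libraries in this part were planned. Counts of list members without each library were added late, while this part was written. The reading of the splits between SOA_βPIN_-SP and SP in EA.hy926 cells was settled after its values were seen. Splits that part same-numbered pairs are given for the pair of groups singled out by its correlations. Of 25 p53 target genes in A549 cells, 0, 1 and 1 rose and 8, 10 and 13 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. Camera placed the list below the other genes with SP, SOA_βPIN_-SP and SOA_NAP_-SP (adjusted p = 2.20e-06, 5.84e-06 and 1.86e-06), a call lost at adjusted p = 0.238, 0.251 and 0.238 with an estimated correlation. A single left-out library moved the number of genes lower with SP from 8 to 5 without SP replicate 3. With SOA_NAP_-SP, SESN1, a stress-induced inhibitor of mTORC1, the antiproliferative gene BTG2 and TP53INP1 had log2 fold changes of -1.73, -1.70 and -1.25, standard errors 0.23, 0.14 and 0.13, edgeR adjusted p = 1.46e-05, 1.07e-07 and 1.14e-06. Of 24 p53 target genes in EA.hy926 cells, 0, 0 and 2 rose and 5, 6 and 8 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. The lowest adjusted p of camera for this list was 0.0563. There SESN1, TIGAR and BTG2 had log2 fold changes of -1.79, -1.12 and -1.06, standard errors 0.15, 0.11 and 0.10, edgeR adjusted p = 4.01e-08, 2.06e-07 and 2.31e-07 with SOA_NAP_-SP. Of 34 DNA replication genes in A549 cells, 8, 10 and 2 rose and 0, 0 and 4 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively (10, 10 and 2 higher and 0, 0 and 4 lower adjusted over the list alone). By camera the list lay above the other genes with SP and SOA_βPIN_-SP (adjusted p = 8.75e-13 and 5.21e-08), a call lost at adjusted p = 0.314 and 0.428 with an estimated correlation. When 1 library was left out, the number of genes moved, higher with SP from 8 to 2 without SP replicate 1 and 5 without CA replicate 3, higher with SOA_βPIN_-SP from 10 to 5 without SOA_βPIN_-SP replicate 1 and 6 without SOA_βPIN_-SP replicate 2 or CA replicate 3 and lower with SOA_NAP_-SP from 4 to 2 without CA replicate 1, SOA_NAP_-SP replicate 3 or SOA_NAP_-SP replicate 4. POLE2, a DNA polymerase subunit, had a log2 fold change of 0.79, standard error 0.24, edgeR adjusted p = 0.0389 with SP, PCNA, the sliding clamp, a log2 fold change of 0.79, standard error 0.12, edgeR adjusted p = 1.09e-04 with SOA_βPIN_-SP, and CDC6 and GINS1, which serve to load and to form the replicative helicase, log2 fold changes of -0.92 and -0.89, standard errors 0.19 and 0.18, edgeR adjusted p = 0.00140 and 9.73e-04 with SOA_NAP_-SP. Of 29 mitosis genes in A549 cells, 5, 6 and 3 rose and none fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively (5, 7 and 2 higher and 0, 0 and 0 lower adjusted over the list alone). The list ranked above the other genes in camera with SP and SOA_βPIN_-SP (adjusted p = 1.16e-05 and 3.86e-05), a call lost at adjusted p = 0.502 and 0.516 with an estimated correlation. The list's median and mean log2 fold changes differed in sign with SOA_NAP_-SP (-0.01 and 0.06). The number of genes also depended on single libraries, higher with SP from 5 to 1 without SP replicate 1 and 3 without SP replicate 3, CA replicate 1, CA replicate 2 or CA replicate 4. Of 26 genes of cholesterol synthesis and uptake in A549 cells, 0, 2 and 5 rose and none fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. In either direction, limma-voom called 0, 2 and 5 and DESeq2 0, 2 and 5, beside 10, 10 and 17 at an unadjusted p under 0.05 in edgeR. In camera its genes lay above the rest with SP, SOA_βPIN_-SP and SOA_NAP_-SP (adjusted p = 0.00147, 0.0284 and 2.50e-05), a call lost at adjusted p = 0.512, 0.638 and 0.447 with an estimated correlation. INSIG1, a regulator of sterol synthesis, and MVK, mevalonate kinase, had log2 fold changes of 0.80 and 0.75, standard errors 0.09 and 0.14, edgeR adjusted p = 3.03e-06 and 4.97e-04 with SOA_NAP_-SP. Of 25 such genes in EA.hy926 cells, none rose and 1, 1 and 1 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively (0, 0 and 0 higher and 0, 1 and 1 lower adjusted over the list alone). Camera gave the list an adjusted p of 0.103 at the lowest. With 1 library left out, the threshold was no longer passed by POLE2 with SP (log2 fold changes 0.76, 0.65, 0.72, 0.76 and 0.76 and adjusted p = 0.126, 0.177, 0.0966, 0.0733 and 0.0664 without SP replicate 1, SP replicate 3, CA replicate 1, CA replicate 2 and CA replicate 3, respectively). POLE2 with SP did not pass in limma-voom.

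Of 19 amino acid and urea cycle genes in A549 cells, 4, 4 and 5 rose and 0, 1 and 1 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. Camera placed the list above the other genes with SP, SOA_βPIN_-SP and SOA_NAP_-SP (adjusted p = 0.00598, 0.00469 and 0.00325), a call lost at adjusted p = 0.316, 0.314 and 0.314 with an estimated correlation. A single left-out library moved the number of genes higher with SP from 4 to 2 without SP replicate 1, CA replicate 1 or CA replicate 3 and higher with SOA_NAP_-SP from 5 to 8 without SOA_NAP_-SP replicate 1. SLC38A2 and SLC7A2, amino acid transporters, and GATM, an enzyme of creatine synthesis, had log2 fold changes of 1.23, 0.90 and 0.82, standard errors 0.09, 0.19 and 0.21, edgeR adjusted p = 1.53e-08, 0.00146 and 0.00538 with SOA_NAP_-SP. Of 17 amino acid and urea cycle genes in EA.hy926 cells, 2, 2 and 4 rose and none fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. No camera test of the list had an adjusted p below 0.0563. ARG2, an arginase, and NOS3, endothelial nitric oxide synthase, had log2 fold changes of 0.64 and 0.61, standard errors 0.14 and 0.14, edgeR adjusted p = 0.00121 and 0.00244 with SOA_NAP_-SP. Of 23 YAP and TEAD target genes in EA.hy926 cells, 3, 2 and 2 rose and 3, 2 and 3 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. Its smallest adjusted p in camera was 0.326. AJUBA and FJX1 had log2 fold changes of -1.97 and -1.09, standard errors 0.17 and 0.08, edgeR adjusted p = 5.59e-07 and 1.15e-08 with SOA_NAP_-SP, and NUAK2 and CCN1 log2 fold changes of 1.69 and 0.91, standard errors 0.12 and 0.13, edgeR adjusted p = 7.92e-09 and 4.32e-05. Of 22 heat shock and chaperone genes in EA.hy926 cells, 0, 0 and 2 rose and 2, 2 and 1 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. In camera the list reached an adjusted p of 0.0550 at the lowest. With SOA_NAP_-SP, DNAJB1 and HSPH1 had log2 fold changes of 0.57 and 0.55, standard errors 0.11 and 0.11, edgeR adjusted p = 4.84e-04 and 0.00105, and HSPA1A, uncertain because it shares sequence with HSPA1B, a log2 fold change of -0.59, standard error 0.16, edgeR adjusted p = 0.0118. Of 22 NRF2 target genes in EA.hy926 cells, 0, 0 and 1 rose and 1, 0 and 0 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. These are edgeR's calls, and limma-voom called 1, 0 and 2 in either direction, DESeq2 2, 1 and 1, with 7, 8 and 6 at an unadjusted p under 0.05. For this list camera's adjusted p was 0.211 or higher. ABCC2, an efflux transporter, had a log2 fold change of -1.00, standard error 0.26, edgeR adjusted p = 0.00935 with SP, and OSGIN1 a log2 fold change of 1.01, standard error 0.15, edgeR adjusted p = 5.08e-05 with SOA_NAP_-SP. Of 5 AHR target genes in EA.hy926 cells, 1, 1 and 1 rose and none fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. The lowest adjusted p of camera for this list was 0.142. Its median and mean log2 fold changes had different signs with SP (0.14 and -0.13), SOA_βPIN_-SP (0.05 and -0.13) and SOA_NAP_-SP (0.32 and -0.03). The AHR target that rose with each aerosol was TIPARP (log2 fold change of 0.87, standard error 0.10, edgeR adjusted p = 3.04e-06 with SOA_NAP_-SP). Of 3 cytochrome P450 genes in EA.hy926 cells, none rose and 0, 0 and 1 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively (0, 0 and 0 higher and 0, 1 and 1 lower adjusted over the list alone). Beside edgeR's calls stand 0, 1 and 1 by limma-voom and 0, 0 and 1 by DESeq2 in either direction, and 1, 1 and 1 at an unadjusted p under 0.05. Camera gave the list an adjusted p of 0.337 at the lowest. The threshold was missed without 1 library by DNAJB1 with SOA_NAP_-SP (log2 fold changes 0.49 and 0.49 and adjusted p = 0.00309 and 0.00289 without SOA_NAP_-SP replicate 2 and SOA_NAP_-SP replicate 3, respectively) and HSPH1 with SOA_NAP_-SP (log2 fold changes 0.48 and 0.47 and adjusted p = 0.00516 and 0.00350 without SOA_NAP_-SP replicate 3 and CA replicate 4, respectively). Not every call held without 1 of the libraries, as for HSPA1A with SOA_NAP_-SP (log2 fold change -0.44 and adjusted p = 0.0385 without CA replicate 4) and TIPARP with SP (log2 fold changes 0.49, 0.48, 0.49 and 0.46 and adjusted p = 0.0108, 0.0166, 0.00829 and 0.0220 without CA replicate 1, SP replicate 1, CA replicate 4 and SP replicate 2, respectively).

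Of 20 epithelial genes typical of A549 cells, 0, 2 and 13 rose and 1, 0 and 0 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively (0, 2 and 15 higher and 1, 0 and 0 lower adjusted over the list alone). Limma-voom called 1, 4 and 15 in either direction and DESeq2 1, 2 and 15, and 4, 8 and 17 had an unadjusted p under 0.05 in edgeR. By camera the list lay above the other genes with SOA_βPIN_-SP and SOA_NAP_-SP (adjusted p = 0.00879 and 1.73e-07), a call lost at adjusted p = 0.535 and 0.316 with an estimated correlation. When 1 library was left out, the number of genes moved, higher with SOA_NAP_-SP from 13 to 8 without CA replicate 4. MUC5B, TFF1, a trefoil factor, and the fibrinogen chains FGG and FGB had log2 fold changes of 2.18, 1.46, 1.10 and 1.00, standard errors 0.63, 0.46, 0.27 and 0.23, edgeR adjusted p = 0.0190, 0.0265, 0.00701 and 0.00522 with SOA_NAP_-SP. Of 5 alveolar type 1 cell genes in A549 cells, 0, 1 and 0 rose and 0, 1 and 1 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. In either direction, limma-voom called 0, 2 and 1 and DESeq2 0, 2 and 1, beside 1, 3 and 3 at an unadjusted p under 0.05 in edgeR. No camera test of the list had an adjusted p below 0.681. CAV1, caveolin 1, had a log2 fold change of -1.26, standard error 0.19, edgeR adjusted p = 1.74e-04 with SOA_NAP_-SP. Of 8 alveolar type 2 cell genes in A549 cells, 1, 1 and 1 rose and 0, 0 and 2 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. Its smallest adjusted p in camera was 0.258. The transcription factor gene CEBPA had a log2 fold change of -0.98, standard error 0.19, edgeR adjusted p = 0.00105 and FASN, fatty acid synthase, a log2 fold change of 0.84, standard error 0.16, edgeR adjusted p = 0.00110 with SOA_NAP_-SP. Of 4 ciliated cell genes in A549 cells, none rose and 0, 1 and 0 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. These are edgeR's calls, and limma-voom called 0, 1 and 0 in either direction, DESeq2 0, 1 and 1, with 2, 1 and 2 at an unadjusted p under 0.05. In camera the list reached an adjusted p of 0.523 at the lowest. Between median and mean the sign of the list's log2 fold change differed with SP (0.25 and -0.03) and SOA_NAP_-SP (0.01 and -0.07). The gene that fell was FOXJ1 (log2 fold change of -2.12, standard error 0.45, edgeR adjusted p = 0.00299). Of 1 gene of macrophages and other leukocytes in A549 cells, CD14, 0, 1 and 1 rose and none fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. Beside edgeR's calls stand 0, 1 and 1 by limma-voom and 0, 1 and 1 by DESeq2 in either direction, and 0, 1 and 1 at an unadjusted p under 0.05. Of 4 endothelial genes in A549 cells, 0, 0 and 2 rose and 0, 1 and 1 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. Limma-voom called 0, 1 and 3 in either direction and DESeq2 0, 1 and 3, and 0, 1 and 4 had an unadjusted p under 0.05 in edgeR. For this list camera's adjusted p was 0.544 or higher. The list's median and mean log2 fold changes differed in sign with SP (0.08 and -0.01) and SOA_βPIN_-SP (0.05 and -0.12). ESAM, an adhesion molecule of endothelial cells, had a log2 fold change of -1.43, standard error 0.25, edgeR adjusted p = 2.53e-04 with SOA_NAP_-SP. Of 39 nuclear genes of the respiratory chain in A549 cells, 1, 3 and 4 rose and 0, 1 and 0 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. The list ranked above the other genes in camera with SOA_NAP_-SP (adjusted p = 6.49e-06), a call lost at adjusted p = 0.512 with an estimated correlation. The number of genes also depended on single libraries, higher with SOA_NAP_-SP from 4 to 2 without SOA_NAP_-SP replicate 3. Of 13 mitochondrially encoded messenger RNAs in A549 cells, edgeR called 0 with SP, SOA_βPIN_-SP and SOA_NAP_-SP (1, 0 and 4 at an unadjusted p under 0.05, 0, 0 and 0 by limma-voom and 0, 0 and 0 by DESeq2, respectively), with the same counts adjusted over the list alone. In camera its genes lay above the rest with SOA_NAP_-SP (adjusted p = 0.0467), a call lost at adjusted p = 0.706 with an estimated correlation. Of 25 iNOS signaling genes in A549 cells, 1, 1 and 3 rose and 0, 1 and 2 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. The lowest adjusted p of camera for this list was 0.487. Its median and mean log2 fold changes had different signs with SOA_NAP_-SP (-0.03 and 0.08). Of 33 PI3K and AKT signaling genes in A549 cells, 2, 2 and 1 rose and 3, 4 and 4 fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively, with the same counts adjusted over the list alone. Camera gave the list an adjusted p of 0.291 at the lowest. Without 1 library the call was lost for MUC5B with SOA_NAP_-SP (log2 fold changes 1.93 and 1.92 and adjusted p = 0.0501 and 0.0520 without CA replicate 1 and CA replicate 4, respectively) and TFF1 with SOA_NAP_-SP (log2 fold changes 1.36, 1.43, 1.39, 1.36, 1.43 and 1.22 and adjusted p = 0.0704, 0.0581, 0.0608, 0.0590, 0.0557 and 0.0717 without CA replicate 1, CA replicate 3, SOA_NAP_-SP replicate 2, SOA_NAP_-SP replicate 3, SOA_NAP_-SP replicate 4 and CA replicate 4, respectively). A left-out library ended the call of CD14 with SOA_βPIN_-SP (log2 fold changes 0.43 and 0.45 and adjusted p = 0.0499 and 0.0523 without SOA_βPIN_-SP replicate 3 and CA replicate 4, respectively). A call was gained by TPPP3 with SOA_NAP_-SP (log2 fold change 0.74 and adjusted p = 0.0248 without SOA_NAP_-SP replicate 1). In DESeq2 the threshold was met by TPPP3 with SOA_NAP_-SP.

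Of 5 epithelial genes typical of A549 cells, in EA.hy926 cells, edgeR called 0 with SP, SOA_βPIN_-SP and SOA_NAP_-SP (1, 1 and 3 at an unadjusted p under 0.05, 0, 0 and 0 by limma-voom and 0, 0 and 0 by DESeq2, respectively), with the same counts adjusted over the list alone. No camera test of the list had an adjusted p below 0.394. Of 2 goblet cell genes in EA.hy926 cells, edgeR called 0 with SP, SOA_βPIN_-SP and SOA_NAP_-SP (0, 0 and 1 at an unadjusted p under 0.05, 0, 0 and 0 by limma-voom and 0, 0 and 0 by DESeq2, respectively) (0, 0 and 0 higher and 0, 0 and 1 lower adjusted over the list alone). Of 3 alveolar type 1 cell genes in EA.hy926 cells, edgeR called 0 with SP, SOA_βPIN_-SP and SOA_NAP_-SP (1, 1 and 2 at an unadjusted p under 0.05, 0, 0 and 0 by limma-voom and 0, 0 and 0 by DESeq2, respectively), with the same counts adjusted over the list alone. Its smallest adjusted p in camera was 0.750. Between median and mean the sign of the list's log2 fold change differed with SOA_βPIN_-SP (-0.06 and 0.03). Of 5 alveolar type 2 cell genes in EA.hy926 cells, 0, 1 and 1 rose and none fell with SP, SOA_βPIN_-SP and SOA_NAP_-SP, respectively (1, 1 and 1 higher and 0, 0 and 0 lower adjusted over the list alone). In either direction, limma-voom called 1, 1 and 1 and DESeq2 1, 1 and 1, beside 3, 3 and 3 at an unadjusted p under 0.05 in edgeR. In camera the list reached an adjusted p of 0.460 at the lowest. Of 17 contractile and extracellular matrix genes in EA.hy926 cells, edgeR called 0 with SP, SOA_βPIN_-SP and SOA_NAP_-SP (3, 3 and 2 at an unadjusted p under 0.05, 0, 0 and 0 by limma-voom and 0, 0 and 0 by DESeq2, respectively), with the same counts adjusted over the list alone. For this list camera's adjusted p was 0.394 or higher. Of 39 nuclear genes of the respiratory chain in EA.hy926 cells, edgeR called 0 with SP, SOA_βPIN_-SP and SOA_NAP_-SP (7, 3 and 3 at an unadjusted p under 0.05, 0, 0 and 0 by limma-voom and 0, 0 and 0 by DESeq2, respectively), with the same counts adjusted over the list alone. Camera placed the list below the other genes with SP (adjusted p = 0.0311), a call lost at adjusted p = 0.820 with an estimated correlation. Of 13 mitochondrially encoded messenger RNAs in EA.hy926 cells, edgeR called 0 with SP, SOA_βPIN_-SP and SOA_NAP_-SP (0, 1 and 0 at an unadjusted p under 0.05, 0, 0 and 0 by limma-voom and 0, 0 and 0 by DESeq2, respectively), with the same counts adjusted over the list alone. The lowest adjusted p of camera for this list was 0.510. None of the leukocyte or ciliated cell genes passed the count minimum in EA.hy926 cells.

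Other splits of the libraries were tried in fits to the compared groups alone. In A549 cells the real splits gave 586, 1482, 2095, 987, 963 and 62 DEGs and the highest other split 35, 0, 0, 0, 180 and 9, for SP, SOA_βPIN_-SP and SOA_NAP_-SP against CA, SOA_NAP_-SP against SOA_βPIN_-SP, SOA_NAP_-SP against SP and SOA_βPIN_-SP against SP, respectively, and in EA.hy926 cells 954, 1135, 1530, 98 and 107 and 8, 0, 0, 9 and 21 for the first 5 of these. In each, 1 of 35 splits, the real one, gave as many, the smallest share that 35 splits allow. This is under 0.05 for each comparison taken alone, without adjustment over the comparisons. It is not relied on for SOA_βPIN_-SP against SP in A549 cells, whose same-numbered libraries deviated together. The splits cannot separate an exposure from the experiments it was run in. Between SOA_βPIN_-SP and SP in EA.hy926 cells edgeR called 0 genes for the real split and 2 at the highest other, and since 35 of 35 splits give at least 0 by construction, the splits say nothing about chance there; over all libraries 355 genes had an unadjusted p under 0.05, and limma-voom and DESeq2 called 0 and 0. For SOA_βPIN_-SP against SP in A549 cells, 8 splits part all 3 same-numbered pairs. The real one gave 62 and the others 0 at most, and 8 splits are too few for a share under 0.05.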
